# Nutrient restriction synergizes with retinoic acid to induce mammalian meiotic initiation in vitro

**DOI:** 10.1038/s41467-021-22021-6

**Published:** 2021-03-19

**Authors:** Xiaoyu Zhang, Sumedha Gunewardena, Ning Wang

**Keywords:** Meiosis, Germline development, Stem-cell differentiation

## Abstract

The molecular machinery and chromosome structures carrying out meiosis are frequently conserved from yeast to mammals. However, signals initiating meiosis appear divergent: while nutrient restriction induces meiosis in the yeast system, retinoic acid (RA) and its target Stra8 have been shown to be necessary but not sufficient to induce meiotic initiation in mammalian germ cells. Here, we use primary culture of mouse undifferentiated spermatogonia without the support of gonadal somatic cells to show that nutrient restriction in combination with RA is sufficient to induce *Stra8*- and *Spo11*-dependent meiotic gene and chromosome programs that recapitulate the transcriptomic and cytologic features of in vivo meiosis. We demonstrate that neither nutrient restriction nor RA alone exerts these effects. Moreover, we identify a distinctive network of 11 nutrient restriction-upregulated transcription factor genes, which are associated with early meiosis in vivo and whose expression does not require RA. Our study proposes a conserved model, in which nutrient restriction induces meiotic initiation by upregulating key transcription factor genes for the meiotic gene program and provides an in vitro platform for meiotic induction that could facilitate research and haploid gamete production.

## Abstract (web summary)

Retinoic acid is necessary but not sufficient to induce meiosis. Here, the authors use primary mouse undifferentiated spermatogonia culture to show that nutrient restriction, an inducer of yeast meiosis, combined with retinoic acid induces meiotic gene and chromosome programs in mammalian germ cells.

## Introduction

Sexual reproduction depends on the formation of haploid gametes through meiosis, which exchanges replicated parental chromosomes through homologous recombination during meiotic prophase, followed by two rounds of successive divisions to generate haploid gametes carrying novel genetic constitution^1^. To initiate meiosis, germ cells must activate a specialized meiotic gene program that implements the intricate chromosomal events during meiosis prophase^2^. From yeasts to mammals, meiosis-specific chromosome structures exhibit remarkable evolution conservation, including synaptonemal complex assembly for chromosome synapsis and homologous recombination through formation and subsequent repair of meiotic DNA double-strand breaks (DSBs). Moreover, many genes underlying these events are often evolutionarily related or—conserved (reviewed in ref. ^1^). For instances, *Spo11* encodes a DNA topoisomerase-like enzyme that catalyzes meiotic DSB formation^3,4^. *Dmc1* encodes a meiotic recombinase that repairs DSBs by searching for allelic DNA sequences on the homologous chromatids^5,6^. *Hormad* genes encode meiosis-specific chromosome factors (Hop1 in yeasts and Hormad1/2 in mammals) that are critical for synapsis and DSB formation and repair^7,8^.

Despite these evolutionary conservations in meiotic genes and structures, the overarching signal to initiate meiosis appears divergent. In yeasts, the transition from mitotic to meiotic cell cycles is induced by a metabolic cue, nutrient restriction. Subsequently, nutrient-sensing pathway induces the expression of *inducer of meiosis 1* (*IME1*), which encodes a single master transcriptional activator for meiotic genes, including *Spo11*, *Dmc1*, and *Hop1* (ref. ^9,10^). In mammalian germ cells, meiotic initiation requires retinoic acid (RA), the most biologically active metabolite of vitamin A. RA is a morphogen essential for growth and development in chordate animals^11^. In female oogenesis, RA is synthesized primarily in the mesonephric ducts to which the embryonic ovaries are attached^12^. In male spermatogenesis, RA is produced by both meiotic and somatic cells in testes^13^. RA induces meiotic gene program primarily by activating *stimulated by retinoic acid gene 8* (*Stra8*) (ref. ^14,15^). However, it is puzzling that, although the RA signaling, including STRA8 by itself or with its cofactor MEIOSIN, is necessary for meiotic initiation^16,17^, neither RA nor STRA8 is sufficient, suggesting that additional signal(s) is required to work with RA to induce meiotic initiation in mammals. This represents a significant gap of knowledge in understanding the molecular mechanism underlying this fundamental biological process essential for to sexual reproduction.

Moreover, although long-term male germline stem cell (GSC) culture has been successfully developed in several mammalian species^18–20^, a direct means to induce meiotic initiation in these cells in vitro remains as an unmet challenge^21^. As an example, this was be achieved by reintroducing cultured male GSCs back into the seminiferous tubules on the organ culture system^22^, suggesting that gonadal somatic cell support is indispensable for this process. This prevents faithful recapitulation of meiosis and reconstitution of spermatogenesis in vitro under a defined culture condition, which possesses enormous value in investigating the delicate process of meiosis as well as in vitro production of haploid gametes that assist animal and, ultimately, human reproduction^23^.

Here we report that nutrient restriction, inducer of yeast meiosis, in combination with RA is sufficient to induce meiotic initiation in primary culture of mouse spermatogonia or SSC culture that faithfully recapitulates the transcriptomic and cytologic features of in vivo meiotic initiation. Neither nutrient restriction nor RA treatment alone possesses this effect. Moreover, we show that nutrient restriction upregulates a set of transcription factor (TF) genes, whose expressions are not regulated by RA and are associated with early meiosis in vivo. In addition to establishing a culture system for robust, efficient, and faithful meiotic induction, our study provides mechanistic insights into meiotic initiation in mammalian germ cells by suggesting a conserved role of nutrient-sensing pathway in this process.

## Results

### Nutrient restriction in combination of RA induces meiotic initiation

Our recent work in *Stra8*-deficient mice reveals that an autophagy-inducing factor is engaged on meiosis-initiating germ cells^24^. Interestingly, nutrient restriction, the aforementioned inducer of yeast meiosis, is perhaps the most potent inducer of autophagy^25^. Thus, we asked whether nutrient restriction might have a conserved role in inducing meiotic initiation in mammalian germ cells. To test this hypothesis, we established primary culture of undifferentiated spermatogonia (referred to as spermatogonial stem cell or SSC culture) by using neonatal mouse testicular cells in C57BL/6 X DBA/2 F1 hybrid background (Supplementary Fig. 1a; see below for transcriptomic analyses). The composition of the complete SSC medium is shown in Supplementary Table 1.

Earle’s Balanced Salt Solution (EBSS), Hank’s Balanced Salt Solution (HBSS), and phosphate buffered saline (PBS) are commonly used buffers to starve culture cells. Thus, we tested applying nutrient restriction to SSC culture by adding 90% EBSS, HBSS, and PBS to the complete SSC medium. Since cells became detached from culture dish in the medium containing HBSS or PBS, but tolerated well in the medium containing EBSS, we used EBSS to induce nutrient restriction in all following studies (referred to as “nutrient restriction medium”; Supplementary Table 1). A direct cellular response to nutrient restriction is autophagy^25^. We show that this nutrient restriction medium induced autophagy activation in SSC culture, suggesting that it is sufficient to apply nutrient restriction to cells (Supplementary Fig. 1b).

Co-treatment of nutrient restriction and RA (referred to as “NRRA”) for 2 days triggered a distinct morphology of cell size enlargement in SSC culture, suggesting cellular differentiation (Fig. 1a, Supplementary Fig. 1c). Importantly, NRRA induced a significant activation of essential meiotic genes, including *Spo11*, *Dmc1*, and *Sycp3* (Fig. 1b). *Sycp3* encodes a lateral element of synaptonemal complex^26^. Consistently, phosphorylated histone H2AX (γH2AX) shows that DNA DSBs were most profoundly formed in cells from NRRA-treated culture (Fig. 1c, Supplementary Fig. 1d). These effects were not observed in SSC cultures treated with RA or NR alone (Fig. 1a–c). Similar effects of NRRA in inducing *Spo11*, *Dmc1*, and *Sycp3* expression were also observed in F9 premeiotic cells (Supplementary Fig. 2). Moreover, the meiotic origin of these DSBs was confirmed by DMC1 staining (Fig. 1d). In addition, cells from SSC culture generated from *Spo11*-deficient mice do not exhibit DMC1 foci upon NRRA treatment, constituting genetic evidence that NRRA-induced meiotic DSB formation in vitro requires *Spo11* (Fig. 1d). Cultured cells exhibited rapid loss of PLZF expression, a marker for undifferentiated spermatogonia^27,28^, under the condition of RA and NRRA, which is consistent with the role of RA in inducing spermatogonial differentiation (Supplementary Fig. 1e). Nutrient restriction alone did not downregulate PLZF, suggesting a specific role for NR in synergizing with RA to induce meiotic initiation.

**Fig. 1:**
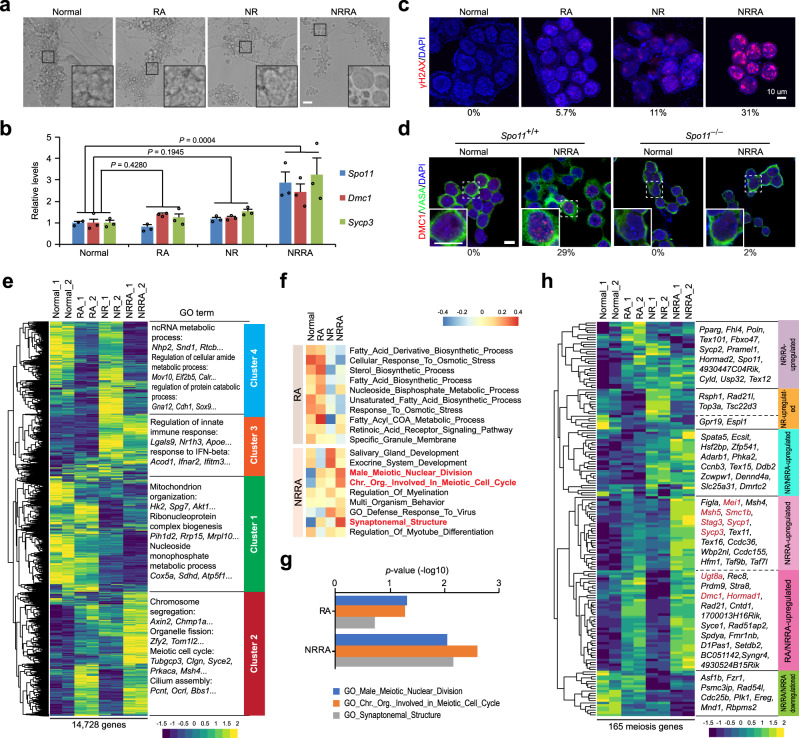
Nutrient restriction synergizes with RA to induce meiotic initiation in SSC culture. **a** Bright-field images of SSC culture with indicated treatments for 2 days. Scale bars, 50 µm. **b** Relative expression of Spo11, Dmc1, and Sycp3 against Gapdh analyzed by qRT-PCR in SSC culture with indicated treatments for 2 days. Results shown represent mean ± SEM. *P < 0.05. *n* = 3 independent cultures. n.s. no significant. **c** Immunostaining for γH2AX (red) and DAPI (blue) with indicated treatment for 2 days. Scale bars, 10 µm. **d** Immunostaining for DMC1 (red), DDX4 (green), and DAPI (blue) in Spo11^+/+^ and Spo11^−/−^ SSC culture. Scale bars, 10 µm. In **c**, **d**, the numbers below the immunofluorescent images indicate the percentage of cells seen with the relevant staining under different conditions. **e** (Left) UHC and heatmap of gene expression in SSC cultures with indicated treatments for 2 days. (Right) Top GO enrichments with representative genes in each cluster. **f** GSVA analysis for indicated treatments. In the heatmap, rows are defined by the selected gene sets, and columns by consensus scores for each treatment. Group enriched gene sets are highlighted by different color. **g** Bar plot shows *p* value of GO functions between RA and NRRA treatment. **h** UHC and heatmap for the expression of 165 early meiosis-associated genes. STRA8-dependent genes characterized in a previous study in ref. ^2^ are shown in red. *P* value by (**b**) two-way ANOVA with Turkey’s multiple comparison test and (**g**) GO functions. Source data are provided in Source Data file. Data are representative of **c**, **d** three independent experiments.

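Cultured spermatogonial stem cells (SSCs), the undifferentiated germ cells of the testis, were grown in 4 conditions, and RNA of 2 independent biological replicates per condition was sequenced. The cultures came from testes of 6-day-old pups of a cross of C57BL/6 and DBA/2 mice and grew on irradiated mouse embryonic fibroblasts (MEFs), whose RNA can be part of a library. Vehicle-treated cells (Veh) stayed in complete SSC medium, and RA cells received 100 nM retinoic acid in the same medium. For nutrient restriction (NR), the medium was replaced by 90% Earle's balanced salt solution with 10% complete SSC medium, and NRRA cells received that medium with 100 nM retinoic acid. Treatment lasted 2 days. For GDNF, a growth factor of the complete medium, the paper gives 15 ng/ml and the sample labels give 10 ng/ml. The nutrient restriction medium also dilutes GDNF and FGF2, another growth factor of the complete medium. Effects of fewer nutrients and of less growth factor cannot be told apart here. Poly(A) RNA was captured with oligo dT from 1 µg of total RNA, and stranded libraries were sequenced as read pairs of 101 cycles on a NovaSeq instrument. The paper and the sample labels name different library kits. The authors mapped the reads with STAR and deposited the number of reads counted on each gene in each library, as whole numbers without normalization. The paper's text names neither the counting program, nor the genome build, nor whether the strand of the reads was used, so reads of genes that overlap on opposite strands can have been shared.

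The table lists 55421 Ensembl gene identifiers, of which 55240 are in GENCODE release M21 (GRCm38), the source of the coordinates given here. Counts per library summed to 21103003 and 20037794 in Veh, 19261333 and 27883333 in RA, 21173926 and 26944852 in NR, and 27087536 and 30023585 in NRRA. The 10 most abundant genes took 4.81% to 5.77% of the counts of a library. Replicate libraries differed by more than the sampling noise in each condition, with a chi-square per gene of 3.93 in Veh, 2.12 in RA, 1.58 in NR and 1.73 in NRRA over the 18265 to 20023 genes with at least 20 counts in the pair, and all 8 libraries were kept as separate replicates.

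Counts were normalized by edgeR's TMM method and fitted with edgeR's quasi-likelihood model over all 8 libraries, which leaves 4 residual degrees of freedom. The fit covered the 20477 genes that passed edgeR's expression filter, with a biological coefficient of variation of 3.35%. A gene was called higher or lower when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was at least 2, the thresholds of Supplementary Data 1. Expression is given as CPM after TMM normalization, as mean ± SD of the 2 libraries, and the standard error (SE) of a log2 fold change is the value divided by the square root of its F statistic. Whether the effect of RA differed between the media was tested as an interaction, the log2 fold change of NRRA vs NR minus that of RA vs Veh. The choices that could change the numbers are the fold threshold, the filter on low counts, the test (the paper used DESeq2), the scaling between libraries and a trend of the counts with GC content and gene length.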

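After TMM normalization, the first principal component of log2 CPM held 43.8% of the variance among the 8 libraries and ran from Veh (-61 and -58.1) to NRRA (61.9 and 61.1), with RA (-1.2 and 1.7) and NR (-1.8 and -2.6) between them. On the second component, with 36.4% of the variance, RA (54 and 53.1) and NR (-56.9 and -56.4) lay on opposite sides of Veh (2.1 and 3.3) and NRRA (0.4 and 0.5). Compared with Veh, 2030 genes were higher and 1233 were lower in NRRA (edgeR's quasi-likelihood test). NRRA also differed from RA by 944 higher and 753 lower genes, and from NR by 933 higher and 848 lower genes. In all 3 comparisons together, 160 genes were higher and 190 were lower in NRRA than in each of Veh, RA and NR. Dropping the fold threshold moved the number of genes most, to 6171 higher and 5880 lower in NRRA than in Veh.

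**Figure D1:**
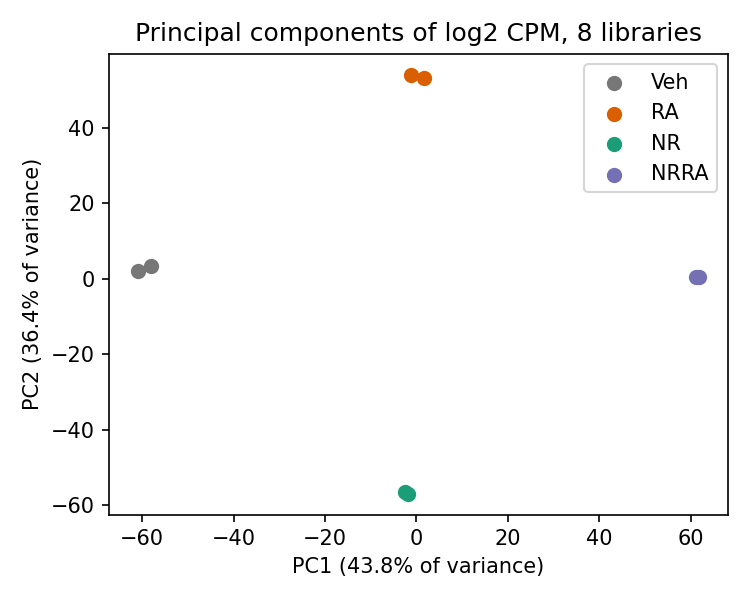
Principal component scores of the 8 libraries, computed from log2 CPM, with component 1 (43.8% of the variance) on the horizontal axis and component 2 (36.4%) on the vertical axis, 1 point per library and 1 colour per condition. The 2 libraries of a condition lie together, with Veh at -61 and -58.1 and NRRA at 61.9 and 61.1 on component 1, and RA at 54 and 53.1 and NR at -56.9 and -56.4 on component 2.

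Among called genes with a mean of at least 50 counts and no overlap between the NRRA and Veh libraries, the 5 largest increases in NRRA vs Veh were those of *Stra8*, *Cyp26a1*, *Sprr3*, *Ogn* and *Dio3*. *Ogn* (ENSMUSG00000021390, chromosome 13 from 49608046 to 49624501) rose from 2.69 ± 0.0967 CPM in Veh to 308 ± 18.2 in NRRA (SD, n = 2), a log2 fold change of 6.83 (SE 0.0846, edgeR adjusted p = 5.68e-28). *Dio3* (chromosome 12 from 110279068 to 110281097) rose from 0.278 ± 0.0978 to 31.8 ± 0.851 CPM, a log2 fold change of 6.80 (SE 0.185, adjusted p = 5.52e-21). *Sprr3* (chromosome 3 from 92456502 to 92458720) belongs to a multigene family whose reads can be shared. It had at most 3 counts in each Veh library and was at least 61.3-fold higher in NRRA. The 5 largest decreases were those of *Lce1g*, *Nefm*, *Barhl2*, *T* and *Skor1*, with log2 fold changes from -5.99 (*Lce1g*) to -5.07 (*Skor1*) and adjusted p of at most 1.59e-13. Without NRRA replicate 1, *Lce1g* was at -7.31 and *T* at -6.06, and without NRRA replicate 2 they were at -5.25 and -4.73. *Lce1g* is also a member of a multigene family, and 19.2% of the exon bases of *Nefm* overlap *Nefl* on the opposite strand.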

Transcriptomic analysis shows that NRRA treatment for 2 days induced a gene expression pattern distinct from the treatment of RA or NR alone in SSC culture (Fig. 1e, Supplementary Fig. 3, Supplementary Data 1). 

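Complete-linkage clustering of the Euclidean distances between z-scores of log2 CPM, divided into 4 clusters, was applied to the genes tested. The largest cluster held 6883 genes, with a mean z-score of -0.96 in Veh, 0.18 in RA, 0.04 in NR and 0.74 in NRRA. A cluster of 5945 genes ran the other way, from 0.96 in Veh to -0.96 in NRRA, with -0.14 in RA and 0.14 in NR. The cluster of 3969 genes was lowest in RA (-0.89) and highest in NR (0.55), with 0.36 in NRRA and -0.02 in Veh. The remaining 3680 genes were highest in RA (0.69) and lowest in NR (-0.9), with 0.21 in Veh and -0.01 in NRRA. Clustering returns 4 groups whether or not genes differ, so these sizes carry no test. The sizes depended on the settings. With z-scores of CPM in place of log2 CPM they were 8094, 7691, 3321 and 1371 genes. Restriction to genes that differ among conditions gave 4190, 3792, 3380 and 3016 genes. The cluster of 3380 genes was the one lowest in Veh and highest in NRRA. The paper's Supplementary Data 2 assigns 14728 genes to clusters, of which the copy used here holds 1999.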

Four clusters of gene sets were identified by unsupervised hierarchical clustering (UHC) (Supplementary Data 2). Notably, genes in Cluster 2, which appear to be genes upregulated by RA and NRRA, are enriched with genes bearing gene ontology (GO) functional terms related to meiosis (Fig. 1e, Supplementary Fig. 4). In contrast, Cluster 1, 3, or 4 is enriched with genes for “mitochondrion organization” (Cluster 1, mostly nutrient restriction-downregulated genes), “regulation of innate immune response” (Cluster 3, mostly nutrient restriction-upregulated genes), “ncRNA metabolic process” (Cluster 4, mostly RA-downregulated genes) (Supplementary Fig. 4). 

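Fig. 1e names 12 genes of Cluster 2 (*Axin2*, *Chmp1a*, *Zfy2*, *Tom1l2*, *Tubgcp3*, *Clgn*, *Syce2*, *Prkaca*, *Msh4*, *Pcnt*, *Ocrl* and *Bbs1*). Of these, 9 fell in the cluster that was lowest in Veh and highest in NRRA. The GO annotation was not used here, and the 165 genes of Supplementary Data 4 together with *Gm4969*, called the meiosis genes here, stood in for it. That cluster held 96 of these genes, against 21, 25 and 24 in the others. With k-means, the cluster with the same course held 10 of the 12 named genes and 93 meiosis genes. The paper chose both gene lists on these samples, so the counts are not independent evidence.

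Gene lists were tested with camera, limma's competitive test of a list against all other genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 196 tests (28 lists in 6 comparisons and the interaction). The 12 genes of Cluster 2 had a median log2 fold change of 0.38 in NRRA vs Veh (camera, adjusted p = 0.0145), 0.16 in RA vs Veh (adjusted p = 0.0568) and 0.031 in NR vs Veh (adjusted p = 0.762). Their response to RA was larger under nutrient restriction, with a median interaction of 0.19 (adjusted p = 0.0499). Fry, limma's rotation test of a list by itself, gave the Cluster 2 genes an adjusted p of 0.00087 in RA vs Veh. Of the 196 camera tests, 105 had an adjusted p under 0.05. With fry, 104 of them stayed under 0.05, all but the interaction of the interferon list. With the correlation between genes estimated from the 8 libraries, 7 of the 105 did, those of undifferentiated markers in RA vs Veh, NRRA vs Veh and NRRA vs NR and those of differentiation markers in RA vs Veh, NRRA vs Veh, NR vs RA and NRRA vs NR.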

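For Cluster 1, Fig. 1e names *Hk2*, *Spg7*, *Akt1*, *Pih1d2*, *Rrp15*, *Mrpl10*, *Cox5a*, *Sdhd* and *Atp5f1*. The median log2 fold change of these 9 genes was -0.27 in NR vs Veh (camera, adjusted p = 0.00654), -0.29 in NRRA vs Veh (adjusted p = 0.02) and -0.080 in RA vs Veh (adjusted p = 0.17, or 0.00187 with fry). NR lay 0.15 below RA, which camera did not set apart from other genes (adjusted p = 0.226) and fry did from 0 (adjusted p = 0.00144). The 6 genes named for Cluster 3 (*Lgals9*, *Nr1h3*, *Apoe*, *Acod1*, *Ifnar2* and *Ifitm3*) had a median of 0.64 in NR (adjusted p = 0.00115), 0.65 in NRRA (adjusted p = 0.00886) and -0.16 in RA (adjusted p = 0.414), and were higher in NR than in RA by a median of 0.71 (adjusted p = 0.000738). For the 9 genes of Cluster 4 (*Nhp2*, *Snd1*, *Rtcb*, *Mov10*, *Eif2b5*, *Calr*, *Gna12*, *Cdh1* and *Sox9*), the median was -0.37 in RA (adjusted p = 7.79e-06), -0.40 in NRRA (adjusted p = 0.000944) and -0.17 in NR (adjusted p = 0.806), and NR lay above RA by 0.36 (adjusted p = 0.0046). In the complete-linkage clustering, all 6 Cluster 3 genes fell in the cluster that was lowest in RA and highest in NR. Of the genes of Cluster 1 and of Cluster 4, 6 of 9 each fell in the same cluster, the one highest in Veh and lowest in NRRA. Ward linkage placed 8 of the 9 Cluster 1 genes in a cluster of 3674 genes and 7 of the 9 Cluster 4 genes in another, of 5189 genes. The paper took the examples of every cluster from these samples, so their list tests are not independent evidence.

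Lists for related processes were tested against Veh in the same way. The 20 genes of oxidative phosphorylation had a median of -0.22 in NR (adjusted p = 0.00189), -0.22 in NRRA (adjusted p = 0.012) and -0.098 in RA (adjusted p = 0.286). Glycolysis, with 17 genes, fell by 0.42 in NR (adjusted p = 6.7e-07), by 0.80 in NRRA (adjusted p = 8.05e-12) and by 0.29 in RA (adjusted p = 1.18e-05). The 21 interferon response genes rose by 0.88 in NR (adjusted p = 1.38e-24) and 0.91 in NRRA (adjusted p = 1.01e-13), with -0.18 in RA (adjusted p = 0.0571). For 20 genes of ribosome biogenesis, the median was -0.38 in RA (adjusted p = 2.34e-08), -0.54 in NRRA (adjusted p = 4.8e-08) and -0.23 in NR (adjusted p = 0.00527). The interferon list shares *Ifitm3* with Cluster 3.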

Consistently, nonparametric and unsupervised gene set variation analysis (GSVA) and hallmark gene set analysis revealed stronger positive correlations of meiosis-related pathways (male meiotic nuclear division, chromosome organization in meiotic cell cycle, and synaptonemal structure) and gametogenesis-related (spermatogenesis) in genes upregulated by NRRA than those upregulated by RA (Fig. 1f, g, Supplementary Fig. 5) (Supplementary Data 3). These data together suggest that nutrient restriction in combination with RA induces meiotic gene program and *Spo11*-dependent meiotic DSB formation in vitro. 

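The GO and hallmark gene sets were not used here, and lists of the meiosis genes were tested in their place. The meiosis genes had a median log2 fold change against Veh of 0.31 in NRRA (camera, adjusted p = 1.04e-05), 0.18 in RA (adjusted p = 1e-06) and 0.13 in NR (adjusted p = 0.299). The 13 genes of the synaptonemal complex and the meiotic chromosome axis (*Sycp1*, *Sycp2*, *Sycp3*, *Syce1*, *Syce2*, *Syce3*, *Tex12*, *Hormad1*, *Hormad2*, *Stag3*, *Smc1b*, *Rec8* and *Rad21l*) had a median of 0.79 in NRRA (adjusted p = 1.21e-06), 0.53 in RA (adjusted p = 3.06e-07) and 0.32 in NR (adjusted p = 0.0257). For 25 genes of meiotic recombination, the median was 0.35 in NRRA (adjusted p = 0.0132), 0.11 in RA (adjusted p = 0.0407) and 0.067 in NR (adjusted p = 0.674). NRRA and RA were also compared directly. The axis genes were higher in NRRA than in RA by a median of 0.28 (adjusted p = 0.0407), while the meiosis genes (0.15, adjusted p = 0.102) and the recombination genes (0.22, adjusted p = 0.133) did not reach an adjusted p of 0.05 with camera. With fry, all 3 lists were higher in NRRA than in RA (adjusted p = 0.00516, 0.00144 and 0.000385 in the same order). In NR vs Veh, fry gave an adjusted p of 0.0132 for the meiosis genes and 0.0337 for the recombination genes. The genes of these lists were taken from Supplementary Data 4, which the paper chose on these samples.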

Importantly, this culture condition does not require gonadal somatic cell support.

To examine whether the effect of NRRA in inducing meiotic gene program in other genetic background, we established SSC culture using testes from neonatal CD1 inbred mice. RNA-seq show that cultured cells in CD1 background exhibited comparable transcriptomic changes including activation of essential meiotic genes, such as *Dmc1* and *Sycp3*, in response to NRRA treatment (Supplementary Fig. 6). These data suggest that the effect of NRRA in inducing meiotic gene program does not depend on a specific genetic background.

To delineate the role of nutrient restriction in activating meiotic gene program, we assembled a set of 193 meiosis genes by combining two collections of genes that were previously found to be associated with mammalian early meiosis during mouse^2^ and human^29^ spermatogenesis (Supplementary Fig. 7). In addition, we also included *Gm4969*, which encodes MEIOSIN, a recently identified transcriptional cofactor for STRA8 required for meiotic prophase program^17^. 

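*Gm4969* (ENSMUSG00000085601) lies on chromosome 7 of GRCm38 from 19099046 to 19118368, on the minus strand, and no exon of another gene overlaps its exons. Its expression was 1.04 ± 0.142 CPM (SD, n = 2) in Veh, 3.36 ± 0.351 in RA, 3.12 ± 0.319 in NR and 10.6 ± 1.09 in NRRA. Against Veh, the log2 fold change was 1.70 in RA (SE 0.238, edgeR adjusted p = 1.86e-06), 1.59 in NR (SE 0.243, adjusted p = 6.09e-06) and 3.34 in NRRA (SE 0.188, adjusted p = 2.77e-14). NRRA was higher than RA by 1.64 (SE 0.138, adjusted p = 1.84e-10).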

UHC divided 165 differentially expressed genes (DEGs) among these 194 genes into five major clusters (Fig. 1h, Supplementary Data 4). 

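All 165 genes of Supplementary Data 4 passed the expression filter. A test of any difference among the 4 conditions gave an adjusted p under 0.05 for 147 of them (edgeR's quasi-likelihood test), and 33 were called at a fold change of at least 2 in at least 1 of the 6 pairwise comparisons. Without the fold threshold, 151 had an adjusted p under 0.05 in at least 1 comparison. Supplementary Data 4 places 73, 28, 28, 19 and 17 genes in its 5 clusters. Against Veh, the median log2 fold change of the 73 genes of Cluster 1 was 0.47 in RA, 0.11 in NR and 0.76 in NRRA. Cluster 2 had medians of -0.01 in RA, 0.21 in NR and 0.26 in NRRA, and Cluster 3 had 0.35, 0.30 and 0.25 in the same order. Cluster 4 was lower than Veh in each, with -0.15, -0.32 and -0.26, and Cluster 5 had -0.29 in RA, 0.20 in NR and -0.12 in NRRA.

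The 18 genes that Fig. 1h names as upregulated by RA and NRRA had a median log2 fold change against Veh of 0.81 in RA (camera, adjusted p = 3.22e-24), 0.024 in NR (adjusted p = 0.425) and 1.11 in NRRA (adjusted p = 3.37e-12). The 13 genes of the upper group named as NRRA-upregulated (*Pparg*, *Fhl4*, *Poln*, *Tex101*, *Fbxo47*, *Sycp2*, *Pramel1*, *Hormad2*, *Spo11*, *4930447C04Rik*, *Cyld*, *Usp32* and *Tex12*) had medians of 0.42 in RA (adjusted p = 0.0187), 0.32 in NR (adjusted p = 0.137, or 0.00471 with fry) and 0.28 in NRRA (adjusted p = 0.226, or 0.00439 with fry). Their response to RA was smaller under nutrient restriction, with a median interaction of -0.40 (adjusted p = 0.00117). For the 9 genes named as downregulated (*Asf1b*, *Fzr1*, *Psmc3ip*, *Rad54l*, *Cdc25b*, *Plk1*, *Ereg*, *Mnd1* and *Rbpms2*), the median was -0.61 in NR (adjusted p = 3.6e-06), -0.21 in NRRA (adjusted p = 0.00426) and -0.074 in RA (adjusted p = 0.291). Fig. 1h groups its genes by their course in these samples, so these list tests are not independent evidence.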

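*Rad21l* (ENSMUSG00000074704, chromosome 2 of GRCm38 from 151645404 to 151668533), a meiotic cohesin gene, had 6.81 ± 0.46 CPM (SD, n = 2) in Veh, 5.33 ± 1.19 in RA, 8.01 ± 0.00967 in NR and 7.04 ± 0.246 in NRRA. Its log2 fold change against Veh was 0.23 in NR (SE 0.137, edgeR adjusted p = 0.176), -0.32 in RA (SE 0.146, adjusted p = 0.0801) and 0.048 in NRRA (SE 0.135, adjusted p = 0.783), so no difference from Veh reached an adjusted p of 0.05. After the trend with GC content and gene length was removed, a step chosen after the values were seen, *Rad21l* was lower than Veh in RA (-0.61) and its sign in NRRA changed (-0.27). Without Veh replicate 1, its NRRA value was -0.01. Its RA value was -0.14 without RA replicate 1 and -0.60 without RA replicate 2. *Zfp541* (ENSMUSG00000078796, chromosome 7 from 16061814 to 16096334) had 2.67 ± 0.204 CPM in Veh, 2.76 ± 0.658 in RA, 3.80 ± 0.264 in NR and 5.22 ± 0.753 in NRRA. It rose by a log2 fold change of 0.52 in NR (SE 0.2, adjusted p = 0.0383) and 0.96 in NRRA (SE 0.183, adjusted p = 6.2e-05), while RA gave 0.087 (SE 0.211, adjusted p = 0.774), or -0.22 without RA replicate 2. NRRA was higher than NR by 0.45 (SE 0.163, adjusted p = 0.0286). With DESeq2, the adjusted p of *Zfp541* was 0.186 in NR vs Veh and 0.236 in NRRA vs NR.

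The genes *Sycp1*, *Sycp3*, *Mei1*, *Msh5* and *Stag3* were compared in all 4 conditions. *Sycp3* (chromosome 10 from 88459569 to 88473236) had 9.90 ± 1.25 CPM in Veh, 19.6 ± 1.99 in RA, 19.7 ± 0.244 in NR and 35.9 ± 0.156 in NRRA, with log2 fold changes of 1.00 in RA (SE 0.1, adjusted p = 7.73e-09), 0.99 in NR (SE 0.1, adjusted p = 6.51e-09) and 1.86 in NRRA (SE 0.0905, adjusted p = 1.35e-15). *Chpt1*, on the opposite strand, covers 52.2% of the exon bases of *Sycp3* and changed in the same direction (0.88 in NRRA), so part of the *Sycp3* counts can come from it. *Mei1* (chromosome 15 from 82069996 to 82126814) rose from 3.89 ± 0.104 CPM in Veh to 6.68 ± 0.135 in RA, 5.20 ± 0.601 in NR and 12.8 ± 1.44 in NRRA, log2 fold changes of 0.78 (SE 0.153, adjusted p = 0.000162), 0.43 (SE 0.16, adjusted p = 0.0317, or 0.142 with DESeq2) and 1.73 (SE 0.133, adjusted p = 1.79e-11). *Stag3* (chromosome 5 from 138280240 to 138312393) had 151 ± 4.58 CPM in Veh, 218 ± 0.746 in RA, 195 ± 2.74 in NR and 302 ± 1.88 in NRRA, log2 fold changes of 0.53 (SE 0.0432, adjusted p = 1.82e-10), 0.36 (SE 0.0434, adjusted p = 1.16e-07) and 1.00 (SE 0.0426, adjusted p = 8.64e-17). *Sycp1* (chromosome 3 from 102818499 to 102936100) had 60.0 ± 0.646 CPM in Veh, 87.8 ± 19.8 in RA, 75.1 ± 1.64 in NR and 104 ± 5.02 in NRRA, log2 fold changes of 0.56 (SE 0.0872, adjusted p = 8.08e-06), 0.32 (SE 0.0885, adjusted p = 0.00394) and 0.79 (SE 0.0853, adjusted p = 9.94e-09). With DESeq2, the adjusted p of *Sycp1* in NR was 0.142, and without the trend with GC content and gene length its value was 0.08 in RA and -0.08 in NR. *Msh5* (chromosome 17 from 35028605 to 35046745) differed from Veh (5.21 ± 0.00735 CPM) only in NRRA (6.61 ± 0.505 CPM), by 0.35 (SE 0.146, adjusted p = 0.0434, or 0.267 with DESeq2), with 0.087 in RA (SE 0.155, adjusted p = 0.688) and 0.11 in NR (SE 0.155, adjusted p = 0.599). The RA value of *Msh5* was -0.02 without RA replicate 1, and its NR value was -0.08 without NR replicate 2.

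NRRA was higher than RA for *Sycp3* by 0.86 (SE 0.0769, adjusted p = 5.9e-10), *Mei1* by 0.95 (SE 0.114, adjusted p = 1.25e-07), *Stag3* by 0.47 (SE 0.0413, adjusted p = 4.51e-10) and *Sycp1* by 0.23 (SE 0.0805, adjusted p = 0.0239, or 0.363 with DESeq2), and did not differ for *Msh5* (0.26, SE 0.138, adjusted p = 0.142). The value of *Sycp1* was 0.031 without RA replicate 1 and 0.49 without RA replicate 2, and 0.067 (adjusted p = 0.306) after removal of a trend with GC content and gene length, a step chosen after the values were seen. Over all alternatives its adjusted p ran from under 0.0001 (no filter on counts) to 0.363, and with at least 10 counts in every library it was 0.0505. The interaction was -0.13 for *Sycp3* (SE 0.128, adjusted p = 0.567), 0.52 for *Mei1* (SE 0.2, adjusted p = 0.0904), 0.10 for *Stag3* (SE 0.0598, adjusted p = 0.288), -0.094 for *Sycp1* (SE 0.12, adjusted p = 0.682) and 0.15 for *Msh5* (SE 0.208, adjusted p = 0.72), so on the log scale no interaction of these 5 genes reached an adjusted p of 0.05. The sign of the interaction changed for *Msh5* without NR replicate 1 (-0.05) and for *Sycp1* without RA replicate 2 (0.17). That of *Stag3* ran from 0.031 (without Veh replicate 1) to 0.11 (without NRRA replicate 2). That of *Sycp3* ran from -0.31 (without Veh replicate 2) to -0.015 (without RA replicate 2). As a list, the 5 genes had a median log2 fold change of 0.56 in RA (camera, adjusted p = 0.00293), 0.36 in NR (adjusted p = 0.0856) and 1.00 in NRRA (adjusted p = 0.000237), with a median interaction of 0.10 (adjusted p = 0.636).

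*Dmc1* (chromosome 15 from 79561497 to 79605109) had 7.83 ± 0.497 CPM in Veh, 14.2 ± 2.06 in RA, 9.20 ± 0.2 in NR and 20.2 ± 1.05 in NRRA, log2 fold changes of 0.88 (SE 0.115, adjusted p = 6.34e-07), 0.24 (SE 0.125, adjusted p = 0.133) and 1.37 (SE 0.107, adjusted p = 2.34e-11). *Smc1b* (chromosome 15 from 85064689 to 85131964) had 73.4 ± 1.03 CPM in Veh, 117 ± 12.2 in RA, 105 ± 0.613 in NR and 176 ± 5.51 in NRRA, log2 fold changes of 0.67 (SE 0.0587, adjusted p = 5.93e-10), 0.52 (SE 0.0592, adjusted p = 5.16e-08) and 1.26 (SE 0.0572, adjusted p = 2.85e-16). *Hormad1* (chromosome 3 from 95559677 to 95587671) had 7.97 ± 1.04 CPM in Veh, 12.0 ± 2.57 in RA, 9.31 ± 0.151 in NR and 15.8 ± 1.41 in NRRA, log2 fold changes of 0.62 (SE 0.134, adjusted p = 0.000452), 0.23 (SE 0.141, adjusted p = 0.201) and 0.99 (SE 0.126, adjusted p = 1.64e-07). Without the trend with GC content and gene length, its value was 0.15 in RA and -0.14 in NR. *Ugt8a* (chromosome 3 from 125865271 to 125938619) had 6.16 ± 0.868 CPM in Veh, 14.6 ± 0.888 in RA, 4.88 ± 0.354 in NR and 14.7 ± 1.12 in NRRA, log2 fold changes of 1.25 (SE 0.12, adjusted p = 3.42e-09), -0.33 (SE 0.147, adjusted p = 0.0742, or -0.57 and 0.000904 without that trend) and 1.25 (SE 0.117, adjusted p = 7.29e-10). NRRA was higher than RA for *Dmc1* by 0.49 (SE 0.0916, adjusted p = 9.56e-05), *Smc1b* by 0.59 (SE 0.0539, adjusted p = 9.27e-10) and *Hormad1* by 0.37 (SE 0.111, adjusted p = 0.00899, or 0.0875 with DESeq2). The value of *Hormad1* was 0.19 without RA replicate 1 and 0.63 without RA replicate 2. *Ugt8a* did not differ between NRRA and RA (0.00072, SE 0.0956, adjusted p = 0.996), and its value was -0.05 without RA replicate 1 and -0.08 without NRRA replicate 2. Together with *Stag3* and *Gm4969*, these genes had a median log2 fold change of 0.78 in RA (camera, adjusted p = 1.77e-05), 0.30 in NR (adjusted p = 0.133) and 1.26 in NRRA (adjusted p = 3.6e-06), and were higher in NRRA than in RA by a median of 0.48 (adjusted p = 0.0117).

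Over the 10 genes *Sycp1*, *Sycp3*, *Mei1*, *Msh5*, *Stag3*, *Dmc1*, *Smc1b*, *Ugt8a*, *Hormad1* and *Gm4969*, 0 had a positive interaction with an adjusted p under 0.05 and 1 had one with an unadjusted p under 0.05. Synergy can also be set on the linear scale, as CPM in NRRA above the sum of the changes in RA and NR, which was chosen after the values were seen. On that scale 6 of the 10 genes exceeded the sum by more than the combined SD of the 4 conditions, by 6.52 CPM for *Sycp3* (SD 2.37), 4.86 for *Mei1* (SD 1.57), 40.3 for *Stag3* (SD 5.71), 4.60 for *Dmc1* (SD 2.38), 27.7 for *Smc1b* (SD 13.4) and 5.13 for *Gm4969* (SD 1.20). The paper named the 10 genes for their course in these samples, so their increases are not independent evidence.

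**Figure D2:**
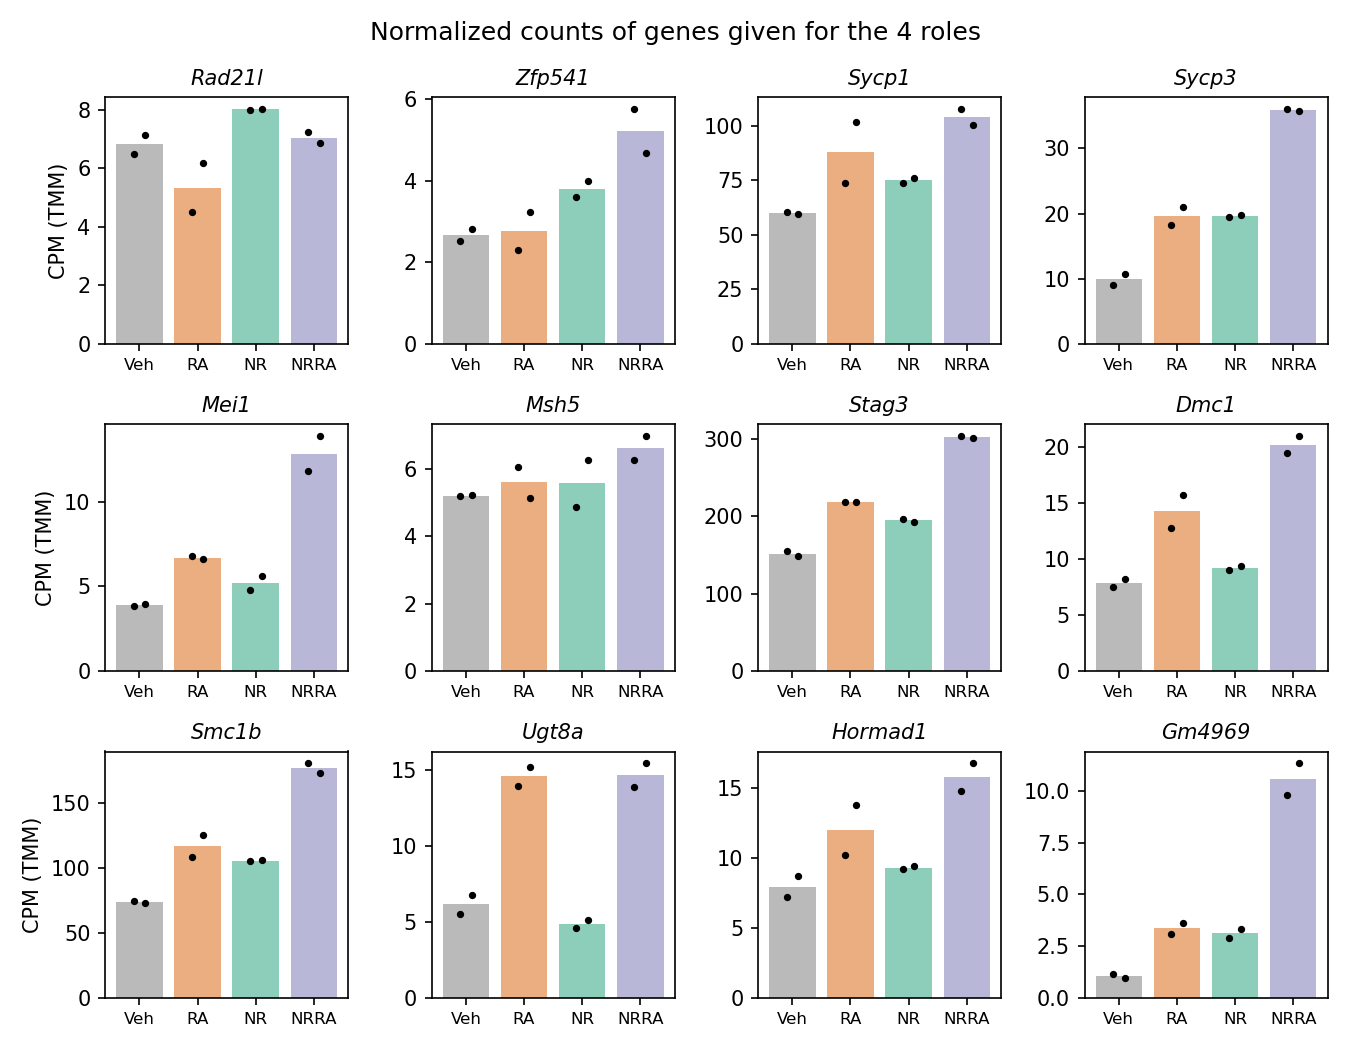
Expression of 12 meiotic genes in CPM after TMM normalization (vertical axis, linear and from 0) in Veh, RA, NR and NRRA (horizontal axis), with 1 panel per gene, bars for the mean of the 2 libraries and points for the libraries. *Stag3*, *Smc1b*, *Sycp3* and *Mei1* are higher in NRRA than in each other condition, *Ugt8a* is at the same level in RA (14.6 CPM) and NRRA (14.7 CPM), and *Rad21l* is between 5.33 and 8.01 CPM throughout.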

Nutrient restriction appears to play four roles on the expression of key meiotic genes by: (1) inducing a subset of meiotic gene expression that was not regulated by RA, such as *Rad21l*; (2) initiating the activation of a subset of meiotic genes, which was further enhanced by RA, such as *Zfp541*; (3) synergizing with RA to induce the activation of a subset of meiosis gene expressions, such as *Sycp1, Sycp3*, *Mei1*, *Msh5*, and *Stag3*; and (4) augmenting the expression of a subset of meiotic genes induced by RA, such as *Dmc1*, *Smc1b*, *Ugt8a*, *Stag3*, *Hormad1*, and *Gm4969*. Notably, many meiotic genes whose expressions are STRA8-dependent in vivo require nutrient restriction for activation in vitro (Fig. 1h) (ref. ^2^). Together, these data suggest crucial roles of nutrient restriction by itself or by synergizing with RA in inducing meiotic gene program; in the absence of nutrient restriction, RA alone is not sufficient (see the effect of in vivo RA treatment on meiotic gene expression in neonatal testes in Supplementary Fig. 8) (ref. ^30^).

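Fig. 1h marks 9 of the genes named above as STRA8-dependent (*Mei1*, *Msh5*, *Smc1b*, *Stag3*, *Sycp1*, *Sycp3*, *Ugt8a*, *Dmc1* and *Hormad1*). As a list, they had a median log2 fold change against Veh of 0.68 in RA (camera, adjusted p = 7.79e-06), 0.32 in NR (adjusted p = 0.0809) and 1.25 in NRRA (adjusted p = 1.08e-06). They were higher in NRRA than in RA by a median of 0.47 (adjusted p = 0.00793) and higher than in NR by 0.76 (adjusted p = 3.06e-07). The interaction, which tests whether RA acted more strongly under nutrient restriction on the log scale, had a median of 0.14 (adjusted p = 0.32). RA without nutrient restriction raised 8 of the 9 genes at an adjusted p under 0.05, all but *Msh5*. After removal of a trend with GC content and gene length, a step chosen after the values were seen, it was 6 of the 9, without *Sycp1* (0.079, adjusted p = 0.284) and *Hormad1* (0.15, adjusted p = 0.31). Without RA replicate 2, *Sycp1* was at 0.30 and *Hormad1* at 0.36 in RA.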

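Of the meiosis genes, 17 were called higher and 0 lower in RA than in Veh, with 27 lower at an unadjusted p under 0.05. NR called 6 higher and 3 lower, and NRRA called 28 higher and 2 lower (edgeR's quasi-likelihood test, adjusted p under 0.05 and at least 2-fold). Adjusted over the list alone, these numbers did not change, though the paper chose the list on these samples and this is not independent evidence. Compared with NR, NRRA had 16 of the genes higher and 1 lower, and compared with RA it had 1 higher and 3 lower. NR had 2 of them higher than RA and 14 lower. Without the fold threshold, 65 genes were higher and 18 lower in NRRA than in RA. The interaction was positive for 1 and negative for 3 of the genes, or for 23 and 14 without the fold threshold. Its median over the list was 0.057. After the trend with GC content and gene length was removed, a step chosen after the values were seen, the median log2 fold change of the list was 0.114 in RA, 0.0533 in NR and 0.197 in NRRA. Leaving out each library in turn gave medians from 0.293 to 0.37 in NRRA and from 0.19 to 0.27 in RA, where the highest value came without Veh replicate 2. From these expression patterns, the paper proposes that nutrient restriction, by itself or together with RA, induces the meiotic gene program, and that RA alone does not suffice. For RA alone it also cites published data on neonatal testes treated with RA. Its staining of DNA breaks and of SYCP1 and SYCP3 in cultures, not analysed here, is separate evidence.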

### scRNA-sequencing analysis of NRRA-induced meiotic initiation and progression in vitro

To examine NRRA-induced meiotic initiation at the single-cell resolution and its potential to support meiotic progression, we first treated SSC culture with NRRA for 2 days to induce meiotic initiation, followed by a medium that is supposed to promote meiotic progression (referred to as “meiotic progression” medium; Supplementary Table 1) for an additional 1 day (a total of 3-day treatment) or 2 days (a total of 4-day treatment) (Fig. 2a). This “meiotic progression” medium is formulated by omitting GDNF and FGF2, cytokines that maintain stem cell renewal, from the complete SSC medium to allow for spermatogonial differentiation. To support meiotic progression, we included melatonin (10^−7^ M), follicle-stimulating hormone (FSH) (200 ng/ml), transforming growth factor (TGF)-β (10 ng/ml), bovine pituitary extract (BPE) (50 ng/ml), and dihydrotestosterone (DHT) (10^−6^ M). SSC culture treated with complete SSC medium was used as a control (Fig. 2a). Single-cell RNA-sequencing (scRNA-seq) was then performed using the 10× Genomics platform.

**Fig. 2:**
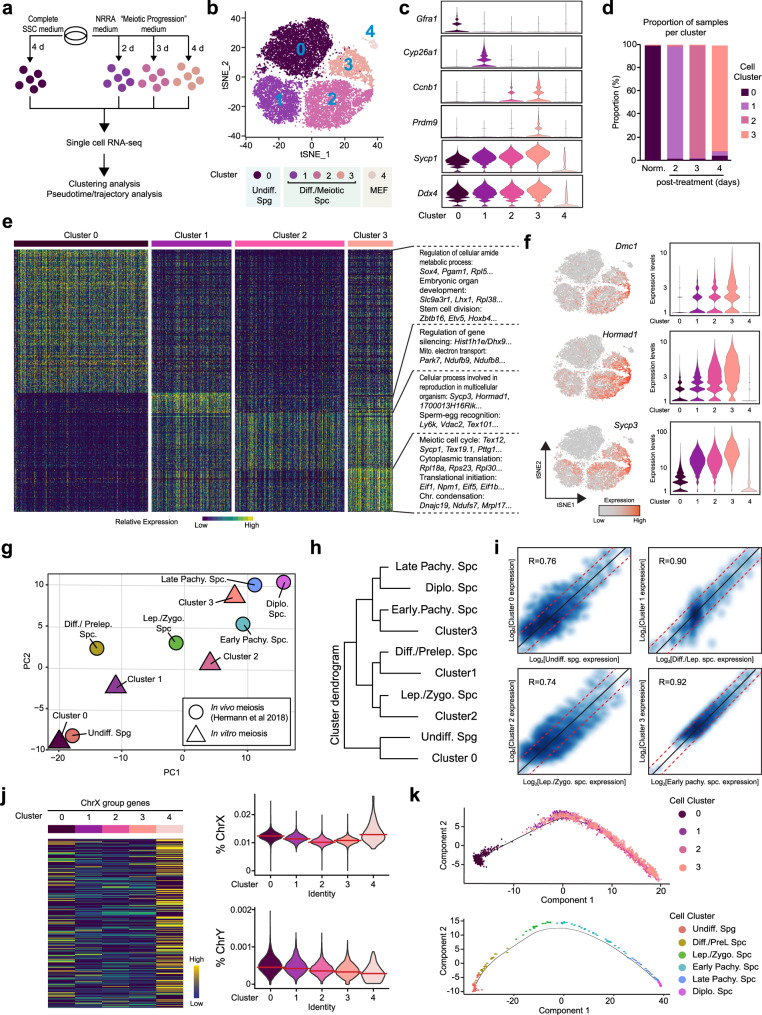
scRNA-seq analysis of SSC culture during NRRA-induced meiotic initiation and progression. **a** Workflow of scRNA-seq experiment. Number of cells collected: 6884 (0 day), 6936 (2 day), 6200 (3 day), and 5587 (4 day). **b** A *t*-distributed Stochastic Neighbor Embedding (tSNE) plot for analyzed cells. Cluster 0–3 were germ cells and Cluster 4 was somatic cells. Number of cells selected for analysis: Cluster 0 (6487 cells), Cluster 1 (5286 cells), Cluster 2 (3860 cells), Cluster 3 (2170 cells), and Cluster 4 (285 cells). **c** Violin plots showing the expression level of representative genes in each cluster. **d** A bar plot showing the proportion of the different cell clusters at different time points. **e** A heatmap showing the expression of marker genes and GO functions in each cluster. **f** Gene expression patterns of indicated genes on tSNE plots and violin plots. Expression levels are calculated by UMI counts. **g** PCA analysis showing the relationship between single-cell clusters from NRRA-treated culture in vitro (*n* = 4 clusters) and early mouse spermatogenesis in vivo (*n* = 6 clusters) based on the transcriptional profiles of commonly expressed genes (*n* = 7803 genes). **h** Hierarchical clustering showing the relationship between single-cell clusters from NRRA-treated culture in vitro and early mouse spermatogenesis in vivo. “NR/RA-upregulated” indicates genes that were upregulated by NR or RA. “NRRA-upregulated” indicates that were upregulated by NRRA (not upregulated by NR or RA alone). **i** Scatter plots comparing marker genes expression profile between in vitro clusters and in vivo clusters. **j** (Left) Heatmap of sex chromosome genes in Clusters 0–3. (Right) Violin plots showing percentage of X and Y chromosome genes profiles in Clusters 0–3. The median is shown by a red line. **k** Scatter plots showing cells along the projected pseudo-time in Cluster 0–3 (upper) and in indicated clusters from early mouse spermatogenesis in vivo (lower).

A total of 25,607 cells were sequenced from these samples. Using stringent quality control, 18,088 cells were selected for further analysis (Supplementary Fig. 9). All of the cells were pooled to perform clustering analysis, which revealed four major cell clusters based on their distinct gene expression patterns (Fig. 2b). These four clusters were subsequently annotated by using known marker genes (Fig. 2c, Supplementary Fig. 10). Cluster 0 appears to be undifferentiated spermatogonia (e.g., *Gfra1*, *Etv5*). Clusters 1, 2, and 3 appear to be differentiating spermatogonia/pre- and meiotic spermatocytes at progressively advanced meiotic stages with upregulated expression of spermatogonial differentiation (e.g., *Ccnb1*, *Cyp26a1*, *Sohlh1*) and meiotic genes (e.g., *Sycp1*, *Prdm9*). Cluster 4 appears to be mostly somatic feeder cells (mouse embryonic fibroblast or MEF) due to the presence of fibroblast marker gene expression (*s100a4*) and absence of germ cell marker gene (*Ddx4*) expression. Progressive upregulation of meiotic genes and downregulation of undifferentiated spermatogonia genes on each time points were confirmed by qRT-PCR analysis (Supplementary Fig. 11).

Analysis of the distribution of the different cell clusters at each time point demonstrate a dramatic transition of cell populations based on their transcriptomic features (Fig. 2d). Analysis of GO functional terms for DEGs revealed rapid changes in their cellular processes (Fig. 2e, Supplementary Data 5). Cluster 0 is enriched in genes involved in regulation of cellular amide metabolic process (e.g., *Sox4*), stem cell division (e.g., *Zbtb16*, *Etv5*), etc (Supplementary Fig. 12a). Cluster 1 is enriched in genes involved in the regulation of gene silencing (e.g., *Hist1h1e*), mitochondrial electron transport, NADH-ubiquinone (e.g., *Park7*), retinoic acid and metabolic process/response (e.g., *Stra8*), etc (Supplementary Fig. 12b). Cluster 2 is enriched in genes involved in reproduction in multicellular organisms (e.g., *Sycp3*), sperm–egg recognition (e.g., *Ly6k*), etc (Supplementary Fig. 12c). Cluster 3 is enriched in genes for meiotic cell cycle (e.g., *Prdm9*), cytoplasmic translation (e.g., *Rpl18a*), translation initiation (e.g., *Eif1*), chromosome condensation (e.g., *Dnajc19*), etc (Supplementary Fig. 12d).

Importantly, cells from Cluster 1 to Cluster 3 exhibit a progressive and coordinated upregulation of meiotic genes bearing mouse meiosis-related GO terms, including DNA double-strand break formation, histone variants, meiotic nuclear division, synapsis (Supplementary Fig. 13). Notably, meiotic genes that are fully (*Dmc1*, *Hormad1*, *Mei1*, and *M1ap*) or partially (*Smc1b*, *Stag3*, *Sycp1*, *Sycp2*, *Sycp3*, *Ugt8a*, and *Meioc*) (Fig. 2f, Supplementary Fig. 14) dependent on STRA8 expression displayed progressive upregulation from Cluster 1 to Cluster 3. Since activation of RA signaling with *Stra8* expression is not sufficient to induce their expression in vitro and in vivo (Fig. 1e, Supplementary Fig. 8) (ref. ^30^), these data suggest that nutrient restriction is a critical signal to synergize with RA in activating meiotic genes.

To assess the relationship between NRRA-induced meiotic initiation and progression in vitro with those during in vivo meiosis, we used a scRNA-seq dataset of mouse spermatogenesis (Supplementary Fig. 15) (ref. ^31^). Principal component analysis (PCA) analysis shows that the transcriptional profiles of Clusters 0–3 associate with the stages of meiotic initiation (leptotene, the first stage of meiotic prophase) and progression (zygotene and early pachytene) during in vivo spermatogenesis (Fig. 2g). Subsequently, hclust and differential gene correlation analysis demonstrate independently that cell population in Cluster 0 from in vitro meiosis correlates with undifferentiated spermatogonia during in vivo spermatogenesis, cell population in Cluster 1 with differentiating spermatogonia/preleptotene spermatocytes, cell population in Cluster 2 with leptotene/zygotene spermatocytes, and cell population in Cluster 3 with early pachytene spermatocytes (Fig. 2h, i). A hallmark event that occurs in male germ cells during pachytene stage is meiotic sex chromosome inactivation (ref. ^32^). Similarly, we observed a progressive decline in sex chromosome gene transcription from Cluster 0 to Cluster 3, supporting that cells in Cluster 3 have reached to a pachytene-like stage at the transcriptomic level (Fig. 2j).

Moreover, early meiosis during in vivo spermatogenesis follows a stepwise pattern without lineage branching (Fig. 2k, Supplementary Fig. 15) (ref. ^31^). To examine the transcriptional dynamics of in vitro meiotic initiation and progression, we performed pseudo-time analysis, which shows that the projected timeline recapitulated early meiosis during in vivo spermatogenesis (Fig. 2k, Supplementary Fig. 16). The pseudo-time indicates that Cluster 0 is mainly at the start of the projected timeline trajectory, that Clusters 1, followed by Cluster 2, is positioned in the middle, and that Cluster 3 is at the end. Consistently, expression of genes specific to undifferentiated spermatogonia was located preferentially at the beginning of the trajectory, while expression of genes functionally involved in many essential meiotic programs (e.g., cohesion, DNA DSB formation, chromosome segregation) was located preferentially towards to the end of the trajectory, which further supports the validity of the analysis (Supplementary Figs. 17, 18).

### NRRA induces chromosome synapsis

Chromosomal synapsis and recombination are key events of meiosis prophase I. To examine whether NRRA-induced activation of meiotic gene program supports synaptonemal complex formation, we conducted co-localization staining for cultured cells in dish and their chromosome spreads using SYCP3, a lateral element of synaptonemal complex^26^, and SYCP1, a late component of central element of synaptonemal complex^33^ (Fig. 3a–c). While nuclear accumulation of SYCP3 appeared between day 1 and 2 (preleptotene-like stage) when cultured cells were treated with NRRA medium, intermittent SYCP3 staining began to appear in chromosomal axis from day 3 when cells were switched to the “meiotic progression” medium, suggesting a leptotene-like stage. Between day 3 and 4, SYCP1 foci were detected, suggesting an early zygotene-like stage. Between day 4 and 5, gradual co-localization of SYCP3 and SYCP1 appeared, suggesting a late zygotene-like stage. Between day 5 and 6, extensive co-localization of SYCP3 and SYCP1 were observed, suggesting that cultured cells had reached to an early pachytene-like stage. The kinetics of in vitro meiosis appears to be consistent with in vivo meiosis: first wave of meiosis begins from postnatal day 7 to 8 and pachytene spermatocytes are observed in testes at around postnatal day 15. Together, these suggest that NRRA-induced meiotic initiation supports meiotic progression.

**Fig. 3:**
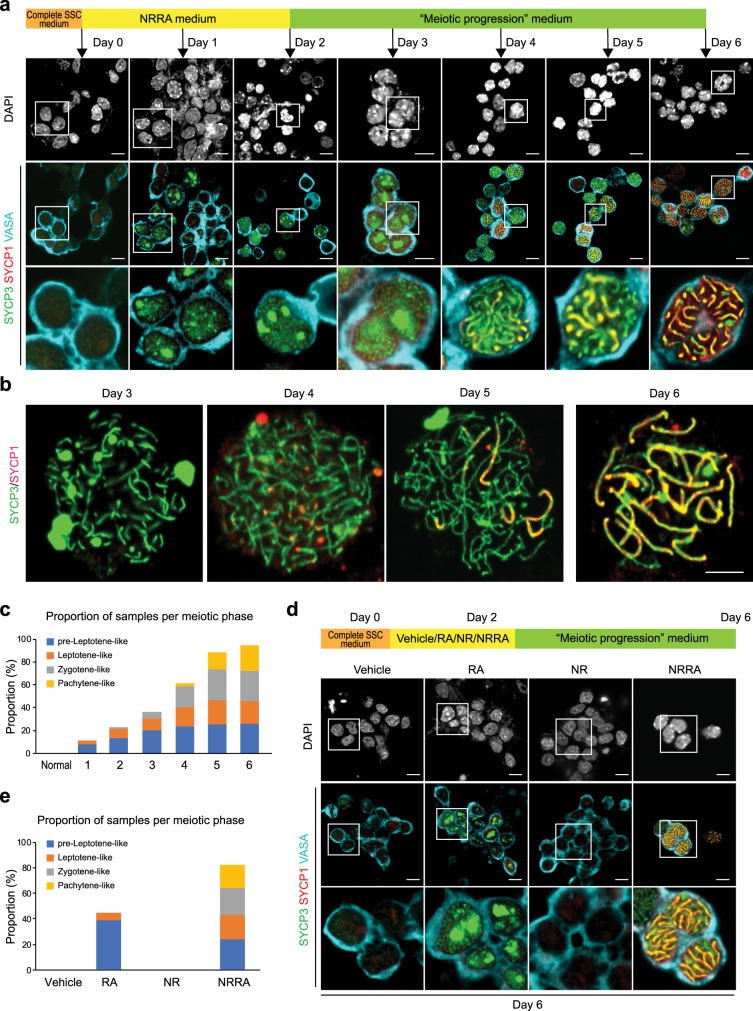
NRRA-induced meiotic initiation supports meiotic progression. **a** DAPI staining and immunostaining for SYCP1 (red), SYCP3 (green), and VASA (cyan) in SSC cultures with indicated treatment. Scale bars, 10 µm. **b** Representative chromosome spreads stained by SYCP1 (red) and SYCP3 (green) from SSC cultures following indicated treatment are shown. **c** Percentages of germ cells at the indicated stages in culture on each day following indicated treatment (*n* = 200 cells). Scale bar, 5 µm. **d** DAPI staining and immunostaining for SYCP1 (red), SYCP3 (green), and VASA (cyan) in SSC cultures with indicated treatment for 2 days, followed by treatment of meiotic progression medium for 4 days. Scale bars, 10 µm. **e** Percentages of germ cells at the indicated stages in culture on each day following indicated treatment (*n* = 200 cells).

To further confirm that nutrient restriction and RA are both required for synaptonemal complex formation, we treated SSC culture with vehicle, RA, nutrient restriction medium, and NRRA medium for 2 days, followed by parallel treatment of “meiotic progression” medium for 4 days (Fig. 3d, e). We found that only cultured cells treated with NRRA reached to early pachytene stage. In contrast, SSC culture that was treated with the “meiotic progression” medium did not exhibit any meiotic signs. Most cultured cells receiving RA treatment alone were arrested at a preleptotene-like stage, in that they did not exhibit SYCP1 staining but only showed nuclear SYCP3 staining without SYCP3 loading onto chromosome axis. These data suggest that the “meiotic progression” medium, which lacks GDNF and FGF2, does not have any effect on meiotic initiation. Moreover, SSC culture treated with nutrient restriction medium alone before being treated with “meiotic progression” medium displayed no SYCP3 nor SYCP1 staining, confirming that nutrient restriction by itself does not induce meiosis. Together, these data are in agreement with our transcriptomic analysis that nutrient restriction and RA are both required for proper activation of meiotic gene program (Fig. 1e–h).

### NRRA-induced meiotic gene program requires ***Stra8***

*Stra8* is a best characterized gatekeeper of meiotic initiation in vertebrates^14^. To examine whether NRRA-induced meiotic initiation meets this genetic requirement, we generated primary spermatogonia culture using *Stra8*-deficient mice. Consistent with the essential role of STRA8 in meiotic DSB formation in vivo^14,34^ (Supplementary Fig. 19), *Stra8*-deficient culture did not exhibit DMC1 foci upon NRRA treatment, suggesting that NRRA-induced in vitro meiotic DSB formation requires *Stra8* (Fig. 4a). Moreover, RNA-seq analysis shows that WT, *Stra8*-deficient, and *Spo11*-deficient cultures exhibited similar transcriptome profiles in normal medium (Fig. 4b). However, upon parallel NRRA treatment to induce meiotic initiation for 2 days, UHC analysis identified that *Stra8*-deficient culture, but not *Spo11*-deficient culture, failed to upregulate a cluster of genes, which is enriched for meiosis-related GO terms, including meiotic cell cycle, meiosis I, synapsis (Fig. 4b, Supplementary Data 6). GSVA analysis shows that STRA8 sits at the foundation of NRRA-induced meiotic gene program in vitro, in that gametogenesis- and meiosis-related pathways were not activated in *Stra8*-deficient culture upon NRRA treatment (Fig. 4c). This is consistent with the essential role of STRA8 in activating gene program of meiotic prophase^2,14,34^, and confirms that lack of meiotic DSBs in *Stra8*-deficient and *Spo11*-deficient cultures resulted from discrete mechanisms. In *Spo11*-deficient culture, despite normal activation of meiotic gene program, meiotic DSBs were not formed due to absence of SPO11 (Fig. 1d), the enzyme directly responsible for this process^4,35^. In *Stra8*-deficient culture, genes with GO term “retinoid acid receptor signaling pathway” was activated, suggesting that the failure *Stra8*-deficient culture to activate meiotic gene program did not result from a lack of RA signaling response (Fig. 4c). Moreover, STRA8-dependent meiotic genes (*Sycp3*, *Mei1*, *Dmc1*, *Stag3*, *Sycp2*) were only upregulated in WT, but not *Stra8*-deficient, culture (Fig. 4d, Supplementary Fig. 20, Supplementary Data 7). And the genes only upregulated in *Stra8*-deficient culture bears no meiosis-related GO terms, which is consistent with the robust meiotic initiation arrest phenotype of *Stra8*-deficient germ cells in vivo^14,34^. Additionally, our system reveals that many genes associated with undifferentiated spermatogonia were not downregulated in *Stra8*-deficient culture (e.g., *Pou5f1*, *Etv5*), which is in line with the role for STRA8 in promoting spermatogonial differentiation^13^ (Fig. 4e, Supplementary Fig. 21, Supplementary Data 7).

**Fig. 4:**
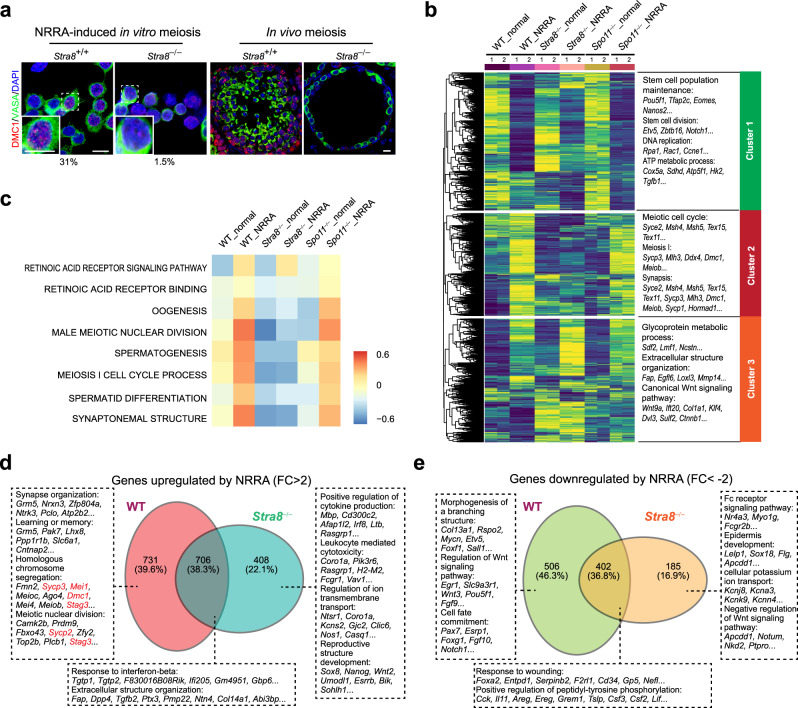
*Stra8* is required for NRRA-induced meiotic gene program. **a** Immunostaining for DMC1 (red), DDX4 (green), and DAPI (blue) in *Stra8*^+/+^ and *Stra8*^−^^/−^ SSC cultures (left panels) and testicular cross sections (right panels). Scale bars, 10 µm. The numbers below the immunofluorescent images indicate the percentage of cells seen with DMC1 staining under different genotypes. **b** (Left) UHC and heatmap of gene expression in SSC cultures with indicated genotypes for 2 days. (Right) Top GO enrichments with representative genes in each cluster. **c** GSVA analysis for indicated genotypes. In the heatmap, rows are defined by the selected gene sets, and columns by consensus scores for each genotype. Group enriched gene sets are highlighted by different color. **d**, **e** Venn plots with top GO enrichments and representative genes for (**d**) NRRA-upregulated and (**e**) NRRA-downregulated genes in *Stra8*^+/+^ and *Stra8*^−/−^ cultures. Data are representative of (**a**) three independent experiments (SSC cultures under NRRA treatment) or mice from each genotype.

### NRRA-induced chromosome synapsis requires ***Stra8*** and ***Spo11***

To examine the genetic requirement for *Stra8* and *Spo11* in synaptonemal complex formation in vitro, we subjected *Stra8*-deficient and *Spo11*-deficient cultures to NRRA treatment for 2 days, followed by the treatment of “meiotic progression” medium for 4 days to induce synapsis formation. *Stra8*-deficient culture exhibited nuclear SYCP3 staining without showing SYCP3 loading onto meiotic chromosomes (Fig. 5a, b). SYCP1 was not detected in *Stra8*-deficient germ cells (Fig. 5a, b). These data suggest that *Stra8* is required for meiotic progression in vitro. These phenotypes are consistent with the phenotype of meiotic initiation arrest of *Stra8*-dificient germ cells in vivo^34,36^. Some germ cells from *Spo11*-dificient culture displayed small areas of SYCP1/SYCP3 co-localization (Fig. 5c, d). However, the typical thread-like co-localization of SYCP1/SYCP3 observed in WT culture was not detected in *Spo11*-dificient culture (Fig. 5c, d), which is consistent with the essential role of Spo11 in synaptonemal complex formation in vivo^4^.

**Fig. 5:**
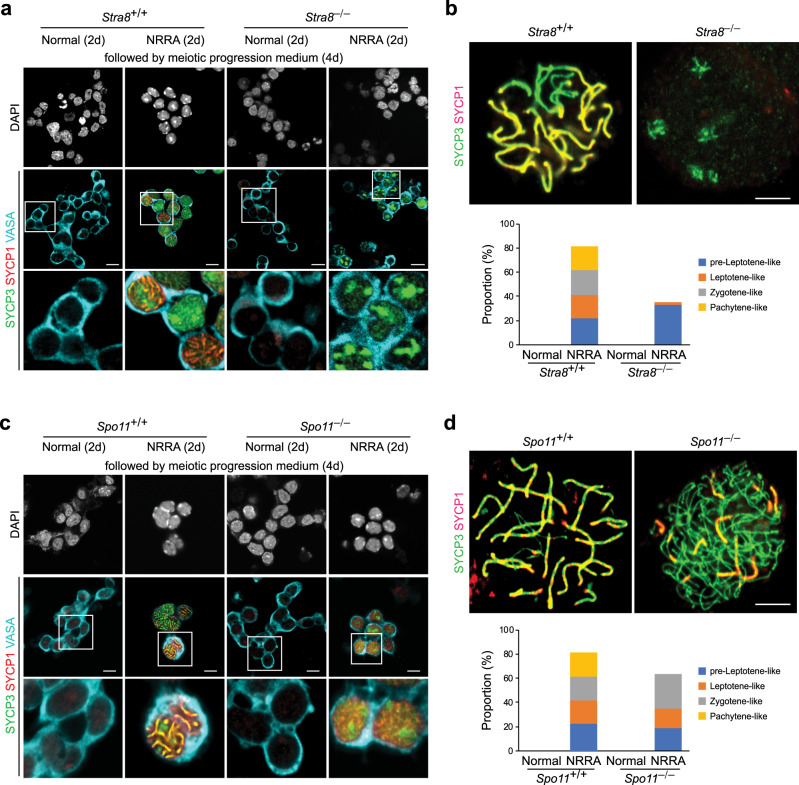
*Stra8* and *Spo11* are required for NRRA-induced meiotic chromosome synapsis. **a** DAPI staining and immunostaining for SYCP1 (red), SYCP3 (green), and VASA (cyan) in *Stra8*^+/+^ and *Stra8*^−/−^ SSC cultures with indicated treatment. Scale bars, 10 µm. **b** Representative chromosome spreads stained by SYCP1 (red) and SYCP3 (green) from *Stra8*^+/+^ and *Stra8*^−/−^ SSC cultures. Percentages of germ cells at the indicated meiotic stages are shown below (*n* = 50 cells). **c** DAPI staining and immunostaining for SYCP1 (red), SYCP3 (green), and VASA (cyan) in *Spo11*^+/+^ and *Spo11*^−/−^ SSC cultures with indicated treatment. Scale bars, 10 µm. **d** Representative chromosome spreads stained by SYCP1 (red) and SYCP3 (green) from *Spo11*^+/+^ and *Spo11*^−/−^ SSC cultures. Percentages of germ cells at the indicated meiotic stages are shown below (*n* = 50 cells).

### NRRA-induced meiotic DSBs

Our results show that *Stra8*-dependent and *Spo11*-dependent meiotic DSBs are induced by NRRA in vitro (Figs. 1d, 4a). To further examine the processing of these meiotic DSBs, our spread analysis shows that, similar to in vivo meiosis, single-strand DNA (ssDNA)-binding proteins, SPATA22 and MEIOB^37,38^, were recruited onto the meiotic chromosomes, suggesting that meiotic DSBs formed in vitro were resected into ssDNA before recruiting meiotic recombinases RAD51 and DMC1 for repair (Fig. 6a). Quantification show that similar numbers of SPATA22, MEIOB, RAD51, and DMC1 foci were detected on meiotic chromosomes per germ cell between in vivo meiosis and in vitro meiosis (Fig. 6b). In addition, histone methyltransferase PRDM9 directs meiotic DSBs to be distributed to recombination hotspots^39,40^. 

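*Prdm9* (ENSMUSG00000051977, chromosome 17 of GRCm38 from 15543079 to 15564354, minus strand) had 2.65 ± 0.67 CPM (SD, n = 2) in Veh, 6.62 ± 0.294 in RA, 2.61 ± 0.493 in NR and 7.39 ± 0.822 in NRRA in the RNA-seq libraries. Its log2 fold change against Veh was 1.32 in RA (SE 0.18, edgeR adjusted p = 1.29e-06) and 1.48 in NRRA (SE 0.172, adjusted p = 3.97e-08). NRRA and RA did not differ (0.16, SE 0.136, adjusted p = 0.383).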

PRDM9 expression is induced by NRRA in cultures at both mRNA (Figs. 1h, 2c) and protein levels (Fig. 6c). Consistently, chromatin immunoprecipitation (ChIP) assay for DMC1-associated ssDNA fragments, a direct method to detect recombination hotspots^41^, revealed that the DSBs formed in vitro upon NRRA treatment were mapped to the strong hotspots of meiotic recombination in vivo (Fig. 6d, e, Supplementary Fig. 22a) (ref. ^42^). Since these recombination hotspots are adjacent to the SPO11 cleavage sites (Supplementary Fig. 22b), this data lends further support that NRRA-induced meiotic DSBs in vitro are produced by SPO11 (Fig. 1d).

**Fig. 6:**
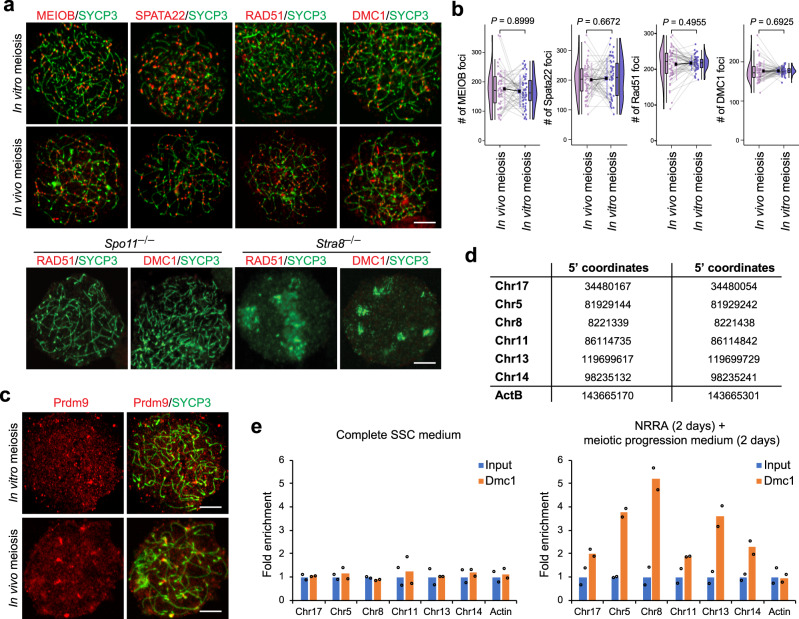
Number and distribution of meiotic DSB formation in vitro. **a** Representative chromosome spreads stained by RAD51, DMC1, MEIOB, SPATA22, and SYCP3 from juvenile mice (day 14 of age) or SSC culture (wild-type: upper panels; *Stra8*- and *Spo11*-deficient: lower panels) following 2 days of NRRA treatment plus 2 days of treatment in meiotic progression medium. Scale bars, 5 µm. **b** Quantification of foci for zygonema stage. Error bars, mean ± SD. Each solid circle indicates the total number of foci from a single nucleus. Total number of cells quantified from three independent cultures are shown on each graph. n.s. not significant. *n* = 50 cells. Data are provided in the Source Data. **c** Immunofluorescence staining for SYCP3 and PRDM9 on chromosome spreads in testicular germ cells from juvenile mice (day 14 of age) or in cells from SSC culture following 2 days of NRRA treatment plus 2 days of treatment in meiotic progression medium. Scale bars, 5 µm. **d** Chromosome coordinates for previously characterized recombination hotspots (Chr17, Chr5, Chr8, Chr11, Chr13, and Chr14) and *β-actin* gene promoter. **e** Enrichment of the DNA corresponding to recombination hotspots by anti‐DMC1 ChIP estimated by qPCR. ChIP was performed from SSC culture following NRRA-induced meiotic initiation and progression. Enrichment of the DNA corresponding to genomic regions on Chr17, Chr5, Chr8, Chr11, Chr13, Chr14, and the *β-actin* gene was estimated by qPCR. *n* = 2 (duplicate PCR reaction). Data are representative of (**c**) three and (**e**) two independent experiments. *P* value by (**b**) student *t* test.

### Nutrient restriction upregulates a set of TF genes not regulated by RA

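In the RNA-seq libraries, 920 genes were called higher in NR than in Veh and not called higher in RA than in Veh, and 172 genes were called higher in both comparisons (edgeR's quasi-likelihood test, adjusted p under 0.05 and at least 2-fold). A gene called in 1 comparison and not in the other is not shown to differ between them, so NR and RA were compared directly, and 665 of the 920 genes were called higher in NR than in RA. The annotation of transcription factors was not used here. Across genes, which are not independent replicates, the log2 fold changes of RA vs Veh and NR vs Veh had a Pearson correlation of 0.221 and the same sign in 63.2% of genes. Both comparisons share the Veh libraries, and counts simulated with no change gave a correlation of 0.528 and the same sign in 67.5%. The simulated libraries differ by noise alone, while the real ones also hold responses to RA and NR. The simulated values therefore do not show whether the 2 responses are more or less alike than unrelated ones.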

To examine the mechanism of nutrient restriction-induced meiotic initiation, we identified that nutrient restriction-upregulated 120 TF genes, whose expression does not require RA (Fig. 7a, b). To identify those potentially involved in regulating the meiotic gene programs, we examined the expression of these genes in the transcriptomic database for mouse spermatogenesis and found that 30 of them are expressed before meiotic prophase (Fig. 7b, c, Supplementary Fig. 23)^31^. Then, we further investigated their correlation with meiotic gene expression in the Genotype-Tissue Expression database (GTEx)^43^. 

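Fig. 7b names *Mga*, *Arid4b*, *Bbx*, *Zfp157*, *Ascl2*, *Bcl11a*, *Pou2f2*, *Pax9*, *Atoh8*, *Sox3* and *Sohlh1*, and all 11 were higher in NR than in Veh at an adjusted p under 0.05 (edgeR). As a list, they had a median log2 fold change of 0.83 in NR (camera, adjusted p = 1.52e-08), 0.79 in NRRA (adjusted p = 0.000408) and 0.23 in RA (adjusted p = 0.56), and were higher in NR than in RA by a median of 0.60 (adjusted p = 1.77e-05). Their median in RA was -0.145 without RA replicate 2. The paper chose these genes in part because nutrient restriction, and not RA, raised them in these samples. Their tests in NR vs Veh and NR vs RA are therefore not independent evidence. *Atoh8* (chromosome 6 from 72206177 to 72235577) had 3.72 ± 0.852 CPM (SD, n = 2) in Veh, 1.5 ± 0.0336 in RA, 16.8 ± 0.106 in NR and 9.80 ± 0.312 in NRRA, log2 fold changes of -1.30 in RA (SE 0.207, adjusted p = 1.21e-05), 2.17 in NR (SE 0.13, adjusted p = 2.02e-13) and 1.40 in NRRA (SE 0.138, adjusted p = 2.01e-09). *Pax9* (chromosome 12 from 56691767 to 56712822) rose by 1.71 in NR (SE 0.154, adjusted p = 7.43e-10) and *Pou2f2* (chromosome 7 from 25087344 to 25179726) by 1.26 (SE 0.104, adjusted p = 1.44e-10). *Mga*, *Arid4b*, *Bbx*, *Zfp157*, *Ascl2* and *Bcl11a* rose by 0.59 to 0.83 in NR, the weakest of them being *Ascl2* (adjusted p = 0.0239, or 0.126 with DESeq2). In NRRA, *Bcl11a* did not differ from Veh (0.31, SE 0.226, adjusted p = 0.254). With 1 library left out, its value ran from 0.050 (without NRRA replicate 1) to 0.59 (without Veh replicate 2). RA without nutrient restriction also raised *Mga* (0.38, adjusted p = 1.85e-06), *Arid4b* (0.50, adjusted p = 7.8e-06), *Bbx* (0.30, adjusted p = 0.000645) and *Zfp157* (0.40, adjusted p = 0.00102). Once the trend with GC content and gene length was removed, a step chosen after the values were seen, these 4 values were 0.03, 0.08, 0.04 and 0.14, with adjusted p of 0.199 or more.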

Using *Dmc1*, *Sycp3*, *Hormad1* as three representative meiotic gene, we found that 11 nutrient restriction-upregulated TF genes show strong (Pearson correlation > 0.6) or moderate correlation (Pearson correlation > 0.4) with meiotic gene expression (Fig. 7b, d, Supplementary Fig. 23). We further confirmed that the expression of these 11 TFs in vivo does not require RA (Supplementary Fig. 24)^30^. 

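*Sohlh1* (ENSMUSG00000059625, chromosome 2 of GRCm38 from 25842995 to 25847248) had 24.4 ± 2.07 CPM (SD, n = 2) in Veh, 23.8 ± 2.39 in RA, 51.3 ± 0.538 in NR and 44.3 ± 2.49 in NRRA. Against Veh, its log2 fold change was 1.07 in NR (SE 0.0752, edgeR adjusted p = 5.89e-12), 0.86 in NRRA (SE 0.0747, adjusted p = 2.08e-10) and -0.030 in RA (SE 0.0826, adjusted p = 0.8). The sign of the small RA value depended on the libraries, with 0.09 without Veh replicate 1 and 0.06 without RA replicate 1. *Sox3* (ENSMUSG00000045179, chromosome X from 60891366 to 60893430) had 21.4 ± 2.50 CPM in Veh, 16.4 ± 0.918 in RA, 49.2 ± 0.77 in NR and 44.5 ± 1.5 in NRRA. It rose by 1.20 in NR (SE 0.0747, adjusted p = 4.93e-13) and 1.05 in NRRA (SE 0.074, adjusted p = 2.98e-12), and RA gave -0.39 (SE 0.0869, adjusted p = 0.00062), or -0.24 without Veh replicate 1.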

Notably, these 11 TFs include Sohlh1 and Sox3, two characterized TFs implicated in early meiosis and spermatogenesis. Sohlh1 is basic helix-loop-helix (bHLH) TF, whose deletion results in many tubules lacking meiotic spermatocytes^44^. Recently, Sohlh1 is shown to regulate meiotic gene expression (*Sycp1*, *Sycp3*) by directly binding to their proximal promoters^45^. Sox3 is expressed exclusively in spermatogonia committed to differentiation^46^, and loss of Sox3 impairs early meiosis, including a downregulation of *Sycp3* expression in young adult testes^47^. Thus, these data suggest that nutrient restriction induces a distinct network of TFs to complement RA signaling in the meiotic gene activation (Fig. 8).

**Fig. 7:**
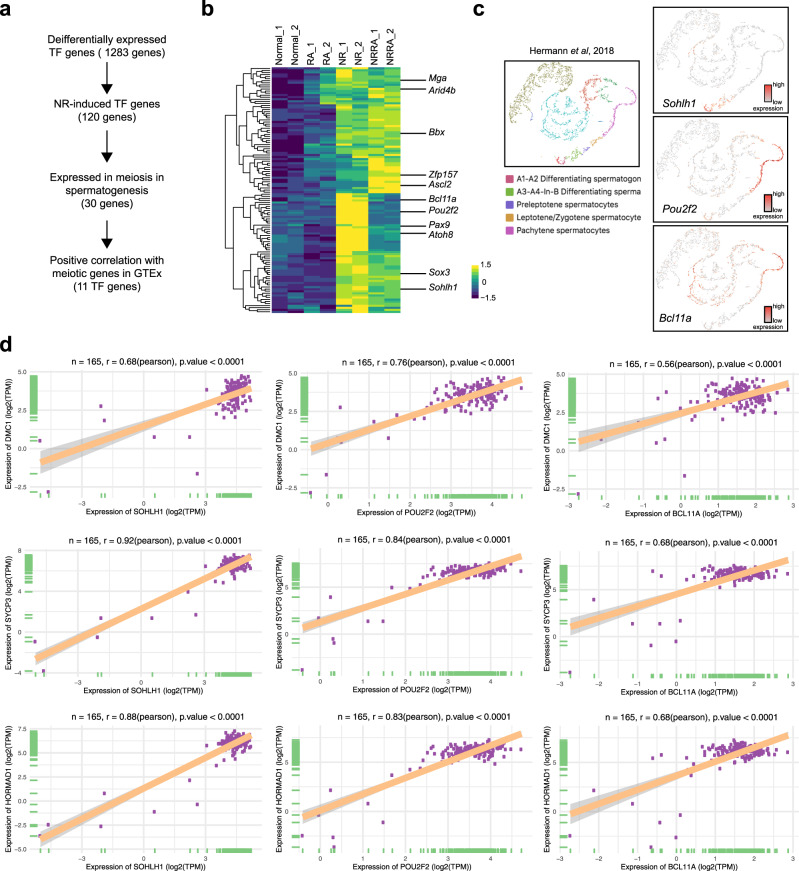
Nutrient restriction induces a network of TF genes involved in early meiosis. **a** A workflow showing filters to identify genes of interest. **b** Heatmap of 120 TF genes upregulated by nutrient restriction. 11 identified TF genes involved in early meiosis are shown on the right. **c** Gene expression patterns of 3 representative TF genes during early spermatogenesis from a published scRNA-seq database^31^. **d** GTEx database showing correlation of representative TF genes (*Sohlh1*, *Pou2f2*, and *Bcl11a*) with selected meiotic genes in 165 testis samples. The linear regression curve is demonstrated. 95% confidence interval (shaded area) is shown in each panel. The range of confidence interval is provided in the Source Data. Two tailed *t*-statistic *P* value and coefficient (*R*) of Pearson’s correlation is shown on the top.

**Fig. 8:**
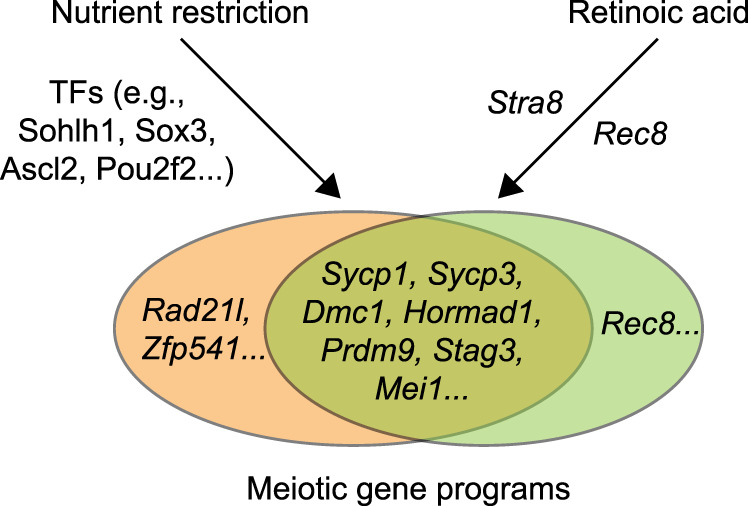
Schematics of nutrient restriction in combination with retinoic acid in inducing meiotic gene programs. Nutrient restriction alone is sufficient to activate a class of meiotic genes that do not require retinoic acid (e.g., *Rad21l*). Retinoic acid alone is sufficient to activate *Rec8*, an essential component of cohesion, and *Stra8*. Nutrient restriction and retinoic acid synergistically induce key meiotic genes for chromosome synapsis and recombination.

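Fig. 1h names 6 genes as NR-upregulated (*Rsph1*, *Rad21l*, *Top3a*, *Tsc22d3*, *Gpr19* and *Espl1*). Their median log2 fold change in the RNA-seq libraries was 0.20 in NR vs Veh (camera, adjusted p = 0.451, or 0.00929 with fry), -0.30 in RA vs Veh (adjusted p = 0.165, or 0.00214 with fry) and -0.030 in NRRA vs Veh (adjusted p = 0.777). NR was higher than RA by a median of 0.47 (adjusted p = 0.101, or 0.000536 with fry). The 13 genes named as upregulated by NR and NRRA (*Spata5*, *Ecsit*, *Hsf2bp*, *Zfp541*, *Adarb1*, *Phka2*, *Ccnb3*, *Tex15*, *Ddb2*, *Zcwpw1*, *Dennd4a*, *Slc25a31* and *Dmrtc2*) had medians of 0.23 in NR (adjusted p = 0.0138), 0.43 in NRRA (adjusted p = 0.0083) and 0.065 in RA (adjusted p = 0.414). In NRRA they were higher than in RA by a median of 0.38 (adjusted p = 0.00609) and than in NR by 0.15 (adjusted p = 0.291, or 0.00198 with fry). Both groups were formed by the paper on these samples, so these list tests are not independent evidence.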

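*Rec8* (ENSMUSG00000002324, chromosome 14 of GRCm38 from 55618037 to 55625395) had 7.29 ± 1.39 CPM (SD, n = 2) in Veh, 77.7 ± 0.442 in RA, 10.3 ± 2.72 in NR and 76.3 ± 0.342 in NRRA. RA raised it by a log2 fold change of 3.41 (SE 0.104, edgeR adjusted p = 4.2e-19) and NRRA by 3.38 (SE 0.104, adjusted p = 6.34e-20). NR gave 0.51 (SE 0.142, adjusted p = 0.00422, or 0.109 with DESeq2), with 0.76 without NR replicate 1 and 0.21 without NR replicate 2. *Stra8* (ENSMUSG00000029848, chromosome 6 from 34920163 to 34939344) had 1.32 ± 0.263 CPM in Veh, 642 ± 15.1 in RA, 14.4 ± 0.167 in NR and 937 ± 28.5 in NRRA. Its log2 fold change was 8.92 in RA (SE 0.0812, adjusted p = 8.09e-31), 3.44 in NR (SE 0.135, adjusted p = 2.55e-17) and 9.47 in NRRA (SE 0.0799, adjusted p = 1.25e-31). The log2 response to RA was smaller under nutrient restriction for *Stra8*, with an interaction of -2.90 (SE 0.148, adjusted p = 1.76e-13). The interaction of *Rec8* was -0.54 (SE 0.158, adjusted p = 0.0224, or 0.388 with DESeq2), with -0.80 without NR replicate 1 and -0.25 without NR replicate 2.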

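The 16 genes that Fig. 1h names as NRRA-upregulated in its lower group (*Figla*, *Mei1*, *Msh4*, *Msh5*, *Smc1b*, *Stag3*, *Sycp1*, *Sycp3*, *Tex11*, *Tex16*, *Ccdc36*, *Wbp2nl*, *Ccdc155*, *Hfm1*, *Taf9b* and *Taf7l*) had a median log2 fold change against Veh of 0.54 in RA (camera, adjusted p = 2.16e-05), 0.36 in NR (adjusted p = 0.00853) and 0.81 in NRRA (adjusted p = 1.21e-06). In NRRA they were higher than in RA by a median of 0.47 (adjusted p = 0.00508) and higher than in NR by 0.52 (adjusted p = 3.78e-05). Whether the joint effect differed from the product of the single effects was tested with the interaction on the log scale, which had a median of 0.0088 (adjusted p = 0.867). This group too was formed on these samples, so its increase in NRRA is not independent evidence.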

## Discussion

The transition from mitotic to meiotic cell cycle is a defining feature of germ cells. Although the molecular machinery and chromosomal dynamics underlying this process is often conserved from yeasts to mammals, the signal to induce meiosis appears different: nutrient restriction induces meiotic initiation in the yeast system, whereas RA, a chordate morphogen, and its signaling have been the primary focus in mammals. However, a gap of knowledge exists in mammals in that RA signaling is necessary but not sufficient to induce meiotic initiation, suggesting that other signal(s) is required. Here, by using primary spermatogonial culture as a platform, our study establishes a role for nutrient restriction in inducing meiotic initiation in mammalian germ cells, in that nutrient restriction in combination with RA is sufficient to robustly induce meiotic initiation that faithfully recapitulates the transcriptomic, chromosomal, and genetic features of in vivo meiosis. Neither nutrient restriction nor RA alone exhibits this effect. Moreover, we have identified 11 TF genes upregulated by nutrient restriction, but not RA, that are associated with early meiosis. Together, our study suggests a conserved role for nutrient-sensing pathway in inducing meiotic initiation in mammals.

Homologous recombination is the crux of the meiosis. To initiate recombination, hundreds of DNA DSBs (200–300 in mice; ~150 in human) must be deliberatively formed^48^. Directed by PRDM9, these DSBs are distributed in particular regions along the chromosomes in mammals^39,40^. The formation of DSBs, a most dangerous form of DNA damage to somatic cells, at this magnitude is not easy: as an example, while 1 Gy of ionizing irradiation produces merely ~20 DSBs, 2 Gy often causes cell death. In germ cells, the production of DSBs is catalyzed by a meiosis-specific DNA topoisomerase-like enzyme, Spo11, which is conserved from yeasts to mammals. However, the transcriptional regulation of *Spo11* gene is not well understood. Although STRA8 and MEIOSIN have recently been shown to directly bind to the regulatory sequence of *Spo11*, they are not sufficient to activate *Spo11* transcription^17^. Our study demonstrates that NRRA is sufficient to induce Spo11-catalyzed meiotic DSBs in vitro. We show that their numbers and distribution are comparable to those formed during in vivo meiosis. Thus, our study suggests that, like in yeasts, nutrient-sensing pathway is involved in the transcriptional regulation of *Spo11*.

The NRRA condition to induce meiotic DSBs and initiation requires *Stra8* (Fig. 4). Recently, we show that STRA8 acts as a suppressor of autophagy^24^. Thus, the NRRA condition can be viewed as applying metabolic stress to autophagy-deficient cells. Interestingly, a past study in somatic cells have shown that, in response to metabolic stress, autophagy-deficient cells exhibit increased cell sizes and chromosome instability, including profound DNA DSB formation^49^. Thus, this information together suggests a crucial role for the interplay between autophagy and nutrient-sensing pathway in regulating chromosome remodeling and cell fate decision.

The nature of the nutrient restriction condition—that is, restriction of which nutrient type(s) is necessary for meiotic induction—remains to be further defined. In yeasts, nitrogen starvation triggers meiosis. It appears that some yeast factors that respond to nitrogen starvation have become sensitive to amino acid starvation in mammalian cells. For instance, Dhh1 responds to nitrogen starvation in yeasts, while its mammalian homolog, Ddx6, responds to amino acid starvation^50^. Interestingly, past studies that characterized the fluid composition inside seminiferous tubules and showed that it is low in most amino acids compared to blood plasma^51^. Consistently, EBSS used in our nutrient restriction medium applies amino acid starvation to cells. Thus, we speculate that amino acid restriction is a critical nutrient signal for mammalian meiotic initiation.

Nutrient restriction is clearly a metabolic cue. Our scRNA-seq revealed that, while genes involved in the glycolytic pathways were downregulated, genes involved in mitochondrial function pathways were upregulated by NRRA (Supplementary Fig. 25), which mirrors the transition from glycolysis to mitochondrial biogenesis and oxidative phosphorylation during in vivo spermatogonial differentiation^52^. Then, how do germ cells achieve this metabolic switch in vivo? A model has been proposed for the differential microenvironments resided by undifferentiated and differentiating spermatogonia in the testis, which are influenced by the distances to blood supply and oxygen^52^. Moreover, inside seminiferous tubules, the blood–testis barrier (BTB) is a dynamic ultrastructure that restricts paracellular flow of biomolecules or substances to the adluminal compartment of the tubule, thus creating a nutrient-restricted microenvironment in which meiosis takes place^53–55^. BTB establishment by expression of its major components (e.g., Cx43, Claudin-11, and Occludin) commences in mouse testes from ~6 days of age, concomitant with the first wave of meiotic initiation^56–59^. During spermatogenesis, the dynamic assembly and disassembly of the BTB required to transport germ cells accompanies their meiotic initiation^60^. Functionally, BTB component is required for meiotic initiation, as genetic deletion of Cx43, a gap junction protein, results in meiotic initiation arrest, including that in the first wave of spermatogenesis, and, intriguingly, a downregulation of the early meiosis-associated TF genes that we show whose expression requires nutrient restriction but not RA (*Ascl2*, *Pou2f2*, *Sohlh1*, and *Sox3*) (ref. ^56,61–63^). Although there are genetic mouse models in which impairment of BTB integrity appears not to affect meiotic initiation (reviewed in ref. ^64^), it is possible that individual BTB protein components play distinct roles in controlling substance flow across the BTB and that some component(s), e.g., Cx43, may have a specific role in generating the nutrient signal for meiotic initiation. For female meiosis, we speculate that the germ cell nest formed in fetal ovaries (ref. ^65^) may provide a similar nutrient restriction function to induce meiotic initiation in primordial germ cells.

In addition to the development of SSC culture from multiple mammalian species, mounting efforts have been directed to derive stem cells with germline potential from pluripotent stem cell sources, such as embryonic stem cells and induced pluripotent stem cells (reviewed in ref. ^21^). By our study provides a relatively simple and easily reproducible approach, which not only provides a method to induce meiosis but also understand the molecular mechanism underlying meiotic initiation from the perspective of nutrient-sensing pathway.

## Methods

### Animals

All animal experiments were conducted according to the approved protocol by the Institutional Animal Care and Use Committee at the University of Kansas Medical Center in strict accordance with its regulatory and ethical guidelines. All animals were housed in a specified pathogen-free facility with a 12 h light/dark cycle. All animals had access to food and water ad libitum. *Stra8*-deficient mice were obtained from Jackson Laboratory (Jax stock number: 023805). *Spo11*-deficient mice were obtained from Keeney/Jasin lab and are available at Jax (Jax stock number: 019117). CD1 and DBA/2 mice were raised under specific-pathogen-free (SPF) condition.

### Primary culture of mouse spermatogonia (SSC culture)

We generated primary culture of mouse spermatogonia (SSC culture) in both CD1 inbred and C57BL/6XDBA/2 F1 hybrid backgrounds^18^. To establish SSC culture, testes from 6-day-old mouse pups were dissociated by a two-step enzymatic digestion procedure. Briefly, after removal of the tunica albuginea, testes were cut into small pieces and transferred to a 15 ml tube containing 4 ml of collagenase IV solution (1 mg/ml in HBSS). Tissues were incubated in 37 °C water bath for 20 min when tissues are separated. After washing the tubule fragments with 4 ml of HBSS and centrifuging at 300 × *g* for 5 min, the tubule fragments were incubated in 4 ml of 0.05% trypsin-EDTA solution in 37 °C water bath for 5 min. Testicular cells were cultured on 0.1% gelatin-coated plates with complete SSC medium overnight. Then, non-adherent cells (germ cells) were collected, while adherent cells (somatic cells, e.g., Sertoli cells) were discarded (differential plating to enrich stem cells). Collected non-adherent cells (germ cells) were transfer on to MEF feeder cells for expansion and long-term culture. MEFs were purchased from Thermo Fisher (cat# A34180). According to manufacture website, MEF cells are collected from outbred CF1 mice, mitotically arrested by irradiation. For indicated treatments to induce meiotic initiation, 1.0 × 10^6^ cells from SSC culture were plated on 60-mm dishes coated with MEF feeder cells and treated for 48 h. At meiotic initiation, meiotic progression was induced by the “meiotic progression” medium supplemented with melatonin, FSH, TGFβ, BPE, and DHT. Compositions for all media used in this study were summarized in Supplementary Table 1.

### RNA isolation and qPCR

Total RNA was isolated from collected cells using TRIzol™ (Invitrogen,15596018). The RT reaction was carried out with SuperScript II First-Strand Synthesis Kit (Invitrogen,18080-051). qPCR was performed with gene specific primers that were listed in Supplementary Table 2. qPCR with amplified cDNAs was performed using the Power SYBR Green Master Mix (Applied Biosystems) on Applied Biosystems Quant Studio 5.

### Immunofluorescence (IF) analysis

For the IF staining, cultured cells were fixed with 4% paraformaldehyde contained 0.1% Triton X-100 for 10 min at room temperature. Then cells were washed with PBS. Blocking was performed using 5% BSA for 1 h at room temperature. The primary antibodies were added and incubated for overnight at 4 °C. After washed in PBS, the secondary antibodies were added and incubated for 1 h at room temperature. Images were captured using Nikon A1R confocal microscope and were processed using Nikon NIS Elements and Adobe Photoshop.

### Antibodies for immunofluorescence

Primary antibodies used were: DMC1 (Sigma, HPA001232) 1:200 dilution; SYCP3 (Santa Cruz Biotechnology, SC-74569) 1:200 dilution; SPATA22 (Proteintech, 16989-1-AP) 1:100 dilution; MEIOB (Gift from Jeremy P. Wang’s lab) 1:100 dilution; RAD51 (Millipore, PC-130) 1:200 dilution; γH2AX (Millipore, 05-636) 1:800 dilution; DDX4 (Abcam, Ab13840) 1:200 dilution; GFRA1 (R&D, AF560) 1:200 dilution; CDH1 (BD, 610181) 1:200 dilution. Secondary antibodies, donkey anti-mouse, donkey anti-rabbit, or donkey anti-goat antibodies conjugated to AlexaFluor-488, AlexaFluor-546 or AlexaFluor-647, were purchased from Thermo Fisher and used at 1:500 dilution.

### Chromosome spreads

Testis were dissociated after removing the tunica albuginea in 15 mL tubes with 5 mL TIM buffer (104 mM NaCl, 45 mM KCl, 1.2 mM MgSO_4_, 0.6 mM KH_2_PO_4_, 6.0 mM sodium lactate, 1.0 mM sodium pyruvate, and 0.1% glucose) containing 1 mg/ml collagenase IV. Tissue was left shaking for 1 h at room temperature. After incubation, TIM buffer was removed after centrifugation for 5 min at 300 × *g* at room temperature. A 1 ml tip was used to disperse the tissue further by pipetting up and down for 5 min. Single-cell suspension was resuspended in 500 µl TIM. 75 mM sucrose solution was added to tube. 200 µl cell mix was transfer to Superfrost plus glass slides (Fisher Scientific) coated with a thin layer of 1% paraformaldehyde (PFA), and half-dried in a closed slide box for 1 h, then dried with half-open lid for 2 h at room temperature. Slides were washed with 0.4% PhotoFlow (Nikon), air-dried and stored in −80 °C.

### Western blot

Total protein was isolated in RIPA buffer contained with 1 mM PMSF (Sigma) and protease inhibitor cocktail (Sigma P8340). Lysates were removed by centrifugation at 12,000 × *g* for 15 min at 4 °C, and protein concentrations in supernatants were determined (DC protein assay; BioRad). Equal amount of protein from each sample was mixed with LDS sample buffer (Invitrogen) plus sample reducing agent (Invitrogen), and denatured for 10 min at 70 °C. Proteins were resolved in 4–12% Bis-Tris gels (Thermo Fisher) and transferred to PVDF membranes. Blots were probed with antibodies overnight at 4 °C, washed and reacted with secondary antibody. Detection was performed with the Clarity ECL Western Blotting Substrate (BioRad).

### Chromatin immunoprecipitation (ChIP)

Testicular cells or collected cells were dissociated after remove the tunica albuginea and fixed for 10 min in 1% formaldehyde. Followed by quench the tissue with homogenized and washing in the PBS twice. Cells were lysed in 1 ml of the lysis buffer (from EZ-ChIP kit, Millipore,17-371RF) and the chromatin was sheared to ~1000 bp by sonication using a Diagenode pico bioruptor. The sample was pre-cleared with Protein G beads and 10 µl of pre-cleared chromatin was saved and referred to as input. The rest of the chromatin was incubated with DMC1 antibody or preimmune IgG overnight at 4 °C, followed by a 2 h incubation with Protein Agarose G beads. Following washing, the chromatin was eluted from the agarose beads by using 1% SDS, 0.1M NaHCO_3_ (pH 9.0) at 65 °C and crosslinking was reversed at 65 °C overnight. DNA was deproteinized for 2 h at 45 °C and DNA was purified. Enrichment of the characterized hotspots was evaluated by qPCR analysis using previously reported primers (Supplementary Table 2) (ref. ^42^).

### RNA-sequencing (RNA-seq)

The stranded mRNA-Seq was performed using the Illumina NovaSeq 6000 Sequencing System at the University of Kansas Medical Center Genomics Core (Kansas City, KS). Quality control on RNA submissions was completed using the Agilent TapeStation 4200 using the RNA ScreenTape Assay kit (Agilent Technologies 5067–5576). Total RNA (1 µg) was used to initiate the library preparation protocol. The total RNA fraction was processed by oligo dT bead capture of mRNA, fragmentation, reverse transcription (RT) into cDNA, end repair of cDNA, ligation with the appropriate Unique Dual Index (UDI) adaptors, strand selection and library amplification by PCR using the Universal Plus mRNA-seq with NuQuant library preparation kit (Tecan Genomics 0520-A01). Library validation was performed using the D1000 ScreenTape Assay kit (Agilent Technologies 5067–5582) on the Agilent TapeStation 4200. Concentration of each library was determined with the NuQuant module of the library prep kit using a Qubit 4 Fluorometer (Thermo Fisher/Invitrogen), libraries were pooled based on equal molar amounts and the multiplexed pool was quantitated, in triplicate, using the Roche Lightcycler96 with FastStart Essential DNA Green Master (Roche 06402712001) and KAPA Library Quant (Illumina) DNA Standards 1–6 (KAPA Biosystems KK4903). Using the qPCR results, the RNA-Seq library pool was adjusted to 2.125 nM for multiplexed sequencing. Pooled libraries were denatured with 0.2N NaOH (0.04 N final concentration) and neutralized with 400 mM Tris-HCl pH 8.0. A dilution of the pooled libraries to 425 pM is performed in the sample tube, on instrument, followed by onboard clonal clustering of the patterned flow cell using the NovaSeq 6000 S1 Reagent Kit (200 cycle) (Illumina 20012864). A 2 × 101 cycle sequencing profile with dual index reads is completed using the following sequence profile: Read 1—101 cycles × Index Read 1—8 cycles × Index Read 2—8 cycles × Read 2—101 cycles. Following collection, sequence data is converted from.bcl file format to fastq file format using bcl2fastq software and de-multiplexed into individual sequences for data distribution using a secure FTP site or Illumina BaseSpace for further downstream analysis.

### Data analysis of RNA-seq

Bulk RNA-seq data analysis was performed using the R software (version 3.6). DEGs were calculated by DEseq2 (ref. ^66^). The heatmap was generated using the pheatmap. GO analysis of genes were analyzed by clusterProfiler package^67^. GSVA heatmap was generated by R package, GSVA (ref. ^68^).

### Single-cell RNA-seq (scRNA-seq)

Treated cells were digested by collagenase IV for 10 min at room temperature. The digestion was then stopped by media. The cells were pelleted by centrifugation at 300 × *g* for 5 min. And then, supernatant was removed, and the cell pellet was washed with PBS twice. Single cells were obtained by filtering through 40 µm strainers. Cell number was counted using Countess II FL automated cell counter (Invitrogen). The 10× Genomics Single-Cell 3′ Expression library preparation is performed using the 10× Genomics Chromium Controller. The cells prepared from disassociated tissue or tissue culture are validated for viability and cell concentration using the Countess II FL Automated Cell Counter (Life Technologies) targeting ≥75% cell viability. If debris or cell clumping is present in the cell suspension, the preparation is filtered through a FLOWMI Cell Strainer, 40 µm (Thermo Fisher 50-136-7555) to yield a homogenous single-cell suspension. Cell counts are redetermined by using the Countess ll FL and adjusted to ~1000 cells/µl by low speed centrifugation at 4 °C and resuspended in 1× PBS without calcium or magnesium (Thermo Fisher MT21040CV) supplemented with 0.04% BSA to prepare cells for emulsification. The cell emulsification is performed with the 10× Chromium Controller using the Chromium Next GEM Single-Cell 3′ GEM Library & Gel Bead Kit v3.1 (10× Genomics 1000120) and Chromium Next GEM Chip G Single-Cell Kit (10× Genomics 1000127). Well 1 of Chip G is loaded with the RT Master Mix + cell suspension containing ~16,000 cells to target 10,000 emulsified cells at ~65% efficiency of emulsification. Well 2 of Chip G is filled with 50 µl of the Next GEM GEL Beads. Well 3 of Chip G is filled with 45 µl Partitioning Oil. Any unused wells are filled with 50% glycerol at a volume designated for the well number. A gasket is applied to the Chip G and the loading cassette and inserted into the Chromium Controller for GEM creation Using the Chromium Single-Cell G run program. Emulsified GEMs are recovered from each well and transferred to 200 µl strip tubes. The RT reaction to generate 10× barcoded single stranded cDNA, in the single-cell containing GEMs, is performed using an Eppendorf MasterCycler Pro thermal cycler. Post GEM-RT Cleanup is conducted by breaking the GEMS with 10X Recovery Agent to separate the aqueous phase from the Recovery Agent and Partitioning oil. A cleanup of the sscDNA containing aqueous phase is completed using Dynabeads MyOne Silane beads (Life Technologies 37002D). The second strand cDNA amplification is performed using the cDNA Amplification Mix on the Eppendorf MasterCycler Pro. The 3′ gene expression library construction is initiated with fragmentation, end repair and A-tailing of the dscDNA followed by adapter ligation and a sample index PCR using the Illumina compatible indexed adapters in the Chromium i7 Multiplex kit (10× Genomics 120262). Validation of the single-cell library is conducted using the Agilent Tapestation 4200 ScreenTape assay (Agilent 5067-5576). Single-cell library quantification is completed using a Roche LightCycle96 using FastStart Essential Green Master (Roche 06402712001) and KAPA Library Quant (Illumina) DNA Standards (KAPA KK4903). Library concentrations are adjusted to 3 nm and pooled. The library pool is diluted to 1.00 nm for a final clustering concentration of 200pM on a NovaSeq6000. The sequencing was performed using a NovaSeq6000 100 cycle Reagent Kit (Illumina 20012865) with an asymmetrical sequencing profile (read 1—28 cycle: i7 index read—8 cycle: i5 index read—0 cycle: read 2—94 cycles). Bcl2fastq conversion and demultiplexing is performed using the 10X Genomics Cell Ranger and Loupe Browser software suite.

### Analysis of single-cell RNA-seq data

Cell clustering was performed by Seurat (https://satijalab.org/seurat/, R package, v3.1) (ref. ^69^). Seurat object was created first. Then, we discarded low-quality cells, in which less than 200 genes were detected. Genes expressed in less than three cells were filtered out. We also filtered cells that have lower than 2000 genes and that contain mitochondrial genome higher than 10% of mapped reads. We then used LogNormalize, a global-scaling normalization method, which normalized gene expression measurements by the total expression per cell, followed by multiplication of the result by a default scale factor (10,000) and subsequent log-transformation. After filtering and normalization, 18,088 cells were selected for further analysis. Gene expression was calculated by centering expression across all cells in the cohort using the “ScaleData()” function in Seurat. Identification of top 6000 variable genes, PCA (ref. ^70^) (30 significant PCs determined by a scree plot), JackStraw (https://CRAN.R-project.org/package=jackstraw) (ref. ^71^), and SNN-Cliqinspired clustering were performed in Seurat to generate t-distributed stochastic neighbor embedding (t-SNE) visualizations^72^. Cluster definition was performed by specific marker genes and the “FindClusters()” function in Seurat. Clusters 0–3 as germ cells based on germ cell marker gene, *Ddx4*, expression and cells in Cluster 4 as mouse embryonic fibroblast (MEF) based on fibroblast marker gene, *S100a4*, expression. Gene expression analysis for different clusters were performed by using the Monocle (http://cole-trapnell-lab.github.io/monocle-release/, R package, v2.12) under the default settings^73^. For the gene expression analysis, we used a published code from a published study with modifications^74^. Pseudo-time lineage reconstruction was performed by using diffusion map in the Destiny R package on the set of top 6000 variable genes from Seurat analysis^75^. Trajectories were calculated by using the diffusion map results as an input data and using the Slingshot R package^76^. Pheatmap package was used for heatmap plotting and clustering^77^. GO analysis of genes were analyzed by using the ClusterProfiler package.

### Relationship analysis of cell clusters in in vitro meiosis and in vivo meiosis

For in vivo meiosis, we used a published scRNA-seq dataset on mouse spermatogenesis^31^. To analyze the relationship between the cell clusters identified by scRNA-seq during in vitro meiosis with the cell clusters during in vivo meiosis, we used a method from a published study with modifications^78^. Briefly, we calculated the mean expressions of genes in each cell cluster as “pseudo-bulks” by using Monocle2. Next, “ComBat” function from the R/Bioconductor sva package was applied to regress-out the technical effect^79^. Then, the first two PCs of the corrected expression were calculated by using the “prcomp” R function. The plot for PCA analysis was generated by ggplot2^80^.

### Statistical analysis

All experiments were replicated at least three times independently. Different mice, tissues or cells were used during each experimental replicate. Quantitative data from the experimental replicates were pooled and are presented as the mean ± SEM or mean ± SD as indicated in the figure legend. Compiled data were analyzed by Student’s *t* test and two-way ANOVA test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. FastQ files of RNA-seq and single-cell RNA-seq are available on Gene Expression Omnibus (GEO) database under accession code GSE153300. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Handel MA, Schimenti JC (2010). Genetics of mammalian meiosis: regulation, dynamics and impact on fertility. Nat. Rev. Genet.

[2] Soh YQ (2015). A gene regulatory program for meiotic prophase in the fetal ovary. PLoS Genet.

[3] Keeney S, Giroux CN, Kleckner N, Meiosis-specific DNA (1997). double-strand breaks are catalyzed by Spo11, a member of a widely conserved protein family. Cell.

[4] Romanienko PJ, Camerini-Otero RD (2000). The mouse Spo11 gene is required for meiotic chromosome synapsis. Mol. Cell.

[5] Pittman DL (1998). Meiotic prophase arrest with failure of chromosome synapsis in mice deficient for Dmc1, a germline-specific RecA homolog. Mol. Cell.

[6] Yoshida K (1998). The mouse RecA-like gene Dmc1 is required for homologous chromosome synapsis during meiosis. Mol. Cell.

[7] Hollingsworth NM, Byers B (1989). HOP1: a yeast meiotic pairing gene. Genetics.

[8] Wojtasz L (2009). Mouse HORMAD1 and HORMAD2, two conserved meiotic chromosomal proteins, are depleted from synapsed chromosome axes with the help of TRIP13 AAA-ATPase. PLoS Genet.

[9] Kassir Y, Granot D, Simchen G (1988). IME1, a positive regulator gene of meiosis in S. cerevisiae. Cell.

[10] Smith HE, Su SS, Neigeborn L, Driscoll SE, Mitchell AP (1990). Role of IME1 expression in regulation of meiosis in Saccharomyces cerevisiae. Mol. Cell Biol..

[11] Bowles J, Koopman P (2007). Retinoic acid, meiosis and germ cell fate in mammals. Development (Camb., Engl.).

[12] Bowles J (2006). Retinoid signaling determines germ cell fate in mice. Science.

[13] Endo T (2015). Periodic retinoic acid-STRA8 signaling intersects with periodic germ-cell competencies to regulate spermatogenesis. Proc. Natl Acad. Sci. U.S.A.

[14] Baltus AE (2006). In germ cells of mouse embryonic ovaries, the decision to enter meiosis precedes premeiotic DNA replication. Nat. Genet.

[15] Koubova J (2006). Retinoic acid regulates sex-specific timing of meiotic initiation in mice. Proc. Natl Acad. Sci. U.S.A..

[16] Kojima, M.L., de Rooij, D.G. & Page, D.C. Amplification of a broad transcriptional program by a common factor triggers the meiotic cell cycle in mice. *Elife***8**, e43738 (2019).10.7554/eLife.43738PMC639249830810530

[17] Ishiguro KI (2020). MEIOSIN directs the switch from mitosis to meiosis in mammalian germ cells. Dev. Cell.

[18] Kanatsu-Shinohara M (2003). Long-term proliferation in culture and germline transmission of mouse male germline stem cells. Biol. Reprod..

[19] Ryu BY, Kubota H, Avarbock MR, Brinster RL (2005). Conservation of spermatogonial stem cell self-renewal signaling between mouse and rat. Proc. Natl Acad. Sci. U.S.A..

[20] Kanatsu-Shinohara M (2008). Long-term culture of male germline stem cells from hamster testes. Biol. Reprod..

[21] Nagamatsu G, Hayashi K (2017). Stem cells, in vitro gametogenesis and male fertility. Reproduction.

[22] Sato T (2011). In vitro production of fertile sperm from murine spermatogonial stem cell lines. Nat. Commun..

[23] Handel MA, Eppig JJ, Schimenti JC (2014). Applying “gold standards” to in-vitro-derived germ cells. Cell.

[24] Ferder IC (2019). Meiotic gatekeeper STRA8 suppresses autophagy by repressing Nr1d1 expression during spermatogenesis in mice. PLoS Genet..

[25] Efeyan A, Comb WC, Sabatini DM (2015). Nutrient-sensing mechanisms and pathways. Nature.

[26] Yuan L (2000). The murine SCP3 gene is required for synaptonemal complex assembly, chromosome synapsis, and male fertility. Mol. Cell.

[27] Buaas FW (2004). Plzf is required in adult male germ cells for stem cell self-renewal. Nat. Genet.

[28] Costoya JA (2004). Essential role of Plzf in maintenance of spermatogonial stem cells. Nat. Genet..

[29] Guo J (2017). Chromatin and single-cell RNA-seq profiling reveal dynamic signaling and metabolic transitions during human spermatogonial stem cell development. Cell Stem Cell.

[30] Velte, E. K. et al. Differential RA responsiveness directs formation of functionally distinct spermatogonial populations at the initiation of spermatogenesis in the mouse. *Development***146**, dev173088 (2019).10.1242/dev.173088PMC660234131023878

[31] Hermann BP (2018). The mammalian spermatogenesis single-cell transcriptome, from spermatogonial stem cells to spermatids. Cell Rep..

[32] Turner JM (2007). Meiotic sex chromosome inactivation. Development.

[33] Meuwissen RL (1992). A coiled-coil related protein specific for synapsed regions of meiotic prophase chromosomes. EMBO J..

[34] Anderson EL (2008). Stra8 and its inducer, retinoic acid, regulate meiotic initiation in both spermatogenesis and oogenesis in mice. Proc. Natl Acad. Sci. U.S.A..

[35] Baudat F, Manova K, Yuen JP, Jasin M, Keeney S (2000). Chromosome synapsis defects and sexually dimorphic meiotic progression in mice lacking Spo11. Mol. Cell.

[36] Mark M (2008). STRA8-deficient spermatocytes initiate, but fail to complete, meiosis and undergo premature chromosome condensation. J. Cell Sci..

[37] La Salle S (2012). Spata22, a novel vertebrate-specific gene, is required for meiotic progress in mouse germ cells. Biol. Reprod..

[38] Luo M (2013). MEIOB exhibits single-stranded DNA-binding and exonuclease activities and is essential for meiotic recombination. Nat. Commun..

[39] Baudat F (2010). PRDM9 is a major determinant of meiotic recombination hotspots in humans and mice. Science.

[40] Parvanov ED, Petkov PM, Paigen K (2010). Prdm9 controls activation of mammalian recombination hotspots. Science.

[41] Khil PP, Smagulova F, Brick KM, Camerini-Otero RD, Petukhova GV (2012). Sensitive mapping of recombination hotspots using sequencing-based detection of ssDNA. Genome Res..

[42] Smagulova F (2011). Genome-wide analysis reveals novel molecular features of mouse recombination hotspots. Nature.

[43] Consortium GT (2013). The genotype-tissue expression (GTEx) project. Nat. Genet.

[44] Ballow D, Meistrich ML, Matzuk M, Rajkovic A (2006). Sohlh1 is essential for spermatogonial differentiation. Dev. Biol..

[45] Li Y (2019). Sohlh1 is required for synaptonemal complex formation by transcriptionally regulating meiotic genes during spermatogenesis in mice. Mol. Reprod. Dev..

[46] McAninch D (2020). SOX3 promotes generation of committed spermatogonia in postnatal mouse testes. Sci. Rep..

[47] Raverot G, Weiss J, Park SY, Hurley L, Jameson JL (2005). Sox3 expression in undifferentiated spermatogonia is required for the progression of spermatogenesis. Dev. Biol..

[48] Kauppi L, Jasin M, Keeney S (2013). How much is enough? Control of DNA double-strand break numbers in mouse meiosis. Cell Cycle.

[49] Mathew R (2007). Autophagy suppresses tumor progression by limiting chromosomal instability. Genes Dev..

[50] Liu X (2019). Dhh1 promotes autophagy-related protein translation during nitrogen starvation. PLoS Biol..

[51] Waites GM, Gladwell RT (1982). Physiological significance of fluid secretion in the testis and blood-testis barrier. Physiol. Rev..

[52] Lord T, Nixon B (2020). Metabolic changes accompanying spermatogonial stem cell differentiation. Dev. Cell.

[53] Yan HH, Mruk DD, Lee WM, Cheng CY (2008). Blood-testis barrier dynamics are regulated by testosterone and cytokines via their differential effects on the kinetics of protein endocytosis and recycling in Sertoli cells. FASEB J..

[54] Meng J, Holdcraft RW, Shima JE, Griswold MD, Braun RE (2005). Androgens regulate the permeability of the blood-testis barrier. Proc. Natl Acad. Sci. U.S.A..

[55] Li N, Tang EI, Cheng CY (2016). Regulation of blood-testis barrier by actin binding proteins and protein kinases. Reproduction.

[56] Hilbold, E. et al. Loss of Cx43 in murine sertoli cells leads to altered prepubertal sertoli cell maturation and impairment of the mitosis-meiosis switch. *Cells***9**, 676 (2020).10.3390/cells9030676PMC714067232164318

[57] Shima JE, McLean DJ, McCarrey JR, Griswold MD (2004). The murine testicular transcriptome: characterizing gene expression in the testis during the progression of spermatogenesis. Biol. Reprod..

[58] Hellani A (2000). Developmental and hormonal regulation of the expression of oligodendrocyte-specific protein/claudin 11 in mouse testis. Endocrinology.

[59] Cyr DG (1999). Cellular immunolocalization of occludin during embryonic and postnatal development of the mouse testis and epididymis. Endocrinology.

[60] Smith BE, Braun RE (2012). Germ cell migration across Sertoli cell tight junctions. Science.

[61] Sridharan S (2007). Proliferation of adult sertoli cells following conditional knockout of the Gap junctional protein GJA1 (connexin 43) in mice. Biol. Reprod..

[62] Brehm R (2007). A sertoli cell-specific knockout of connexin43 prevents initiation of spermatogenesis. Am. J. Pathol..

[63] Giese S (2012). Sertoli-cell-specific knockout of connexin 43 leads to multiple alterations in testicular gene expression in prepubertal mice. Dis. Model Mech..

[64] Jiang XH (2014). Blood-testis barrier and spermatogenesis: lessons from genetically-modified mice. Asian J. Androl..

[65] Tingen C, Kim A, Woodruff TK (2009). The primordial pool of follicles and nest breakdown in mammalian ovaries. Mol. Hum. Reprod..

[66] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[67] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[68] Hanzelmann S, Castelo R, Guinney J (2013). GSVA: gene set variation analysis for microarray and RNA-seq data. BMC Bioinform..

[69] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[70] Stacklies W, Redestig H, Scholz M, Walther D, Selbig J (2007). pcaMethods—a bioconductor package providing PCA methods for incomplete data. Bioinformatics.

[71] Jacob, G., Hund, R., Kruegel, C. & Holz, T. Jackstraws: picking command and control connections from bot traffic. *USENIX Security Symposium* (2011).

[72] van der Maaten L, Hinton G (2008). Visualizing data using t-SNE. J. Mach. Learn Res..

[73] Qiu X (2017). Single-cell mRNA quantification and differential analysis with Census. Nat. Methods.

[74] Stevant I (2018). Deciphering cell lineage specification during male sex determination with single-cell rna sequencing. Cell Rep..

[75] Angerer P (2016). destiny: diffusion maps for large-scale single-cell data in R. Bioinformatics.

[76] Street K (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. BMC Genom..

[77] Kolde, R. Package ‘pheatmap’. Bioconductor 1–6 (2012).

[78] Fu X, Wu X, Djekidel MN, Zhang Y (2019). Myc and Dnmt1 impede the pluripotent to totipotent state transition in embryonic stem cells. Nat. Cell Biol..

[79] Leek JT, Johnson WE, Parker HS, Jaffe AE, Storey JD (2012). The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics.

[80] Wickham, H. ggplot2: elegant graphics for data analysis (Use R) p 224 (Springer, 2009).

# Supplementary material for: Nutrient restriction synergizes with retinoic acid to induce mammalian meiotic initiation in vitro
**Source:** Nat Commun. 2021 Mar 19;12:1758. doi: 10.1038/s41467-021-22021-6
**Supplement:** Supplementary file 1 — Supplementary Information

fig. S1

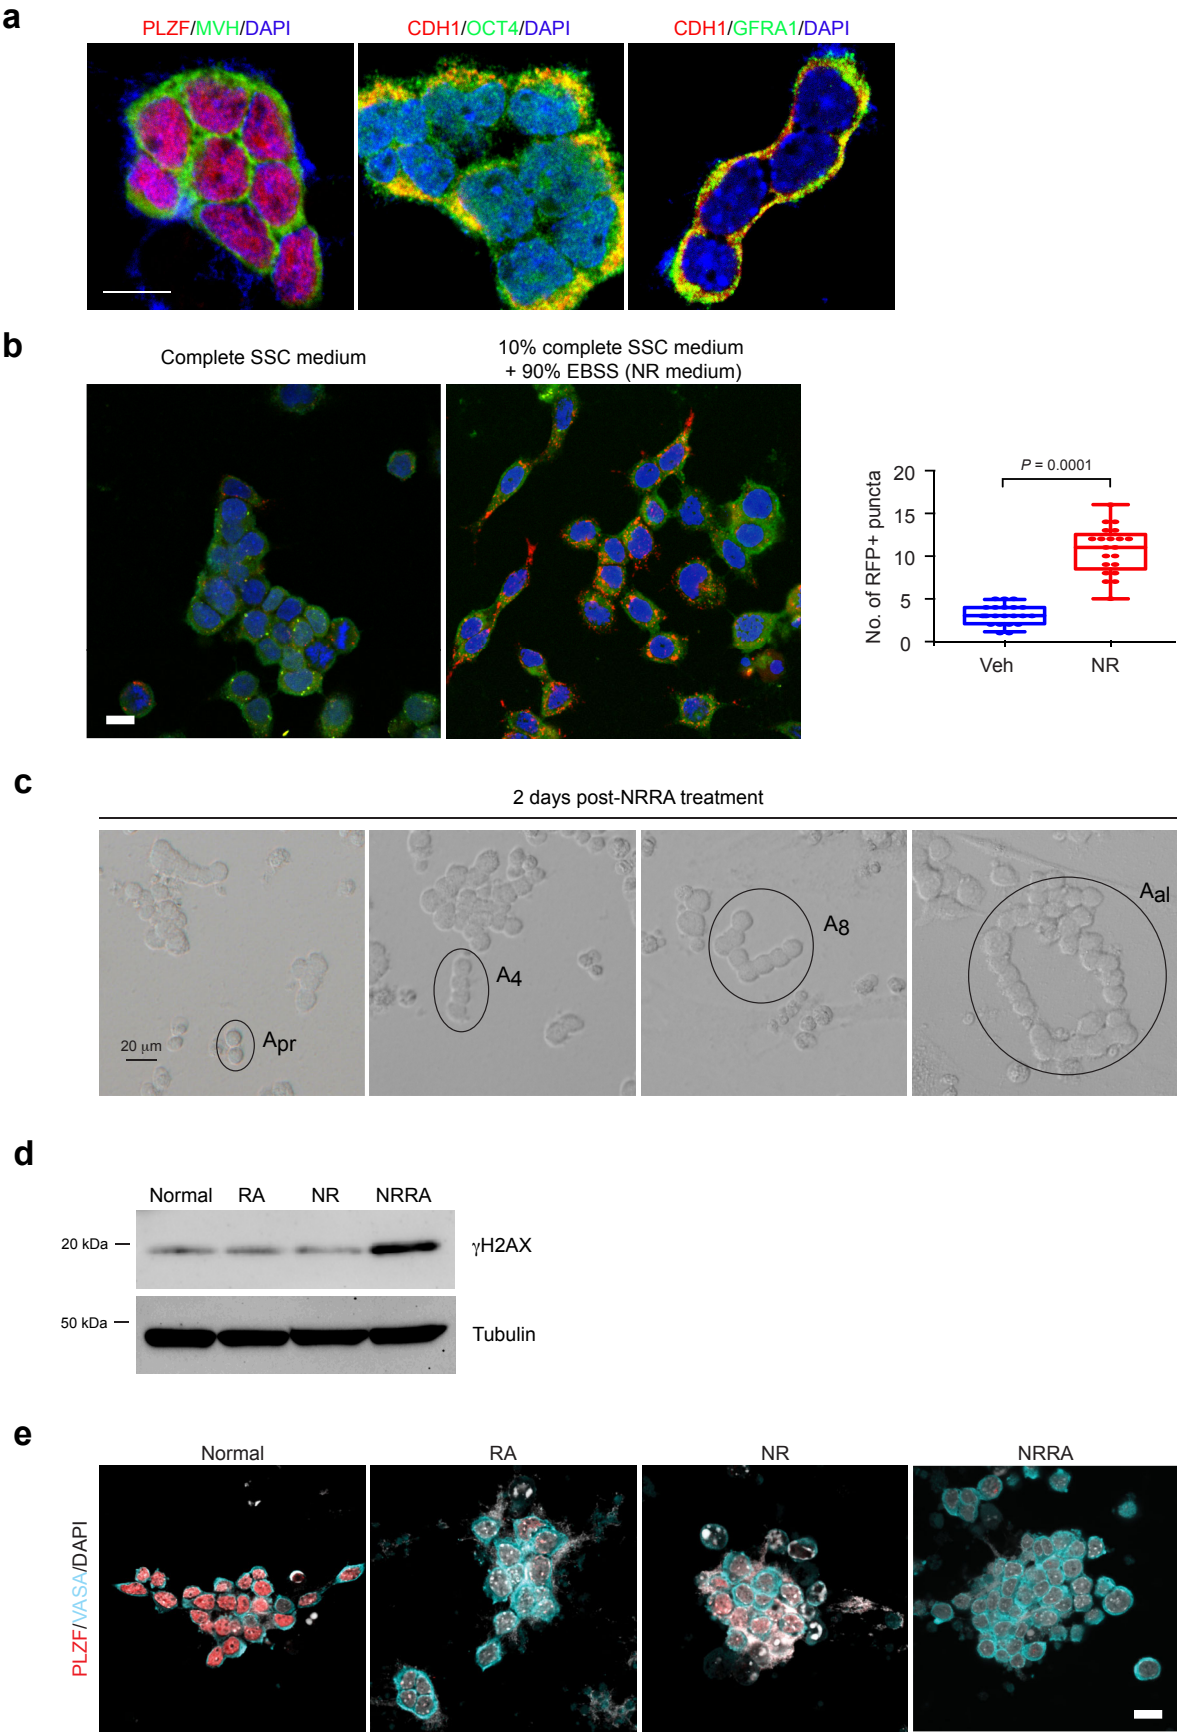

**fig. S1. Primary culture of mouse spermatogonia or SSC culture.**

- a.** Confocal immunofluorescence detection of spermatogonia marker by staining of SSC culture. Scale bar, 10  $\mu\text{m}$ .
- b.** Fluorescent microscopy of merged RFP and GFP signals in SSC culture carrying RFP-GFP-LC3 autophagy reporter. LC3 is a protein associated with autophagosome membrane after processing. In the RFP-GFP-LC3 reporter, LC3 is fused to a green fluorescent protein (GFP) and a red fluorescent protein (RFP). Autophagosomes marked by RFP-GFP-LC3 show both RFP and GFP signals. After fusion with lysosomes, GFP signals are quenched due to acidic conditions, while RFP signals remain stable. Right panel, quantification of RFP-positive puncta indicative of matured autophagosomes upon fusion with lysosomes. Data are provided in the Source Data.  $n = 20$  cells.  $*P < 0.05$ . Scale bar, 10  $\mu\text{m}$ . P-value by student *t*-test.
- c.** Morphology of cells in SSC culture when exposed to NRRA. Appearance of A<sub>pr</sub>, A<sub>4</sub>, A<sub>8</sub> and A<sub>al</sub> spermatogonia, reminiscent of *in vivo* spermatogonial differentiation, were detected after 2 days. Scale bar, 20  $\mu\text{m}$ .
- d.** Cell lysates from SSC culture with indicated treatments for 2 days were subjected to western-blot analysis using  $\gamma\text{H2AX}$  antibody.
- e.** Immunostaining of SSC culture with indicated antibodies combined with DAPI (blue). Scale bar, 10  $\mu\text{m}$ .

Data are representative of (a, c, e) three independent experiments.

fig. S2

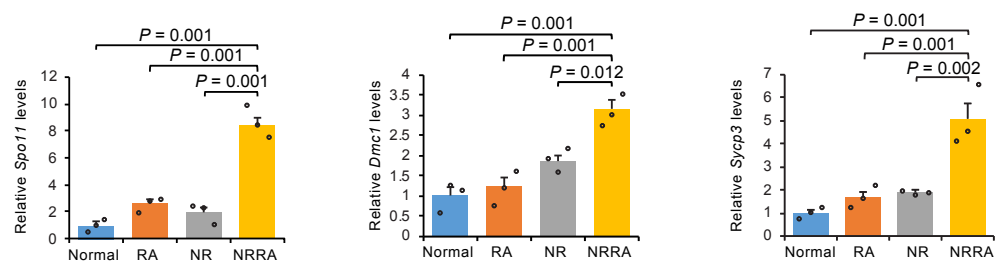

**fig. S2. NRRA induces meiotic gene expression in F9 premeiotic cells.**

qRT-PCR analysis of meiotic genes in F9 cells with indicated treatment normalized to  *$\beta$ -actin*. Data represent mean  $\pm$  SD; n = 3 independent cultures.  $P < 0.05$  (two-way ANOVA test). F9 cells were cultured in DMEM medium with 10% FBS (complete medium). Nutrient restriction was applied to F9 cells by adding 90% of EBSS to the complete medium. Data are representative of three independent experiments.

fig. S3

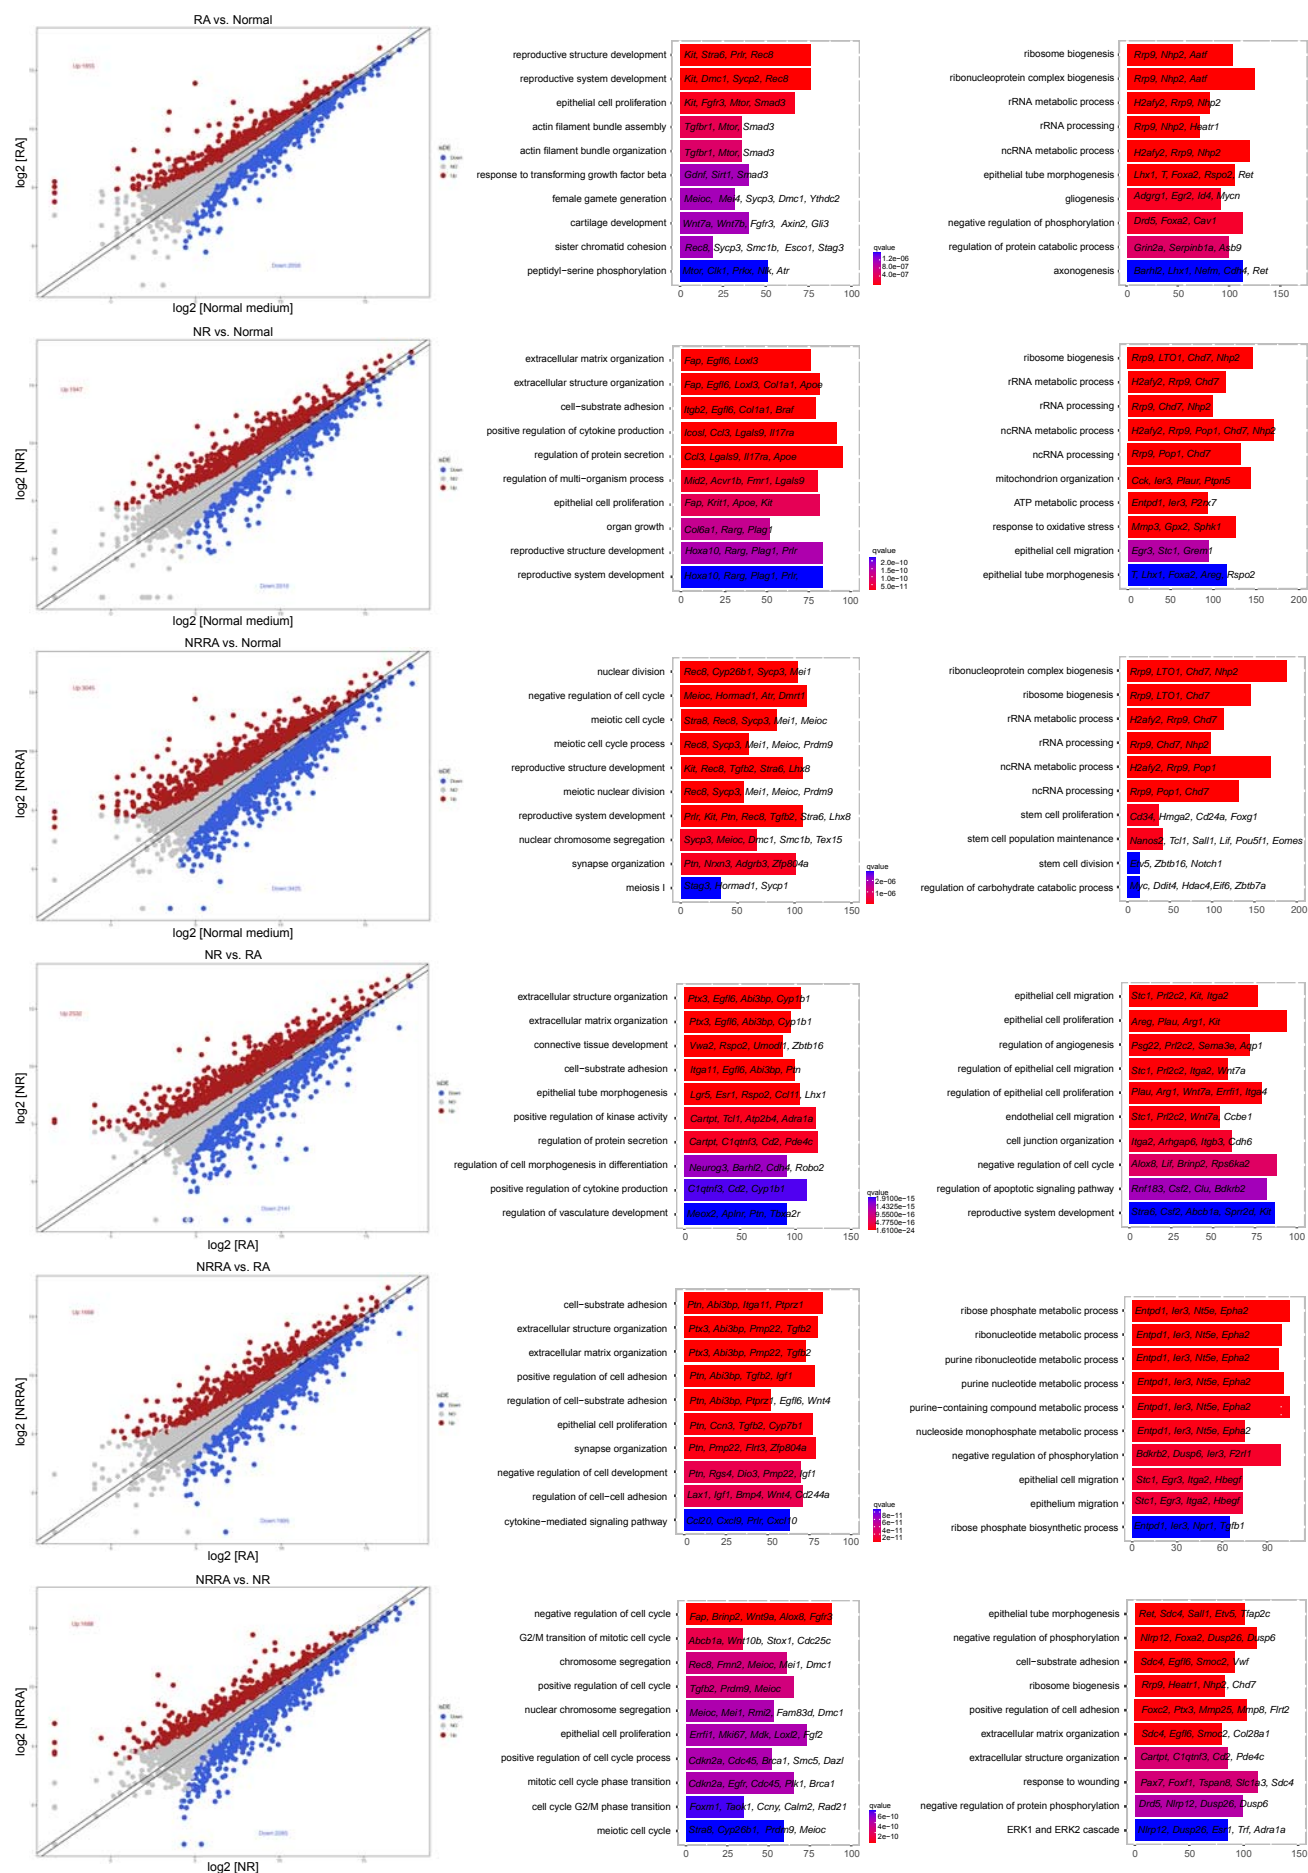

**fig. S3. Differentially expressed genes (DEGs) in SSC culture upon RA, NR, and NRRA treatment.**

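Gene by gene, RA was compared with Veh, NR with Veh and NR with RA, with edgeR's quasi-likelihood test and calls at an adjusted p under 0.05 and a fold change of at least 2. In RA, 970 genes were higher and 564 lower than in Veh, and in NR, 1092 were higher and 606 lower than in Veh. NR had 1406 genes higher and 1150 lower than RA. With a fold threshold of 1.5, 1912 genes were higher and 1195 lower in RA than in Veh, and with DESeq2 at a fold change of 2, 622 were higher and 461 lower.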

Scatter plot representations of DEGs between the indicated groups (left panel). The up- or down-regulated genes (fold change  $> 2$  or  $< -2$ ) in each culture conditions are plotted in red and blue, respectively. The GO function analyses of the upregulated (middle panel) and downregulated (right panel) DEGs between two treatment groups are presented. Representative genes in each GO category are indicated.

fig. S4

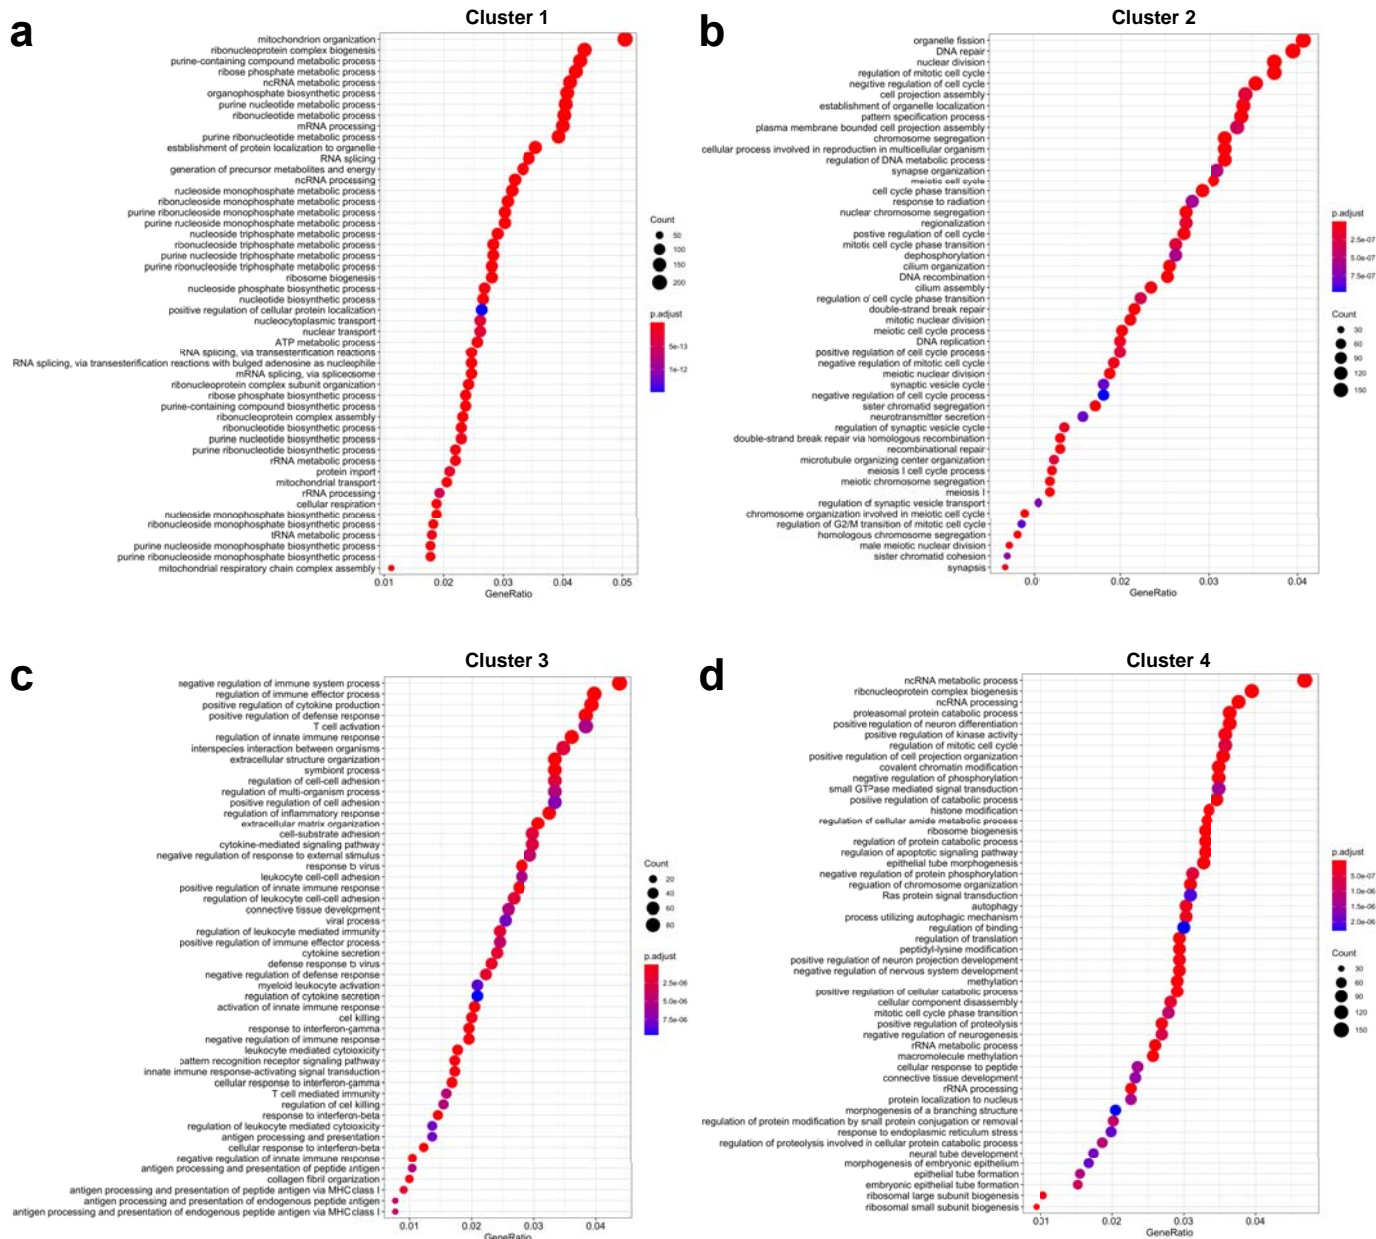

**fig. S4. GO function analysis for differentially expressed genes upon RA, NR, and NRRA treatment.**  
(a-d) The bubble plots show GO enrichment analysis for four gene clusters in Fig. 1e.

fig. S5

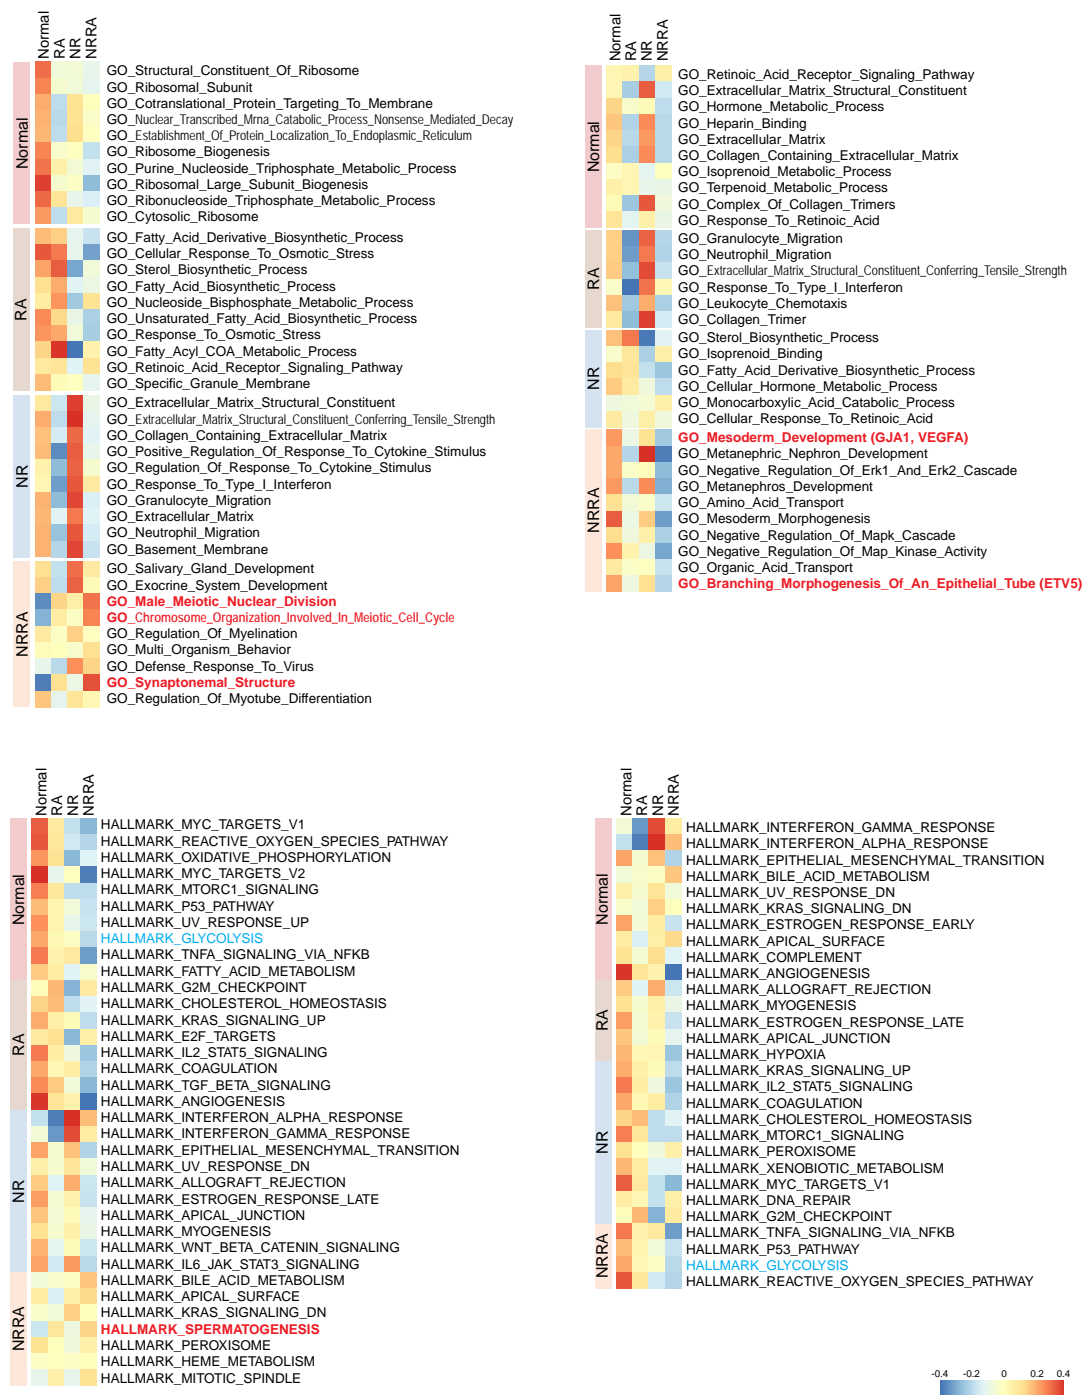

**fig. S5. GSVA and hallmark analyses for RA and NRRA treatments in SSC culture.**

GSEA (upper panels) and hallmark (lower panels) analyses reveal distinct enriched gene sets between different groups. In the heatmap, rows are defined by the selected gene sets, and columns by consensus scores for each group. Groups enriched gene sets are highlighted by different color.

fig. S6

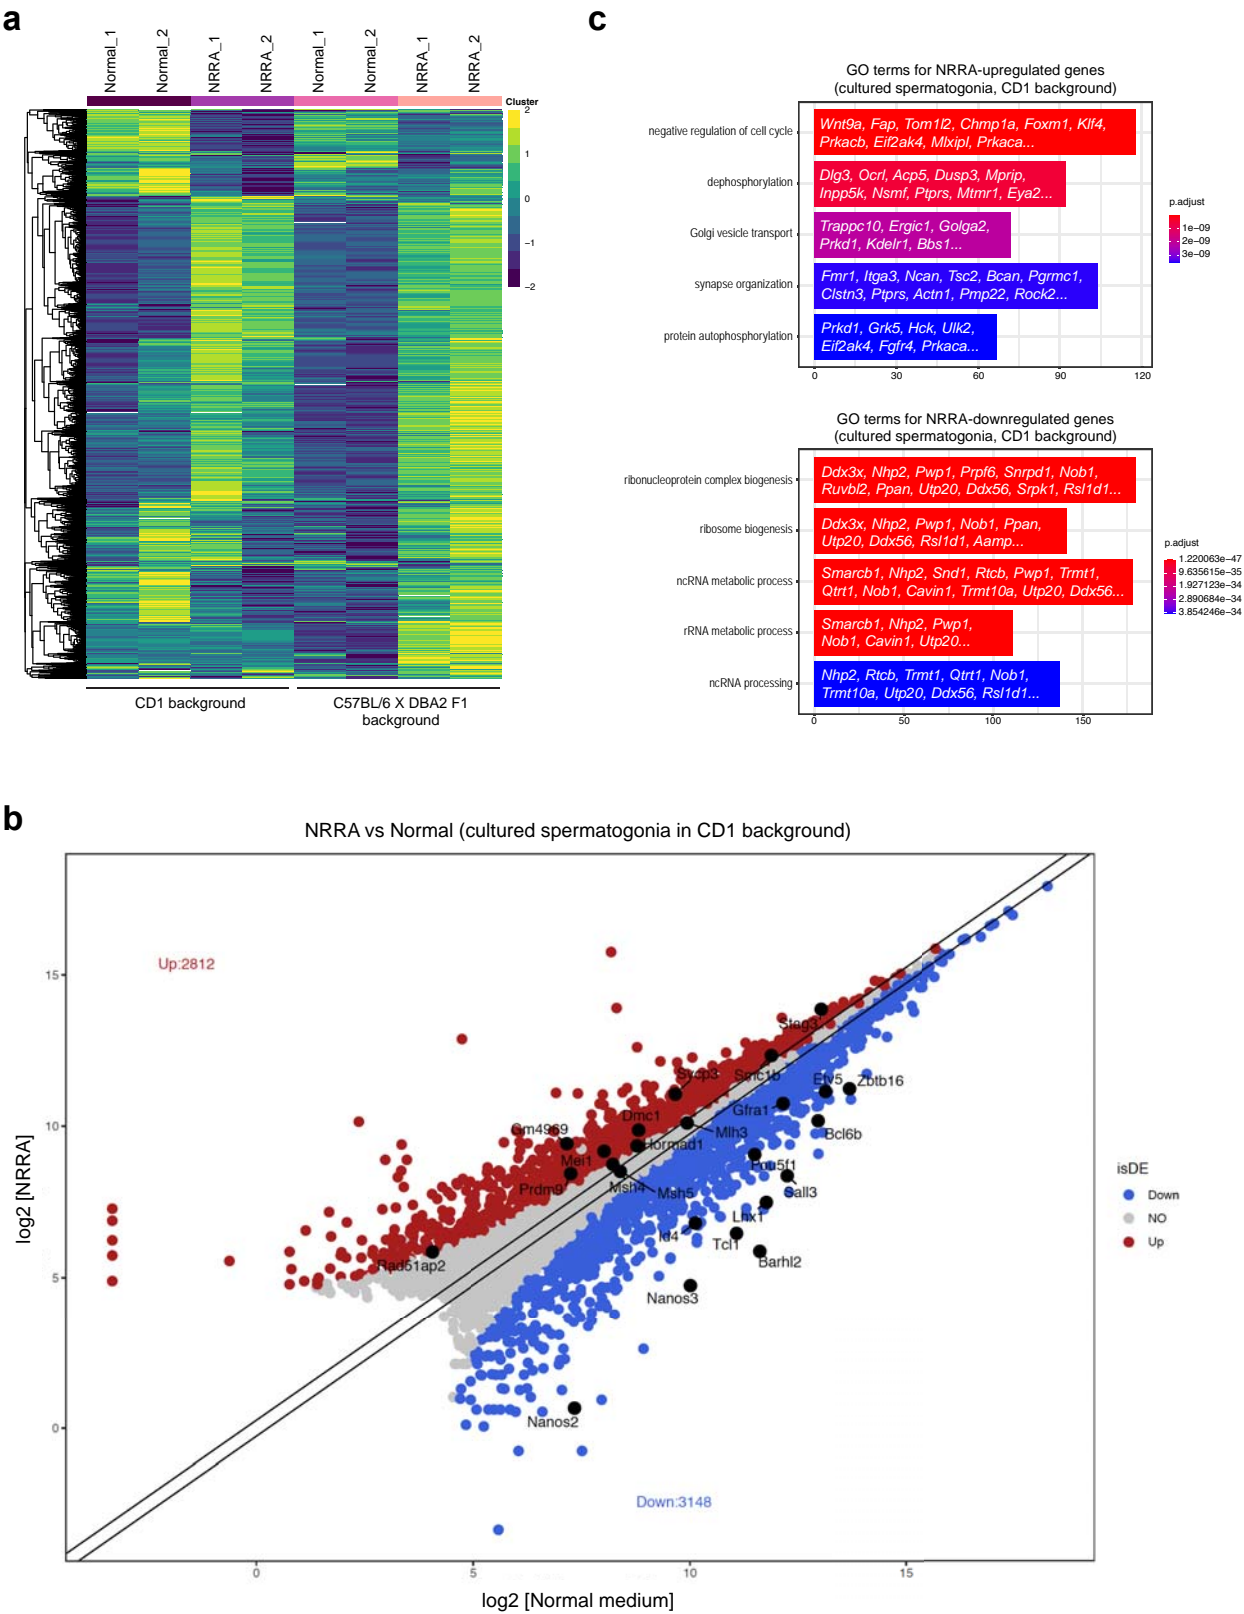

**fig. S6. RNA-seq analysis of SSC culture in CD1 background.**

- a.** UHC and heatmap of globally changed genes in primary spermatogonial culture with indicated treatments and genetic backgrounds.
- b.** Scatter plot representations of DEGs between normal medium and NRRA treatment groups in CD1 background. The up or down-regulated genes (fold change  $> 2$  or  $< -2$ ) in each cell culture conditions are plotted in red and blue, respectively.
- c.** The bar plots show GO enrichment analysis data for up and down genes (fold change  $> 2$  or  $< -2$ ) when NRRA treatment in CD1 background.

fig. S7

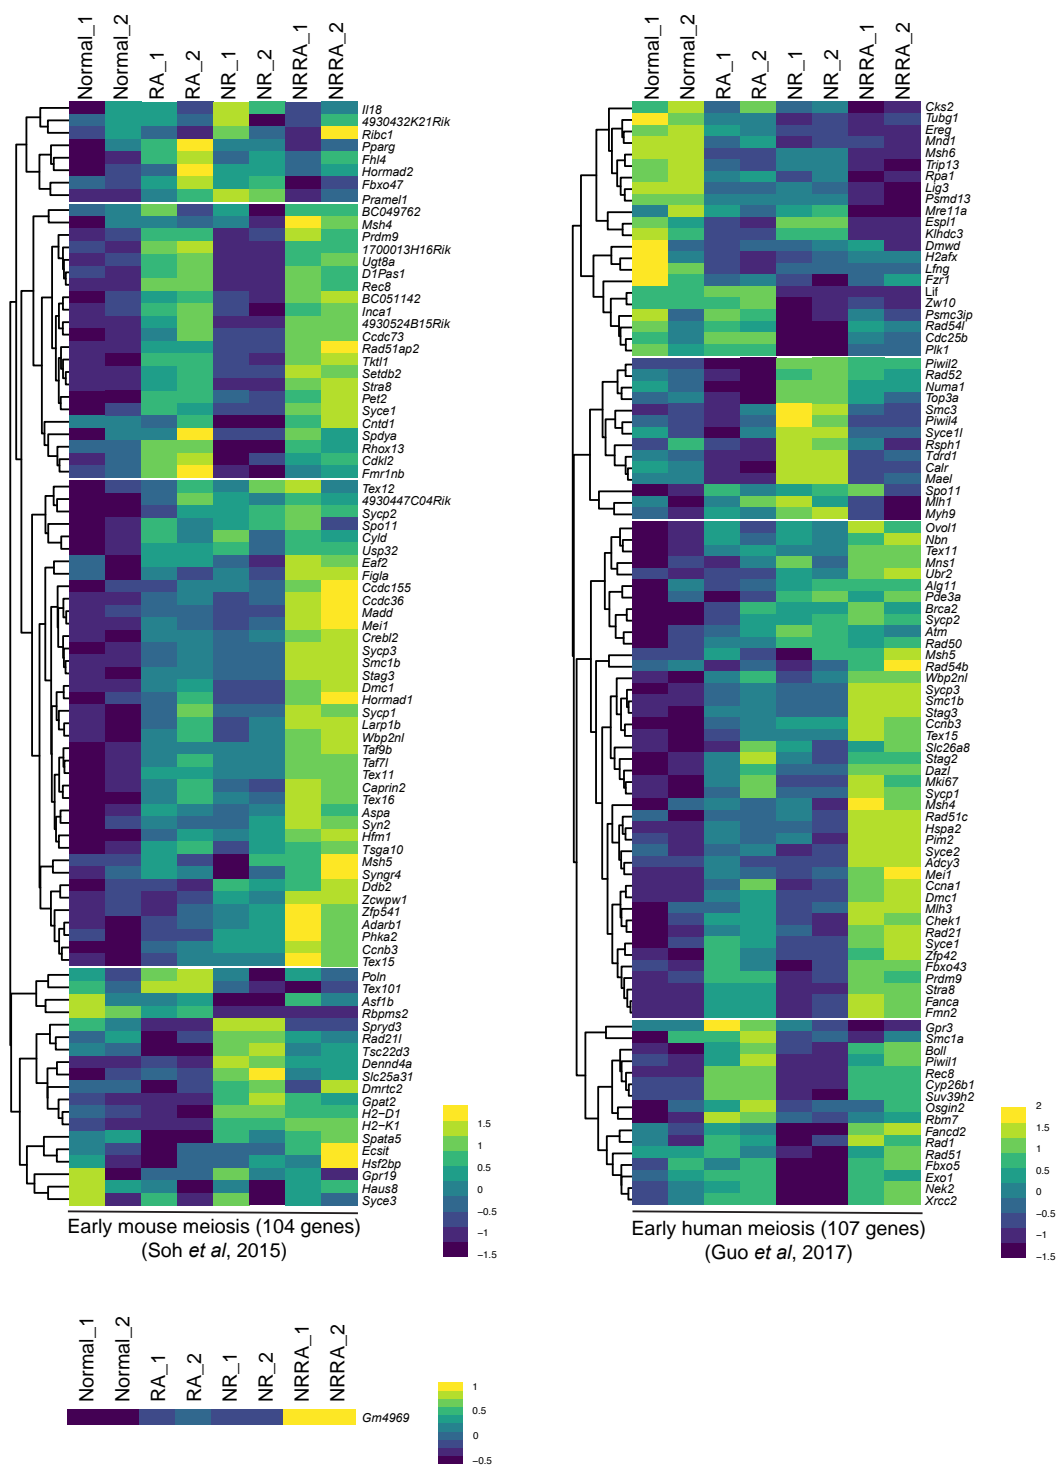

**fig. S7. Changes in the expression of early meiosis-related genes upon NRRA treatment in SSC culture.**

- (A) Heatmap showing the expression levels of 104 mouse early meiosis-related genes (Soh *et al.*, 2015) with indicated treatments.
- (B) Heatmap showing the expression levels of 107 human early meiosis-related genes (Guo *et al.*, 2017) with indicated treatments.

fig. S8

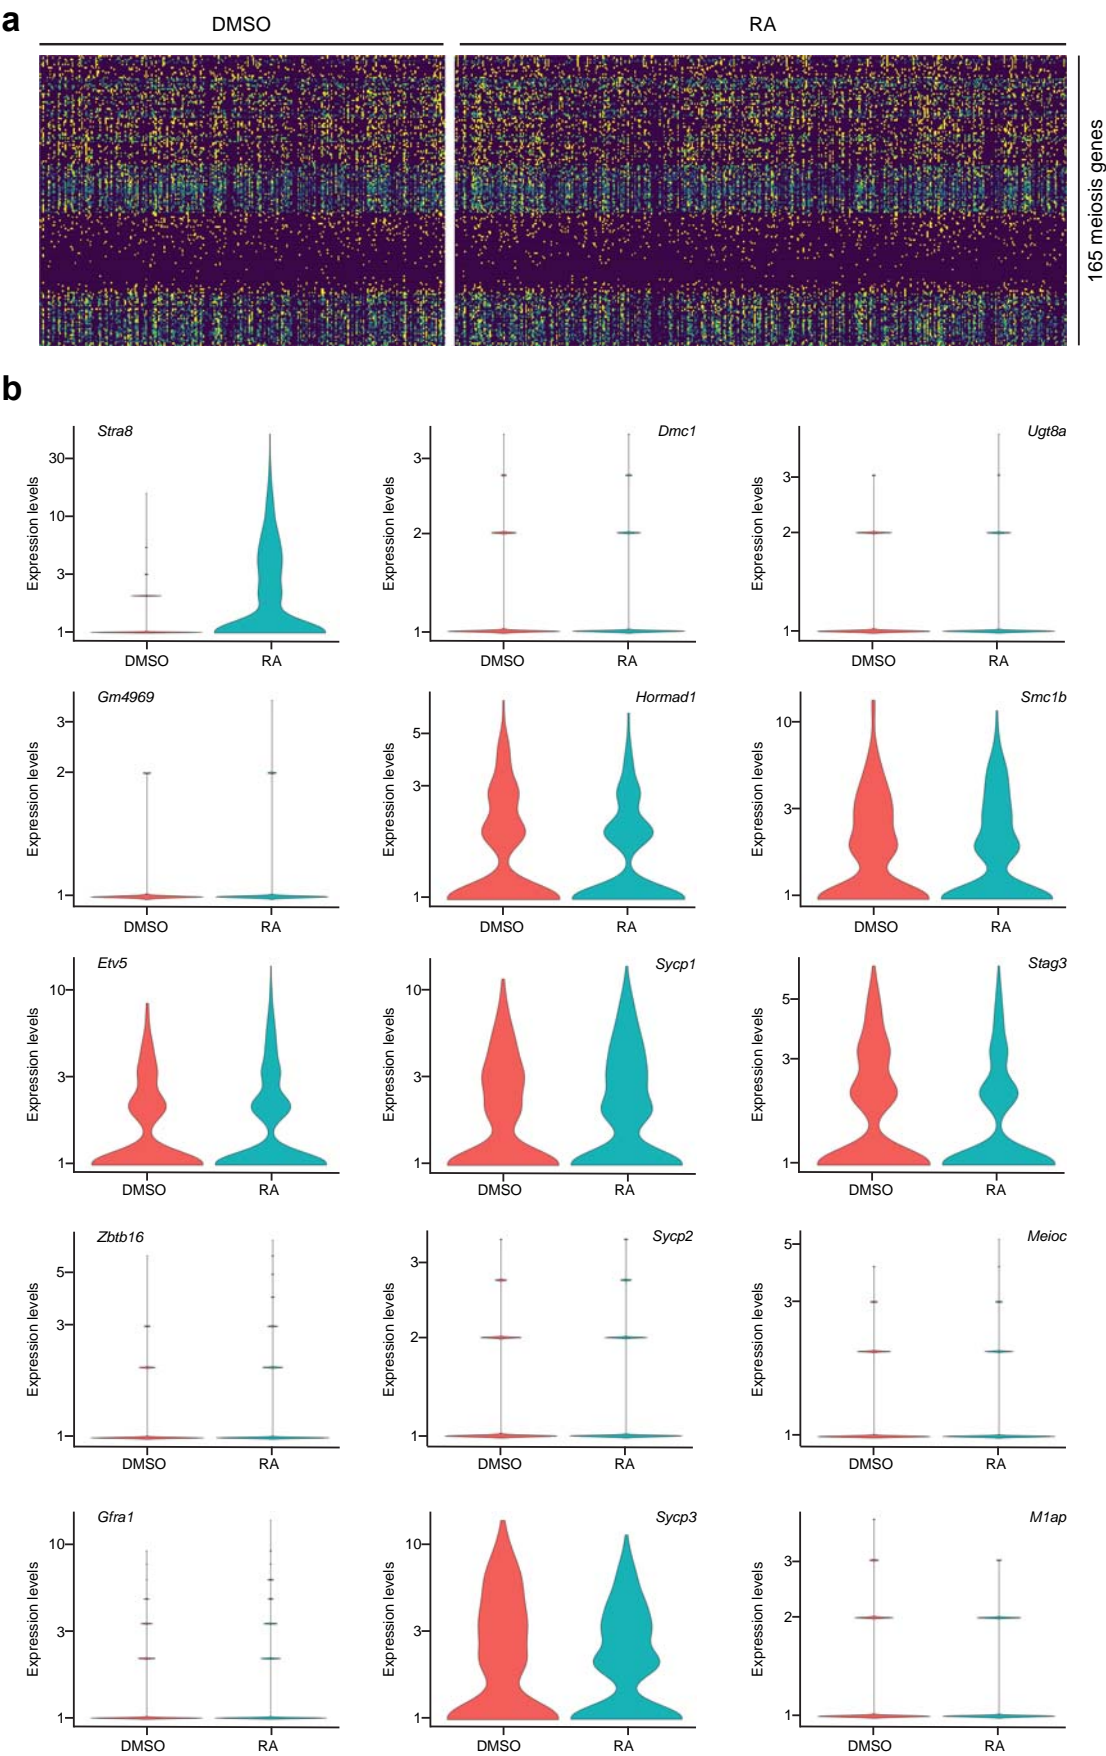

**fig. S8. Changes of meiosis-related gene expression upon RA treatment in a previously reported scRNA-seq database.**

- a.** Heatmap showing the expression levels of 165 meiosis-related genes in DMSO and RA treatment groups in testes of postnatal day 5.
- b.** Violin plots showing representative meiotic genes profiles with DMSO and RA treatments. Please note that *Stra8* is a direct target gene of RA, and *Stra8* expression serves as “a positive control” for the activation of RA signaling upon RA treatment. Expression levels are calculated from UMI counts.

fig. S9

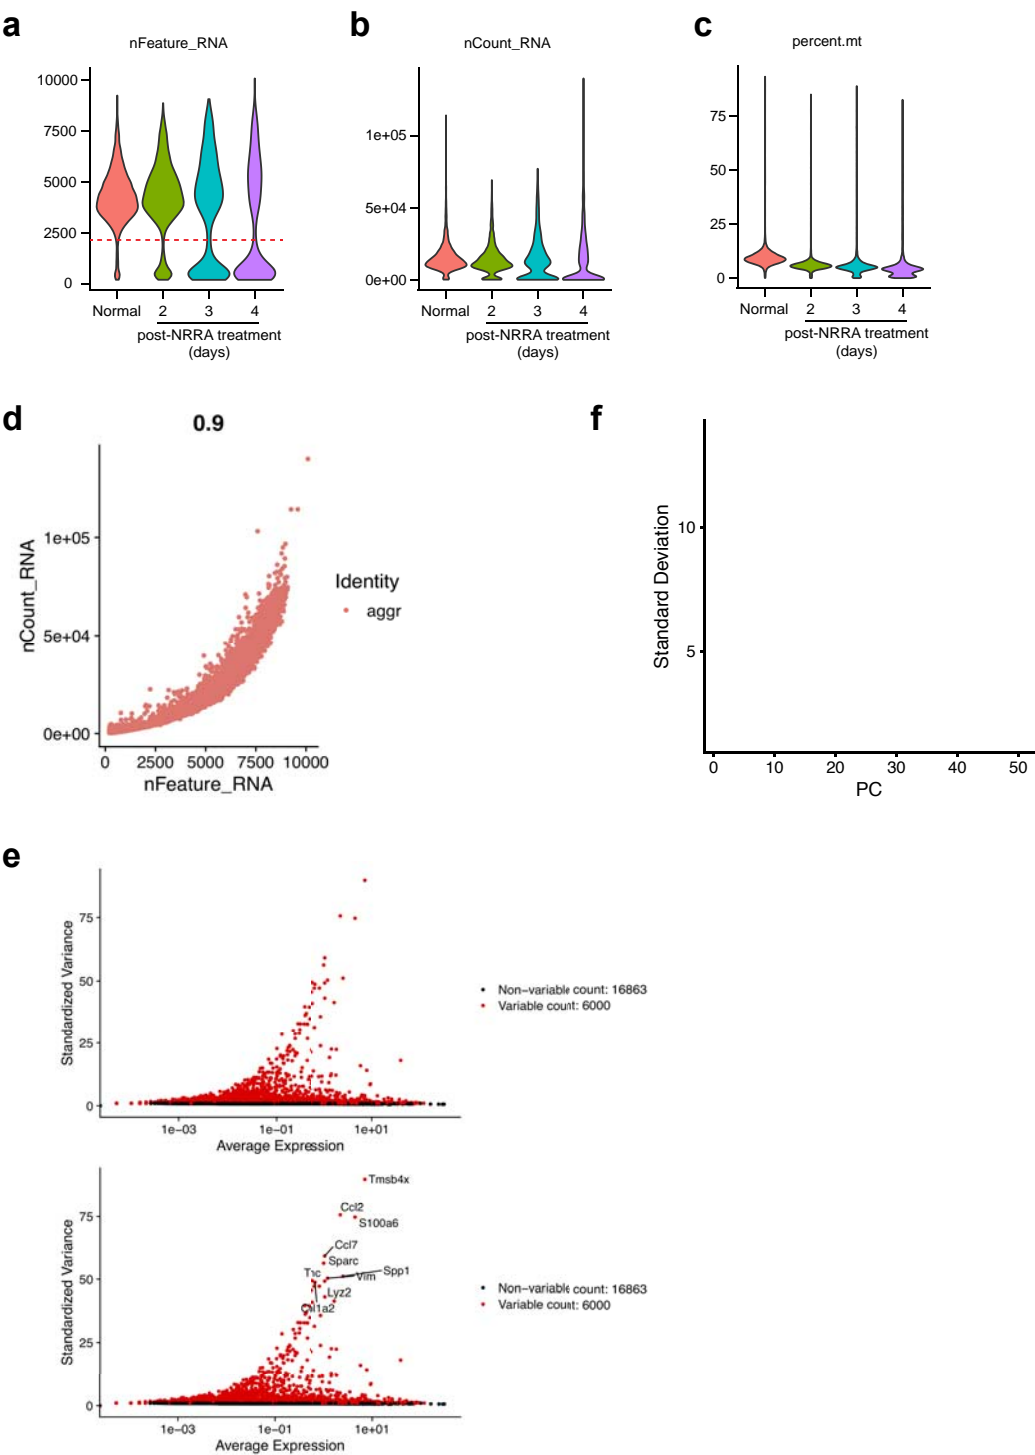

**fig. S9. 10X genomics quality control in scRNA-seq.**

**(a-d)** QC metrics.

- e.** A subset of features that exhibit high cell-to-cell variation in the dataset.
- f.** An alternative heuristic method generates an ‘Elbow plot’: a ranking of principle components based on the percentage of variance explained by each one (ElbowPlot function).

fig. S10

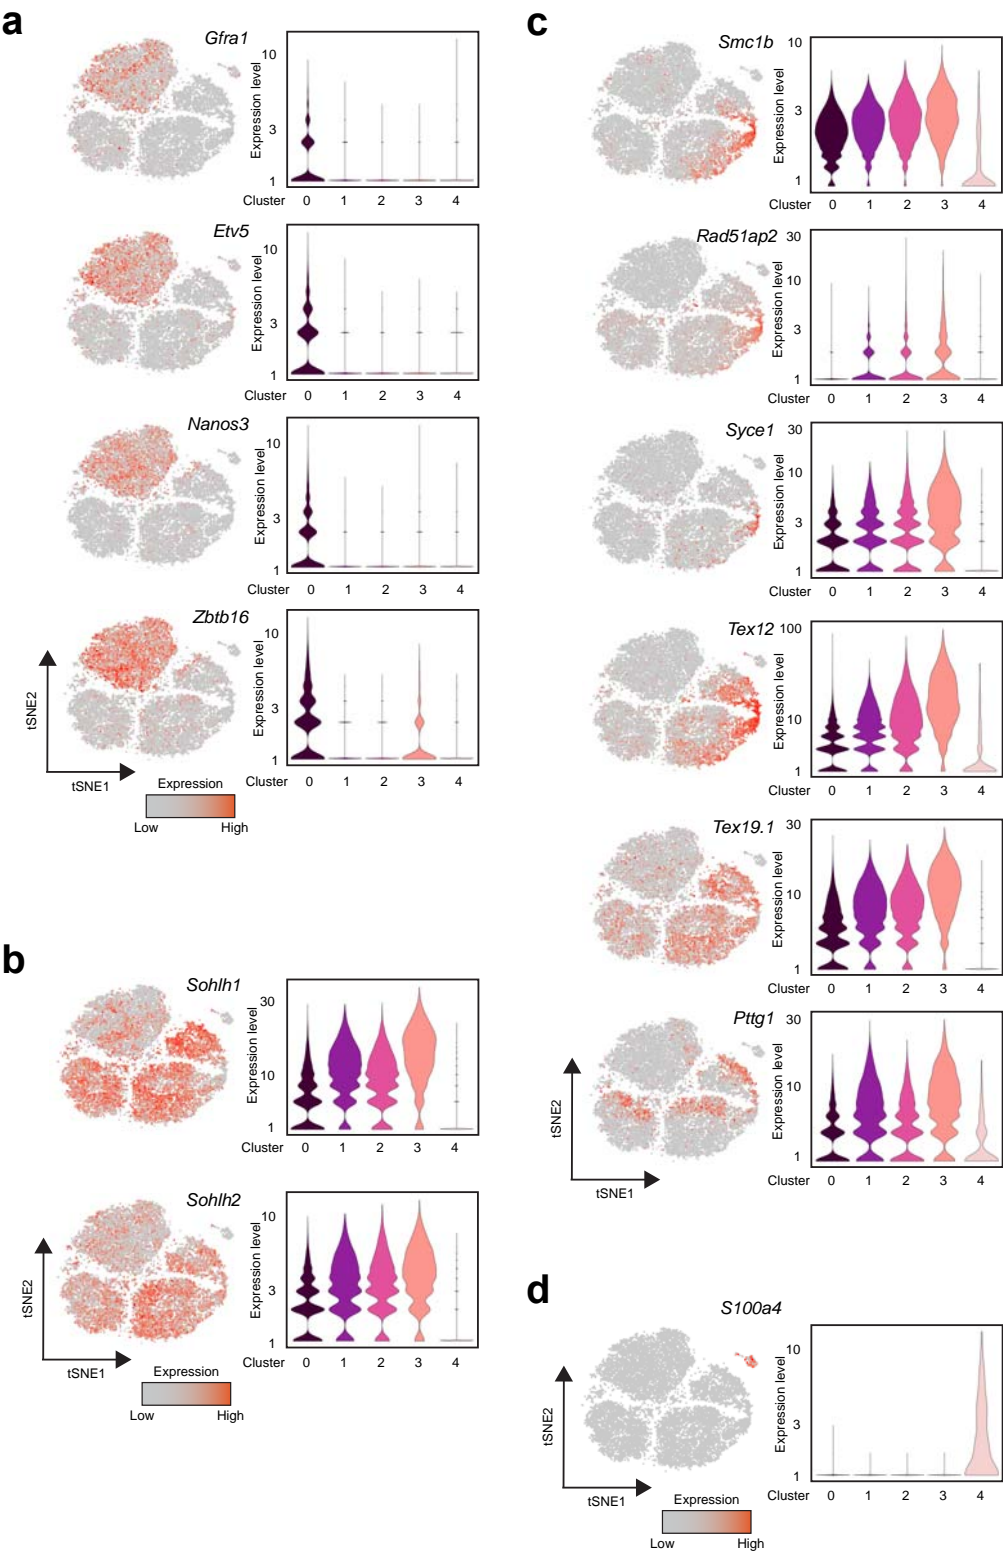

**fig. S10. Expression pattern of marker genes for Cluster 0 – 4 in scRNA-seq.**

Violin plot and scatter plot showing the expression of marker genes for undifferentiated spermatogonia (**a**), differentiating spermatogonia (**b**), meiocytes (**c**), and fibroblast (**d**) in each cluster. Expression levels are calculated by UMI counts.

fig. S11

**a**

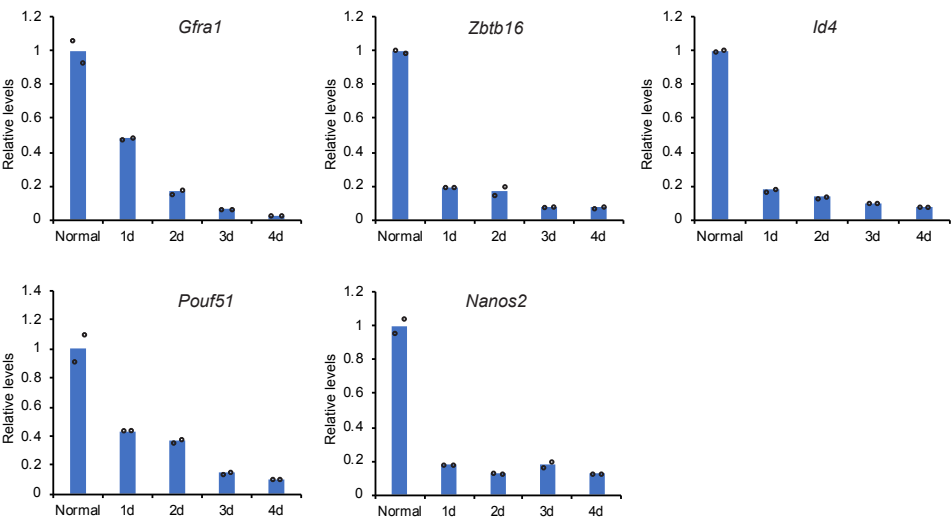

**b**

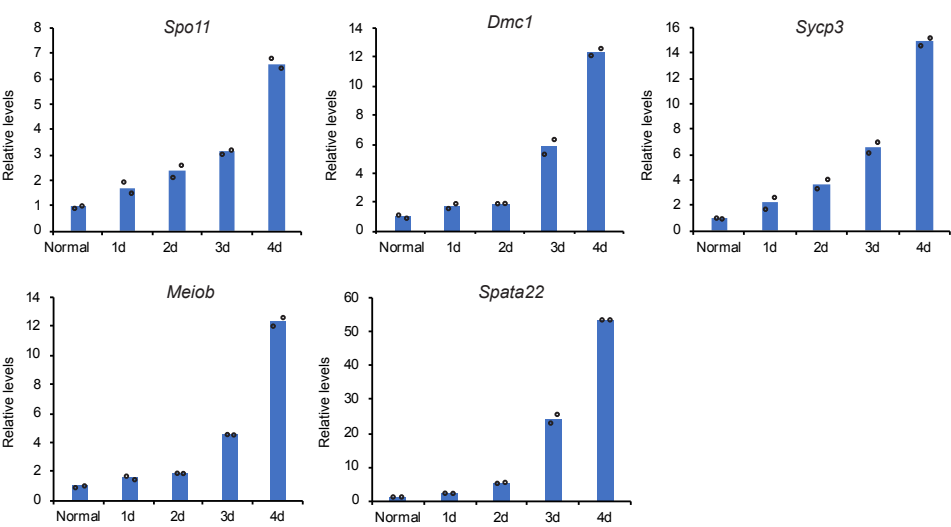

**fig. S11. Expression of undifferentiated spermatogonia and meiosis genes in SSC culture.**

qRT-PCR analysis of undifferentiated spermatogonia marker genes (**a**) and meiosis genes (**b**) in primary spermatogonial culture with indicated treatment durations normalized to  $\beta$ -actin. Standard deviation from replicate reactions are shown. n = 2 cultures. Data are representative of (**a**, **b**) two independent experiments.

fig S12a

Cluster 0

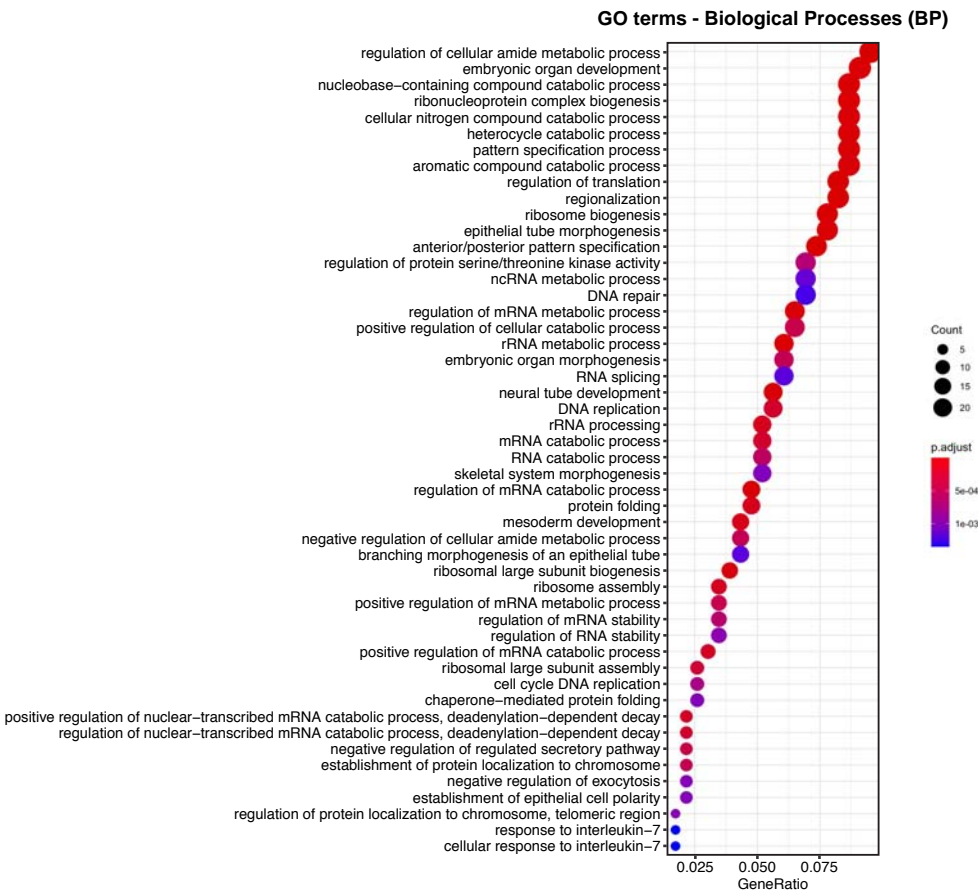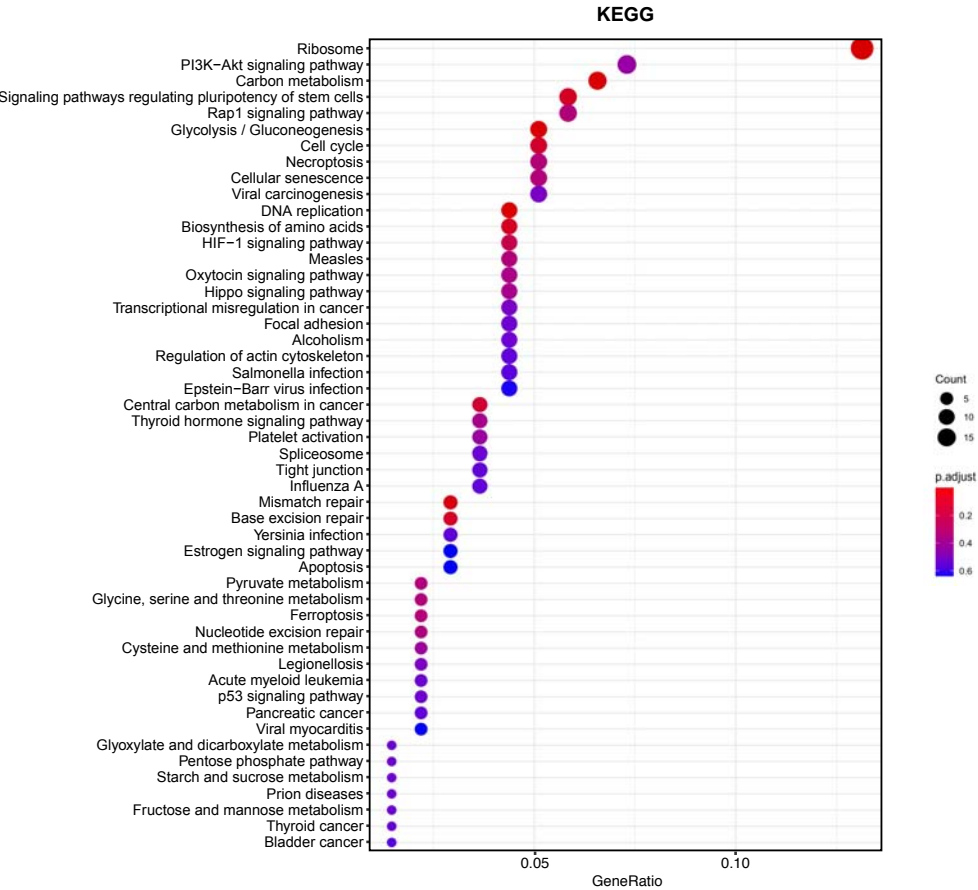

fig S12b

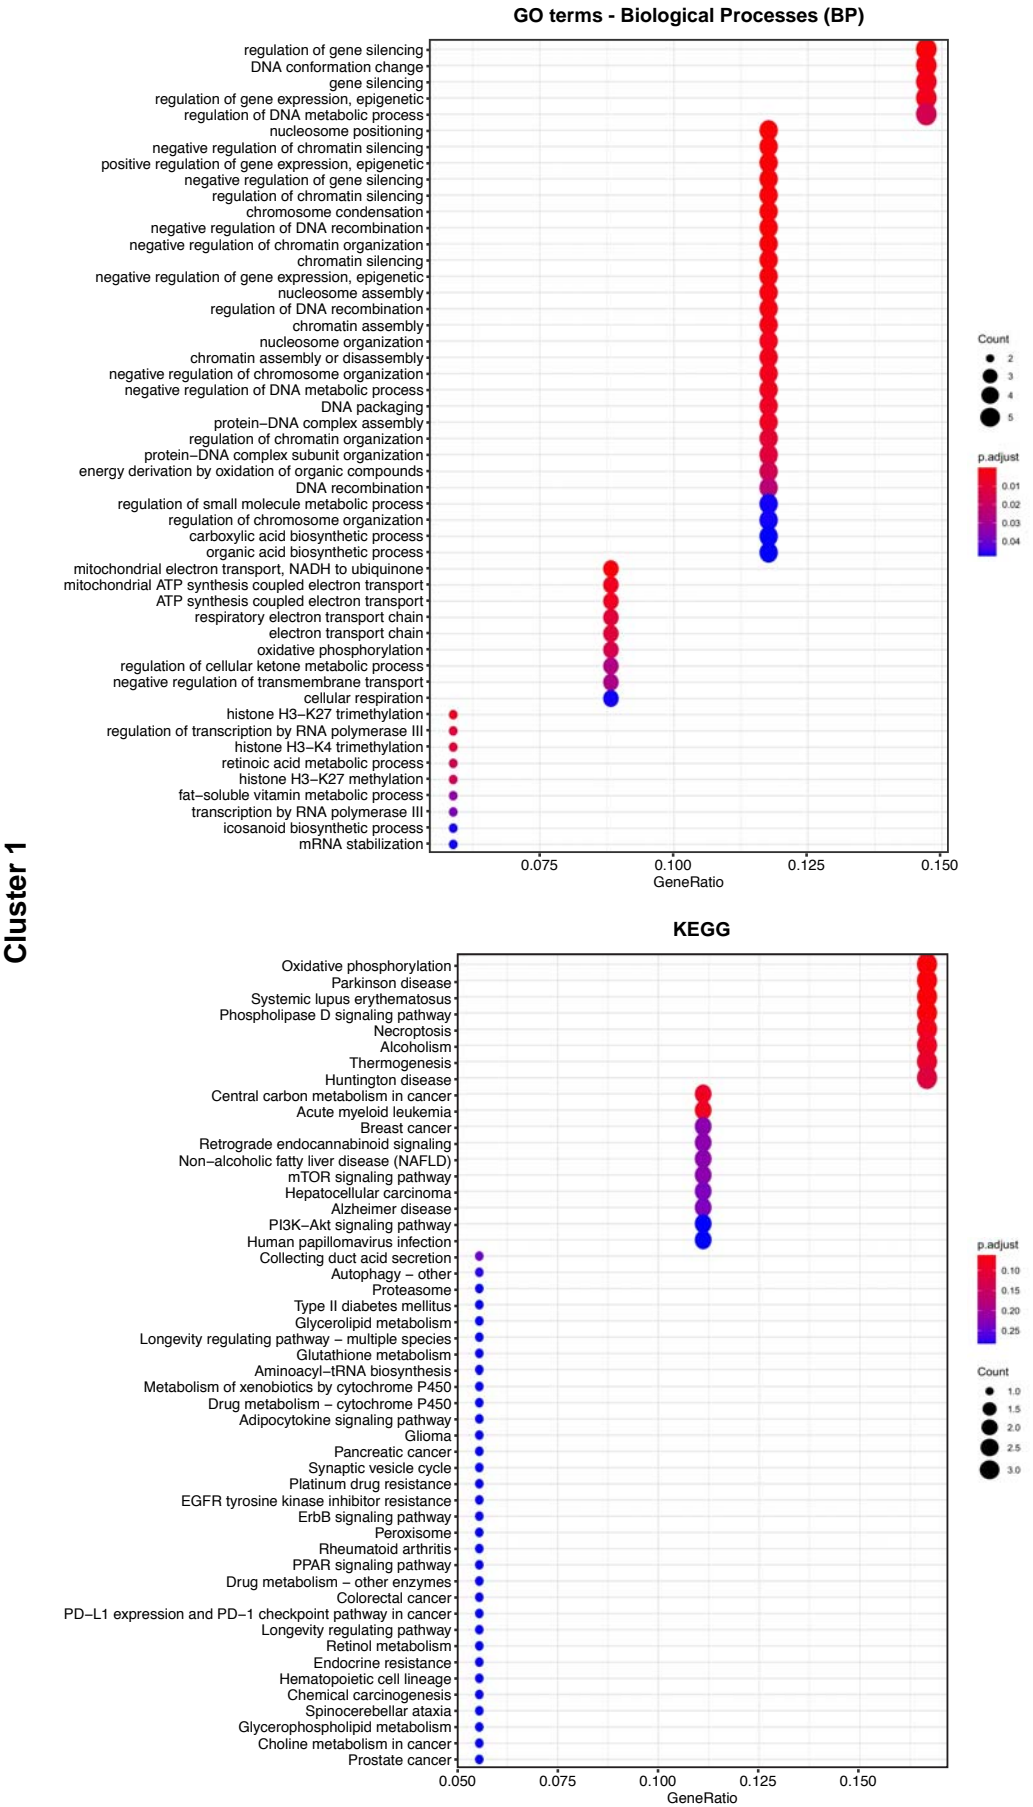

fig. S12c

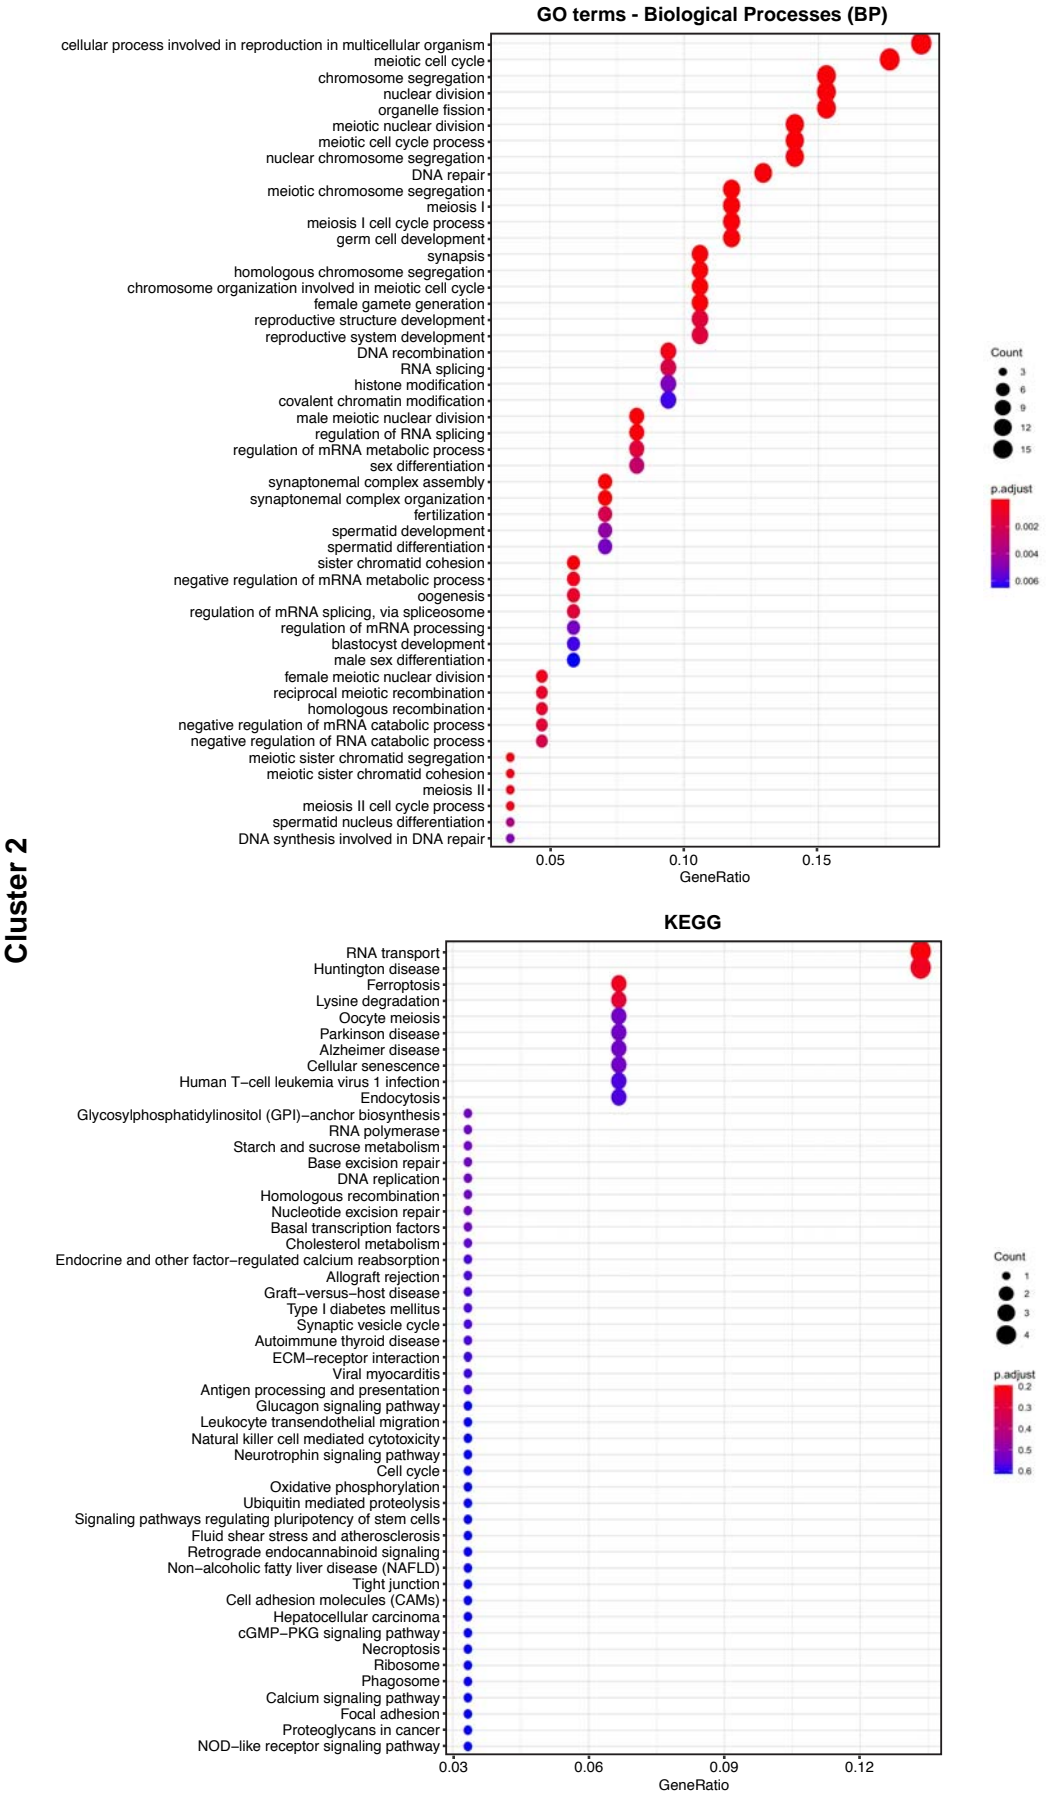

fig. S12d

Cluster 3

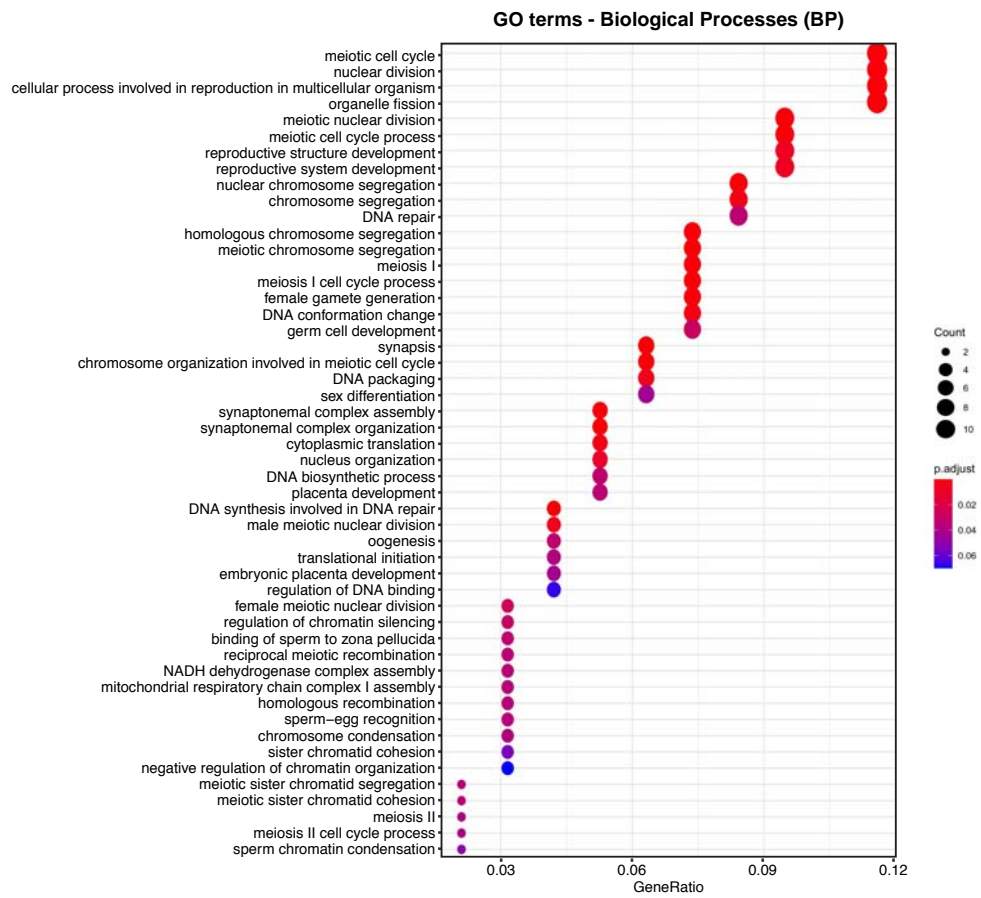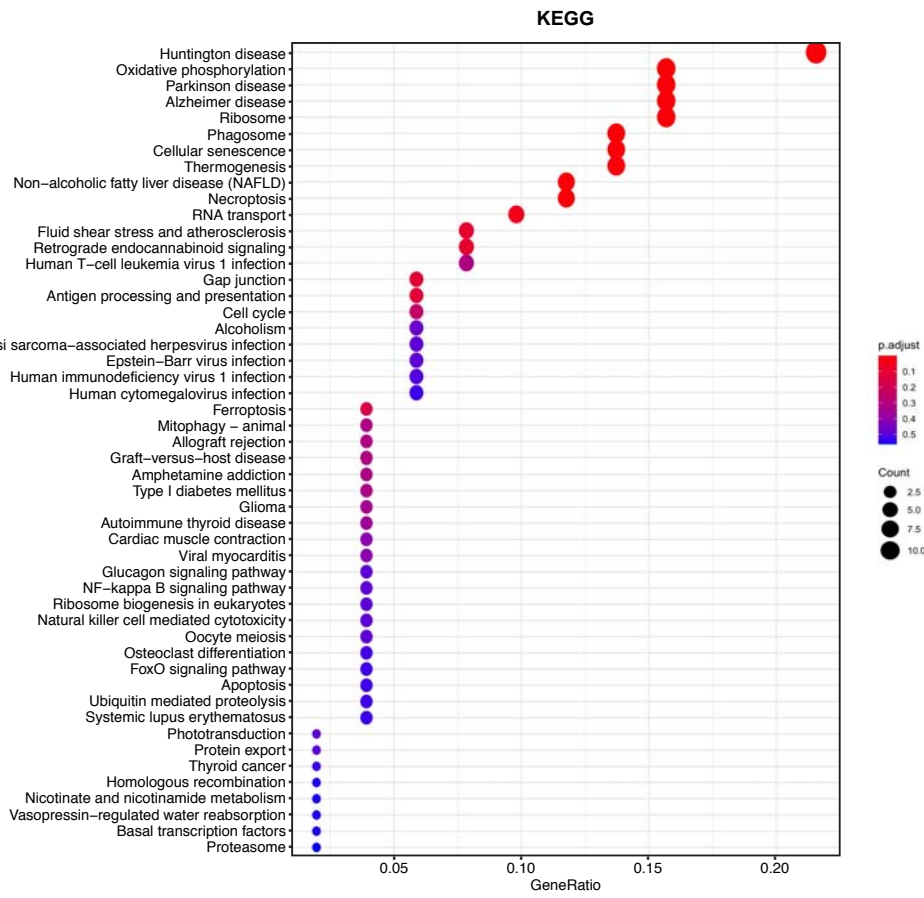

**fig. S12. GO function and KEGG analysis for Cluster 0 to Cluster 3 in scRNA-seq.**

- a.** The bubble plots show GO enrichment and KEGG pathway analysis for cluster 0 DEGs.
- b.** The bubble plots show GO enrichment and KEGG pathway analysis for cluster 1 DEGs.
- c.** The bubble plots show GO enrichment and KEGG pathway analysis for cluster 2 DEGs.
- d.** The bubble plots show GO enrichment and KEGG pathway analysis for cluster 3 DEGs.

Fig. S13

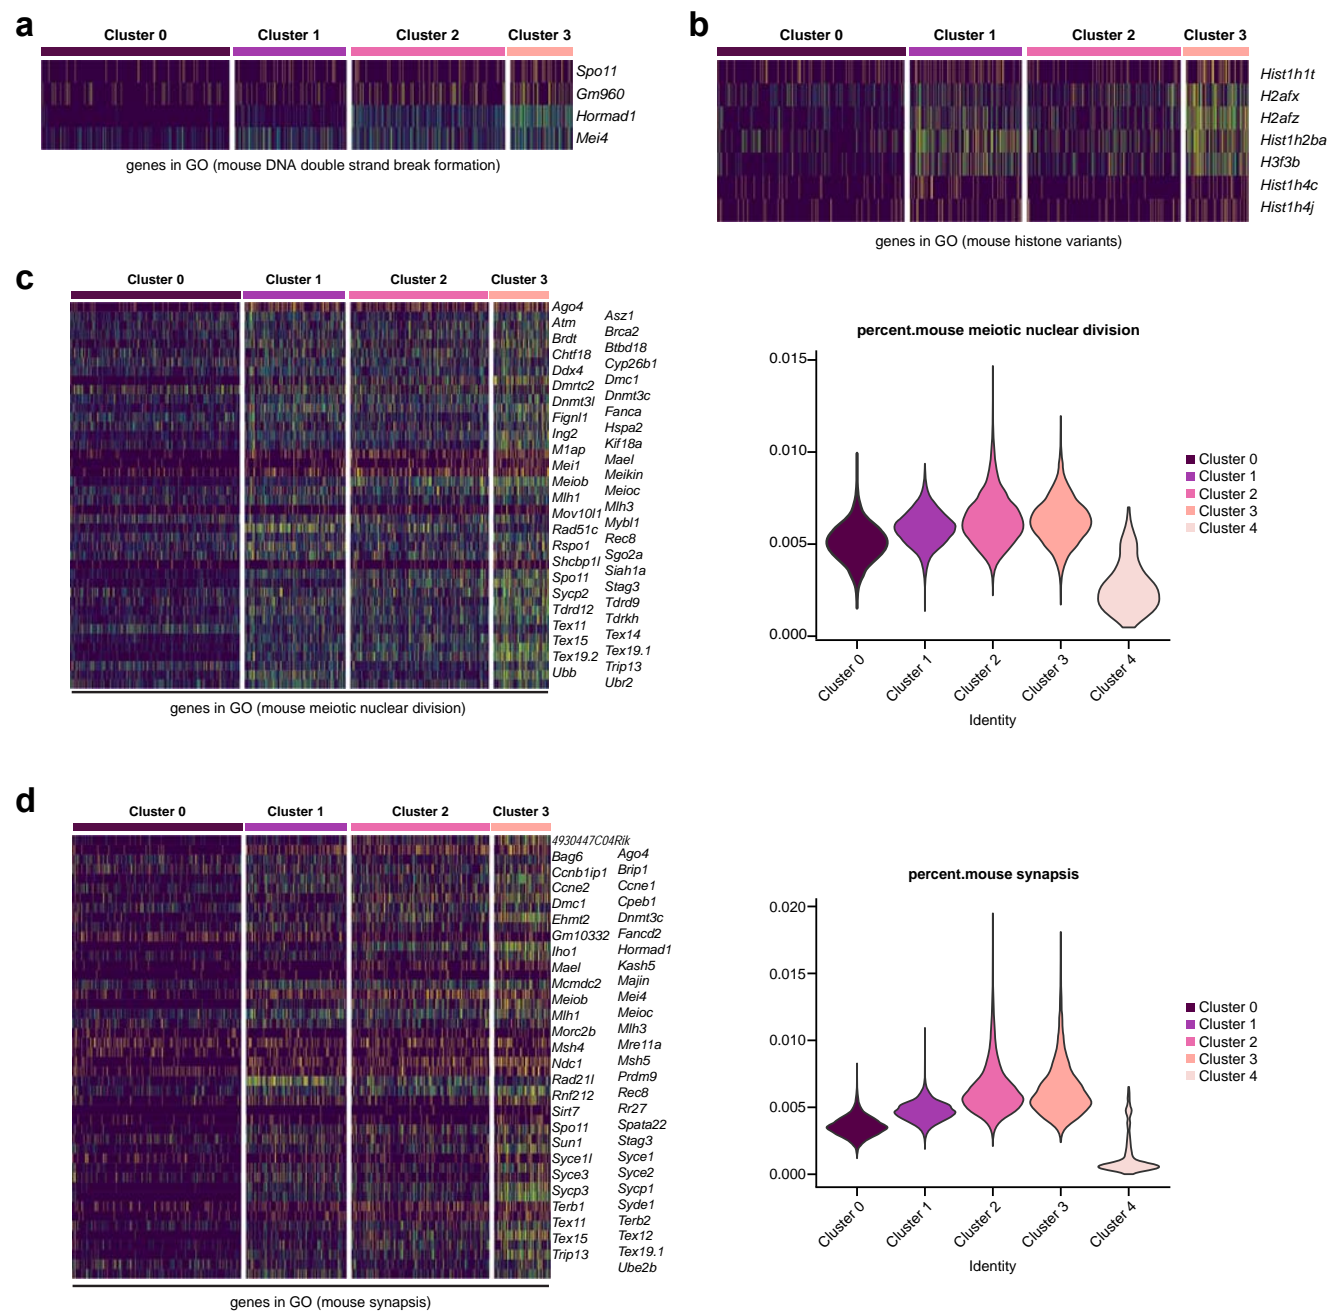

**fig. S13. Analysis of Clusters 0 – 3 and meiotic pathways enriched in GO function terms.**

**(a-b)** Heatmap of “DNA double strand break formation” and “meiotic prophase-specific histone variants” pathway-enriched genes.

**(c-d)** Heatmap (left) and violin plot (right) of the enriched “meiotic nuclear division” and “synapsis” pathway-enriched genes. Violin plots showing the relative percentage expression levels of “meiotic nuclear division” and “synapsis” pathway-enriched genes versus all the genes in each cluster.

fig. S14

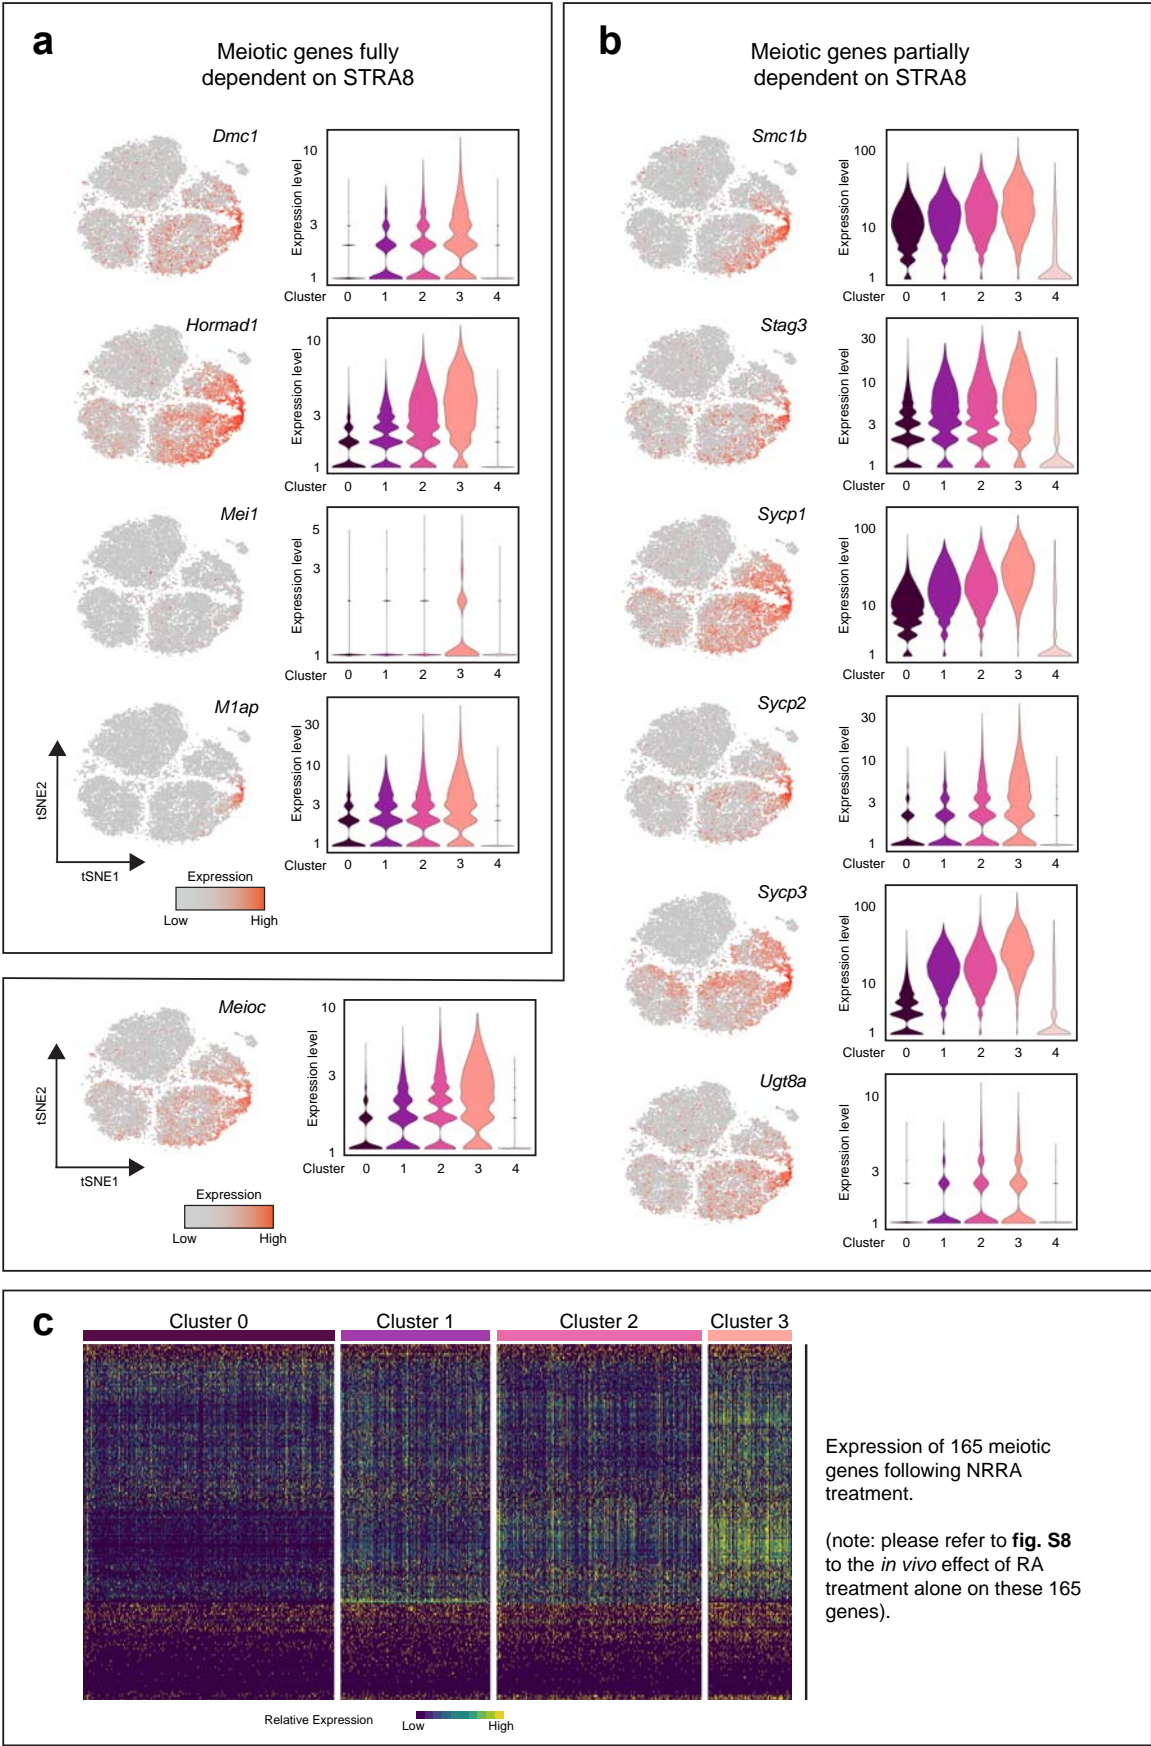

**fig. S14. Expression of meiotic genes in scRNA-seq.**

- a.** Violin plot and scatter plot showing the expression of meiotic genes whose expression is fully dependent on STRA8 in each cluster. Expression levels are calculated by UMI counts.
- b.** Violin plot and scatter plot showing the expression of meiotic genes whose expression is partially dependent on STRA8 in each cluster. Expression levels are calculated by UMI counts.
- c.** Heatmap describing the expression levels of 165 early meiosis-related genes in Cluster 0 – 4 from single cell RNA-seq. Please compare to fig. S8, which shows that RA alone is not sufficient to induce meiosis-related gene expression (except *Stra8* and *Rec8*, which are direct targets of RA).

**fig. S15**

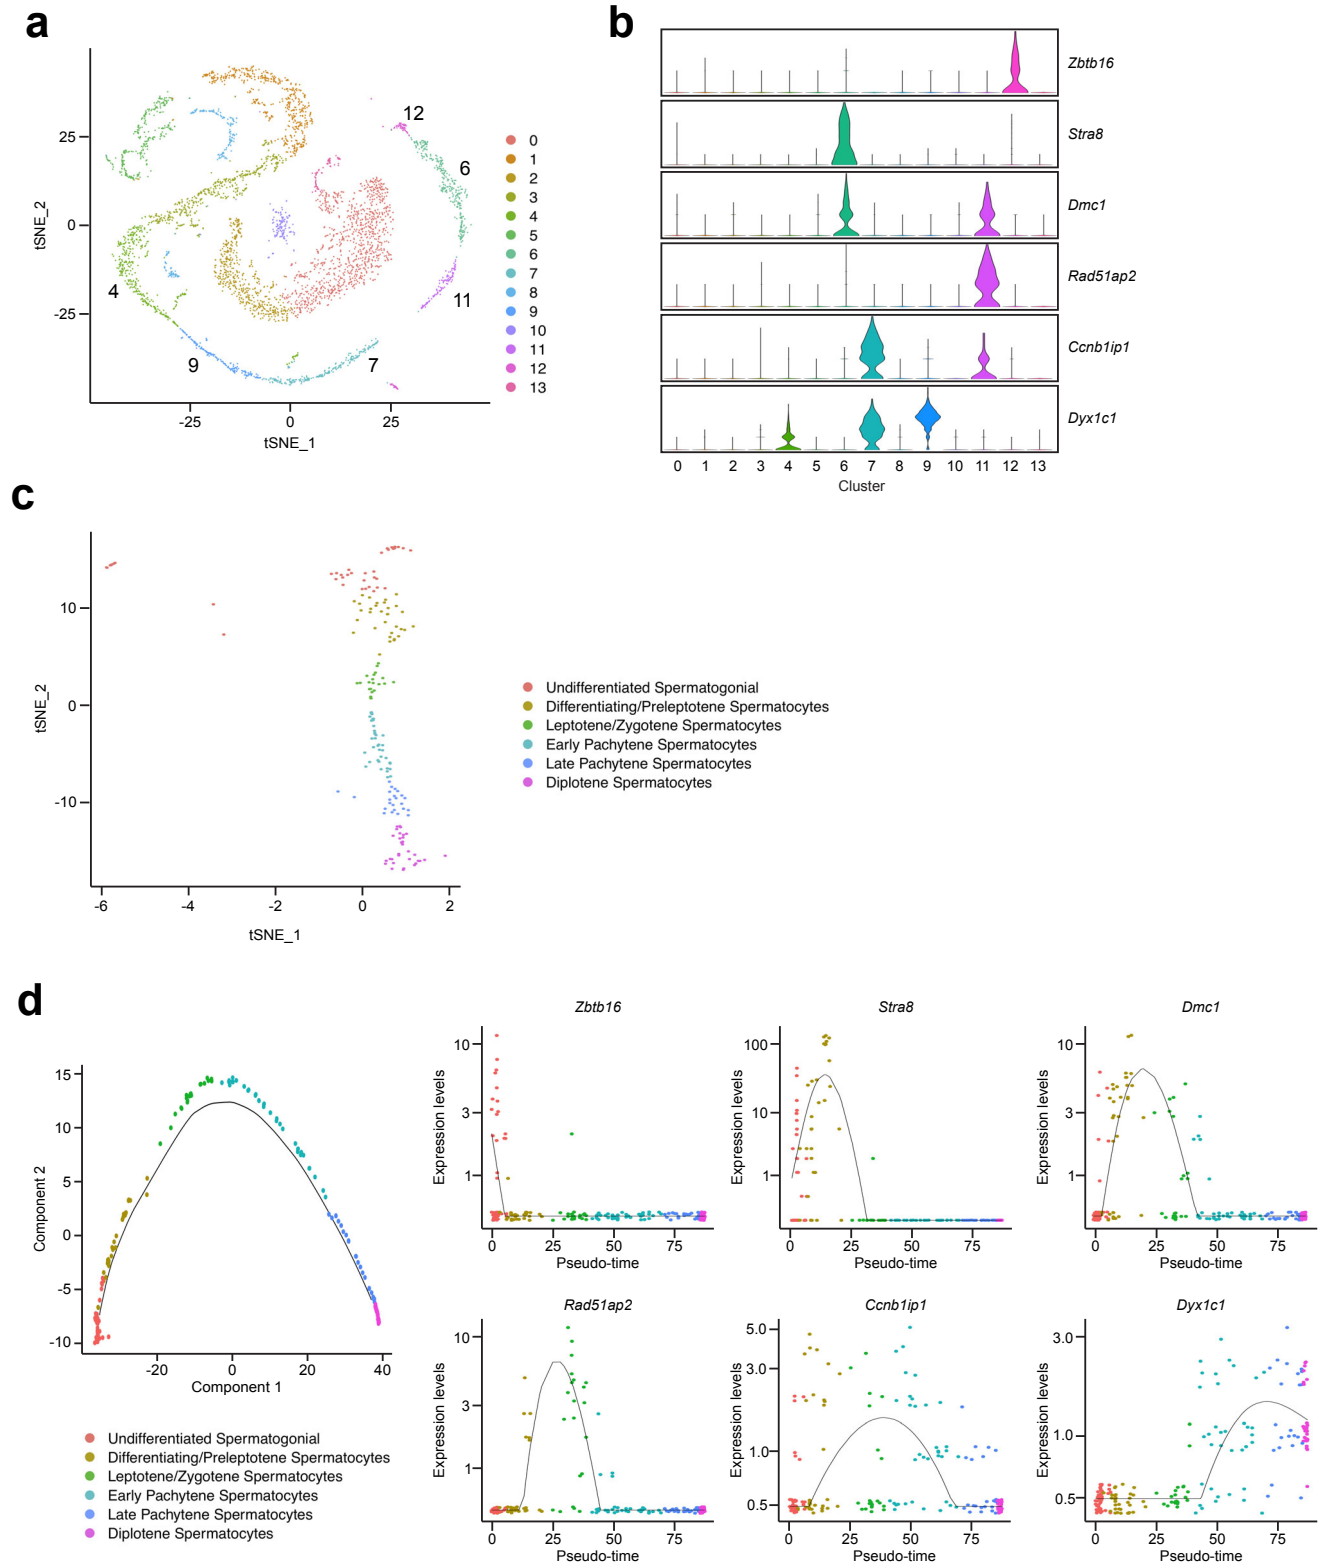

**fig. S15. Analysis of early spermatogenesis to meiotic prophase in a published scRNA-seq database on mouse spermatogenesis.**

- (a-c)** Identification of different stages of early spermatogenesis to meiotic prophase.
- (d)** Pseudo-time analysis of different stages early spermatogenesis to meiotic prophase. Expression levels are calculated by UMI counts.

fig. S16

a

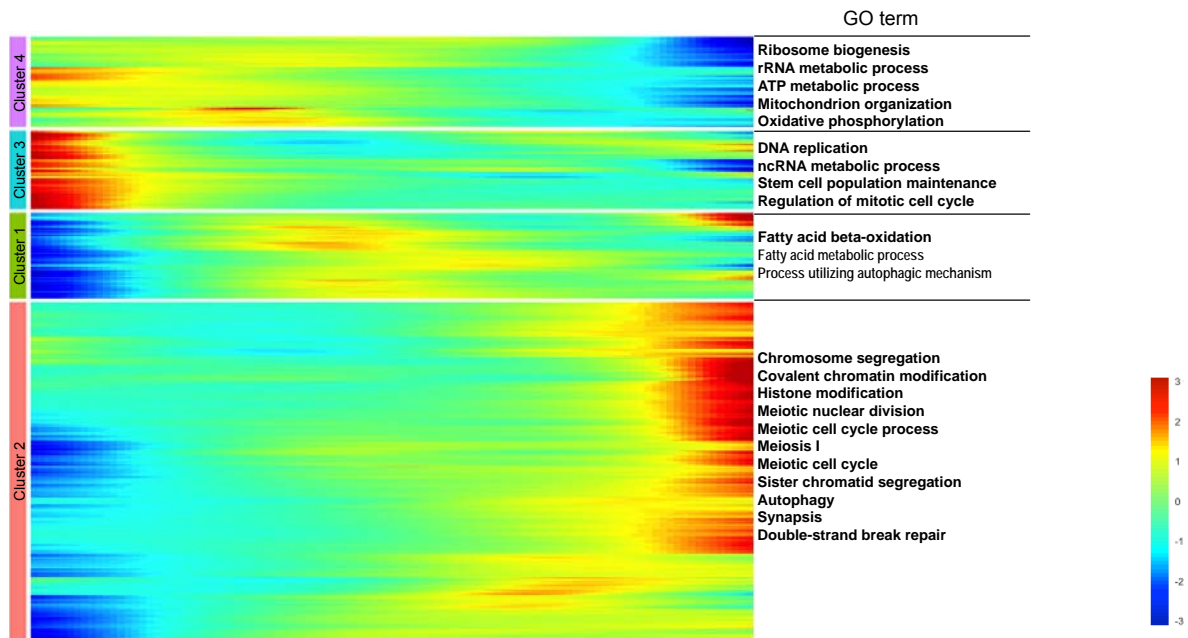

b

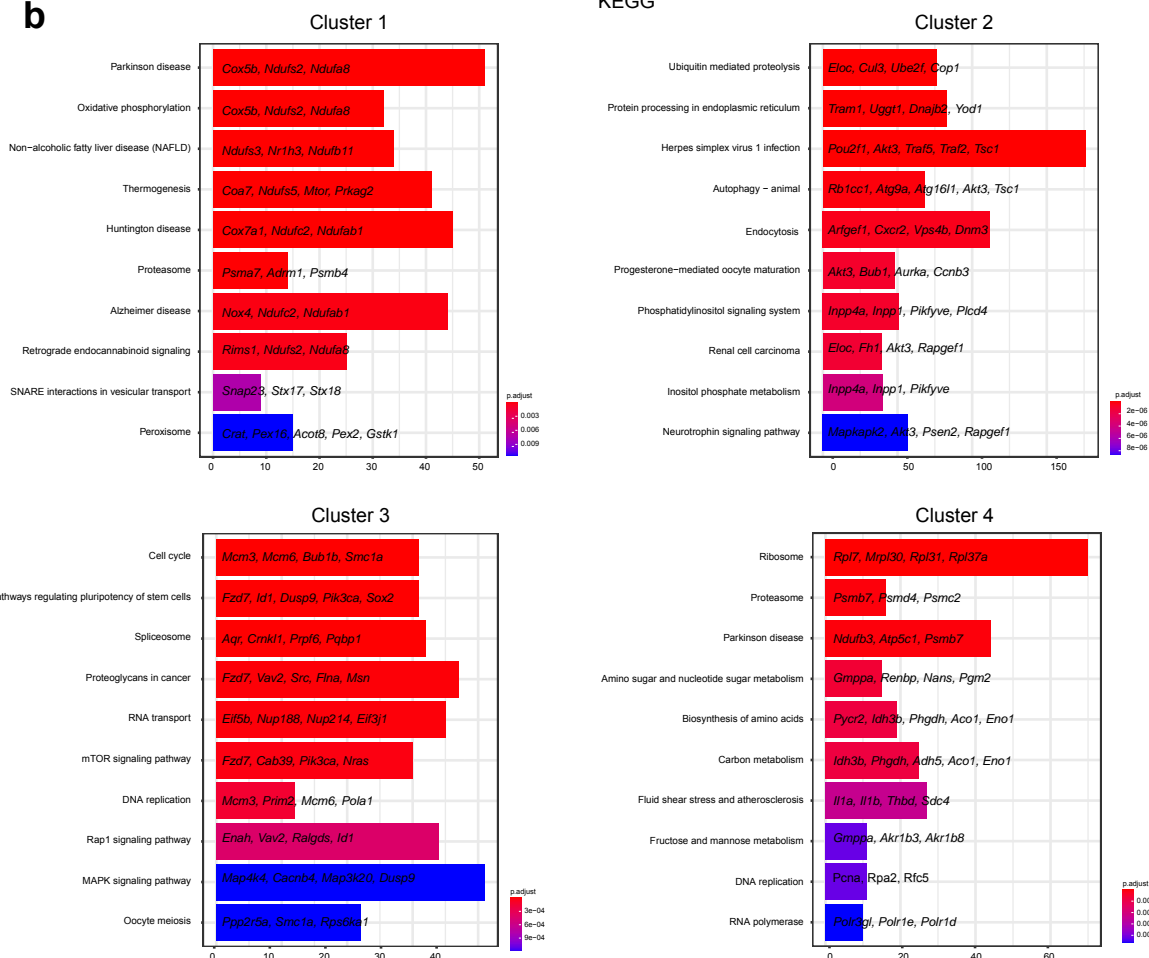

**fig. S16. Single-cell trajectories reveal dynamic biological transitions in Cluster 0 – 3 in pseudotime.**

- a.** Clusters of genes that were differentially expressed across pseudotime and top GOs.
- b.** KEGG analysis for Clusters 0 – 3 in pseudotime DEGs.

fig. S17

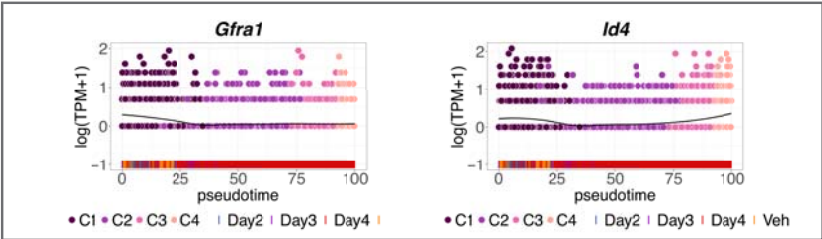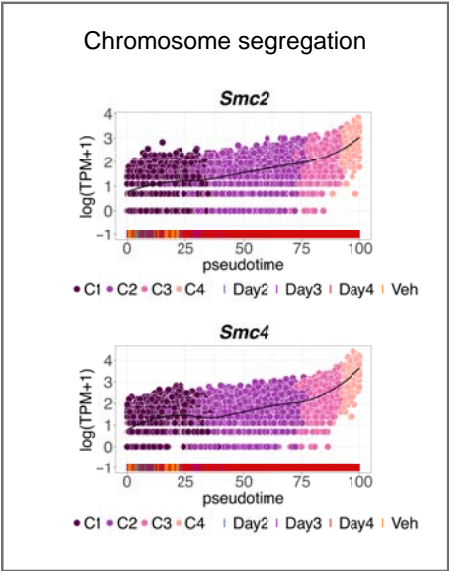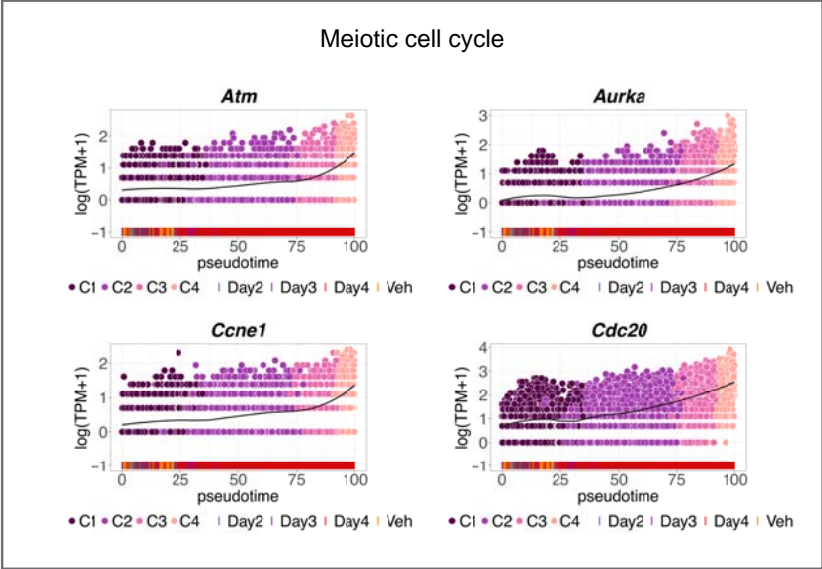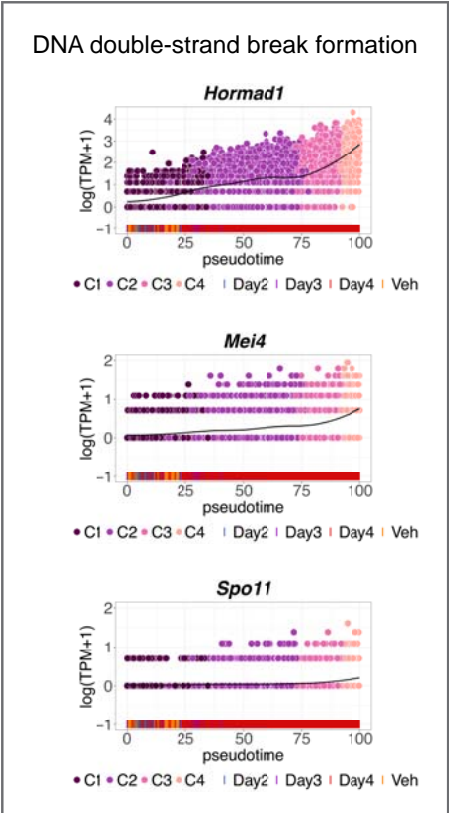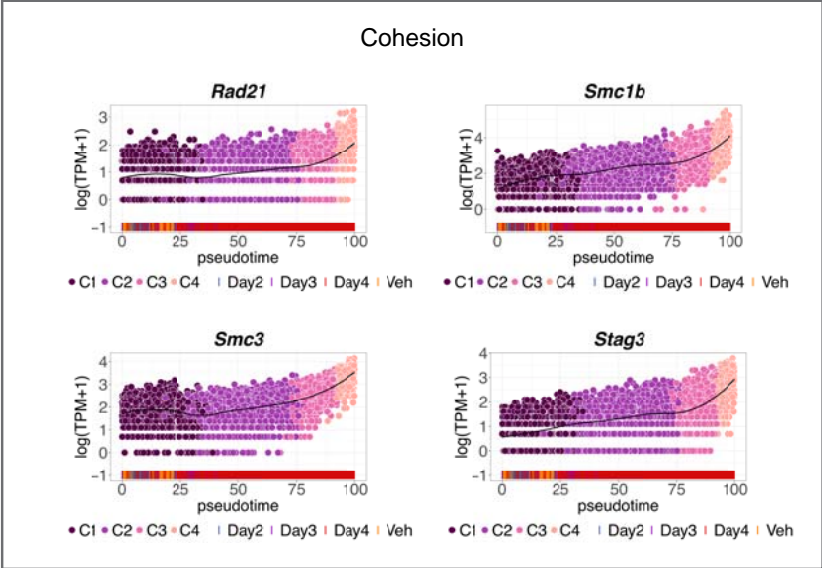

**fig. S17. Single-cell trajectories reveal dynamic meiotic function changes in Cluster 0 – 3 (C1-C4) in pseudotime.**

Expression levels (vertical axis) of key genes for “meiotic cell cycle”, “cohesion”, “chromosome segregation” and “DNA double-strand break formation” are ordered in pseudotime.

fig. S18

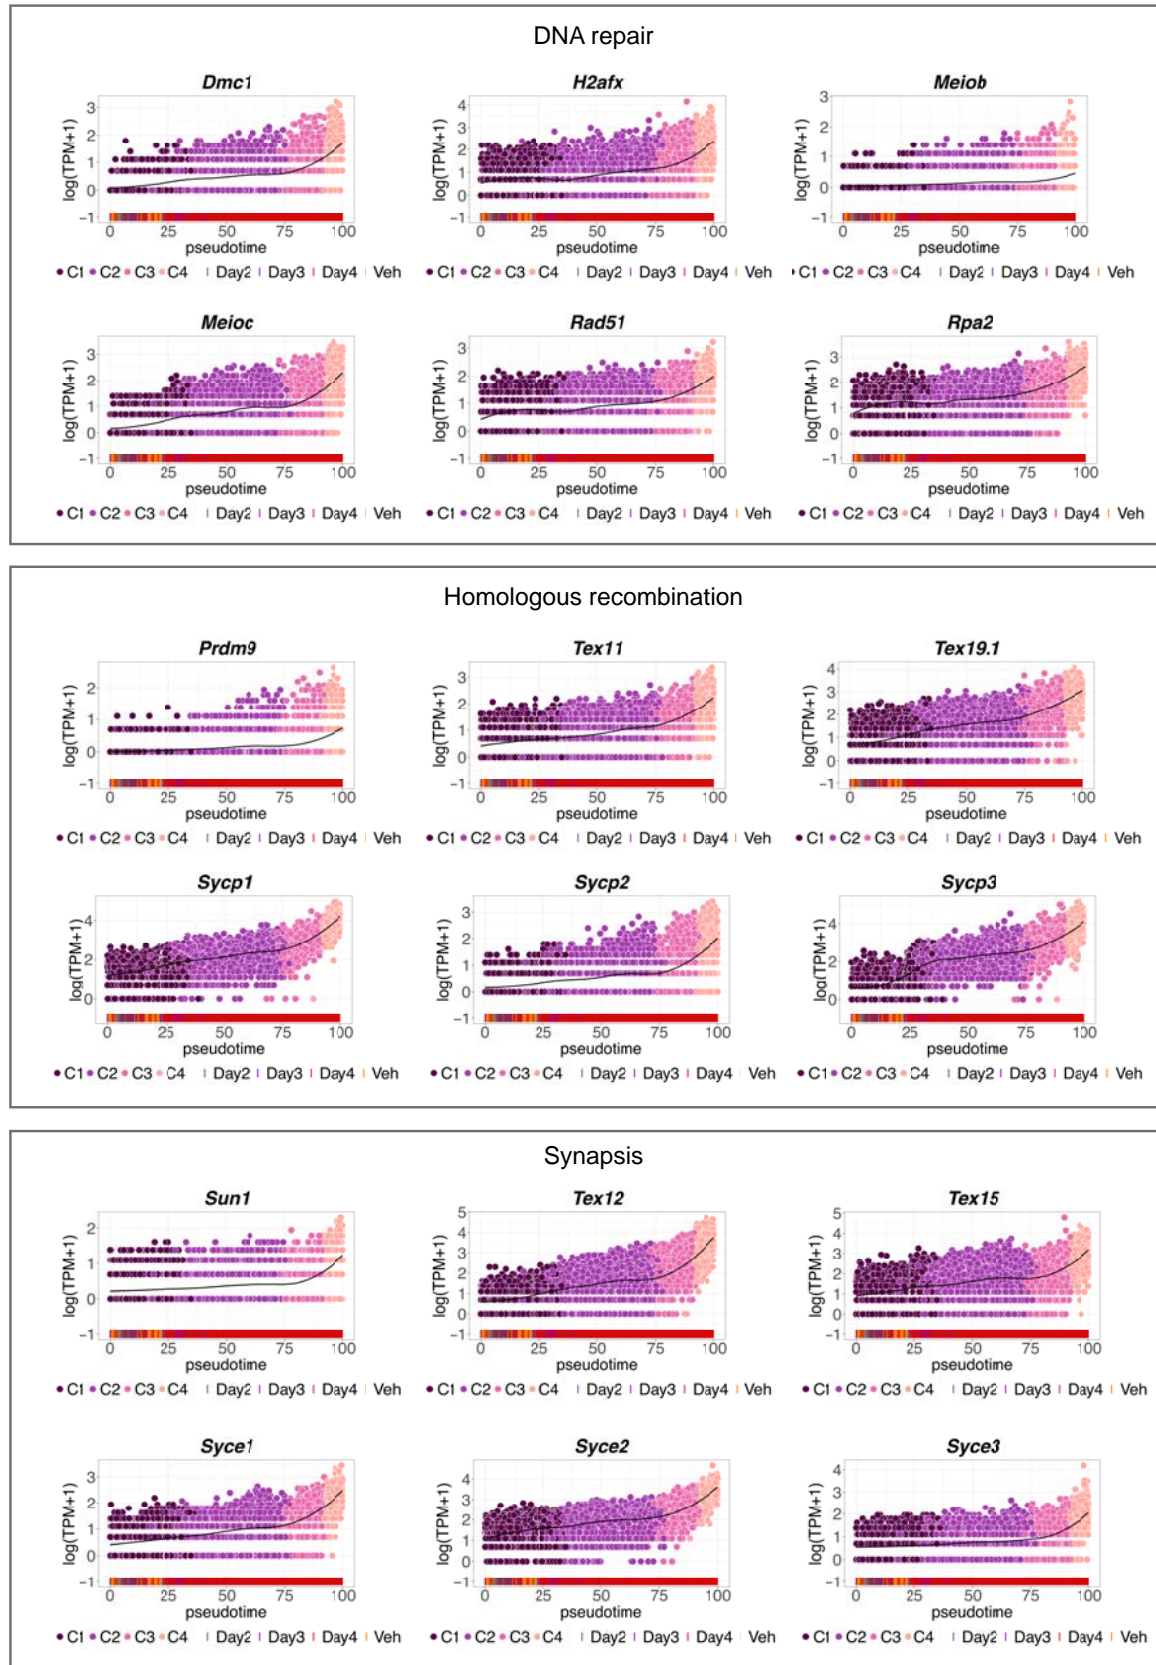

**fig. S18. Single-cell trajectories reveal dynamic meiotic function changes in Cluster 0 – 3 (C1-C4) in pseudotime.**

Expression levels (vertical axis) of key genes for “DNA repair”, “homologous recombination” and “synapsis” are ordered in pseudotime.

fig. S19

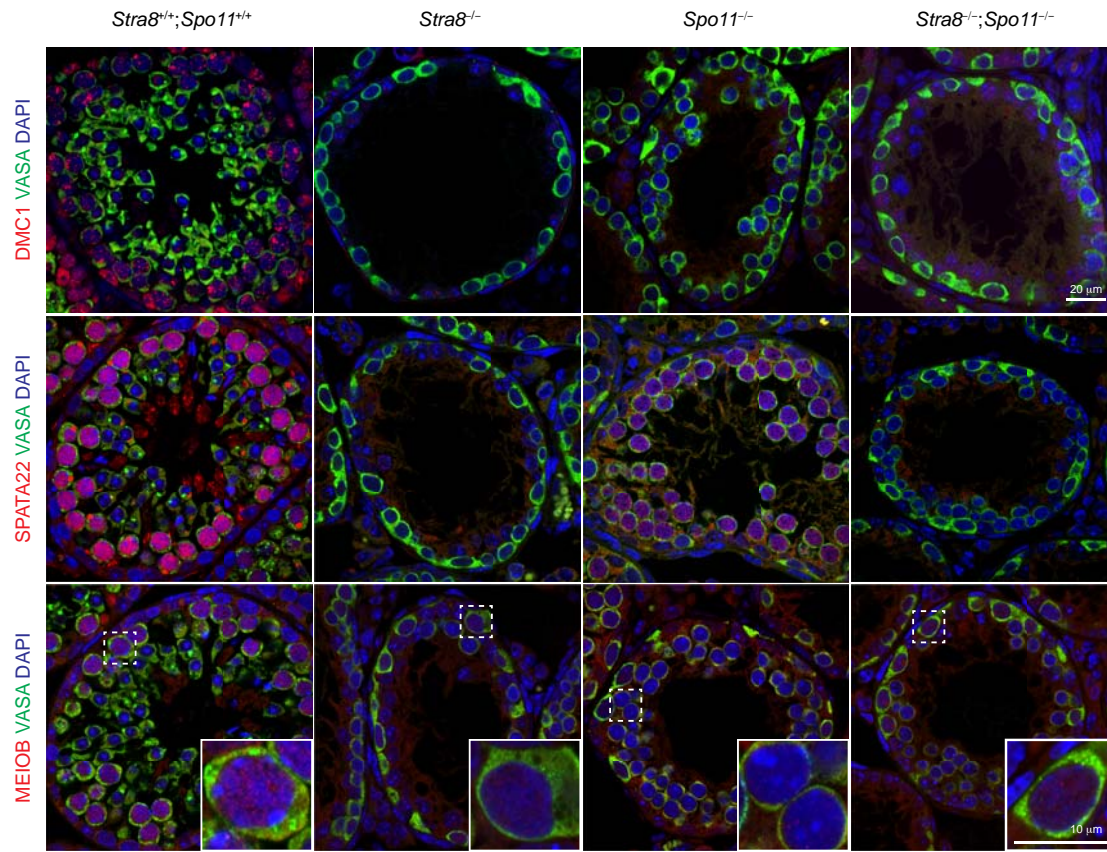

**fig. S19. *Stra8*-deficient germ cells (C57BL/6XDBA/2 F1 hybrid background) lack meiotic DSB formation *in vivo*.**

Immunofluorescent staining for DMC1, MEIOB, and SPATA22 is showed in testicular cross-sections from WT, *Stra8*<sup>-/-</sup>, *Spo11*<sup>-/-</sup>, *Stra8*<sup>-/-</sup>;*Spo11*<sup>-/-</sup> mice (28 days of age). This data indicates that the essential role of *Stra8* for meiotic DSB formation is not genetic background-dependent. Scale bars, 10 μm. Data are representative of three mice from each genotype.

fig. S20

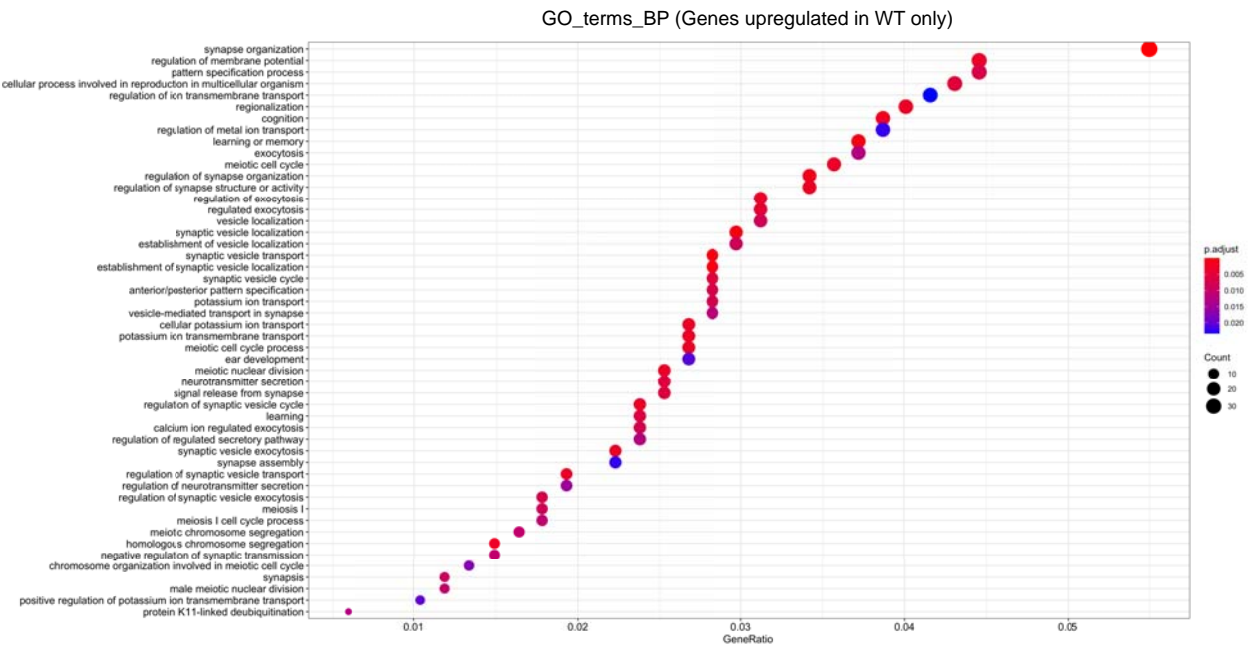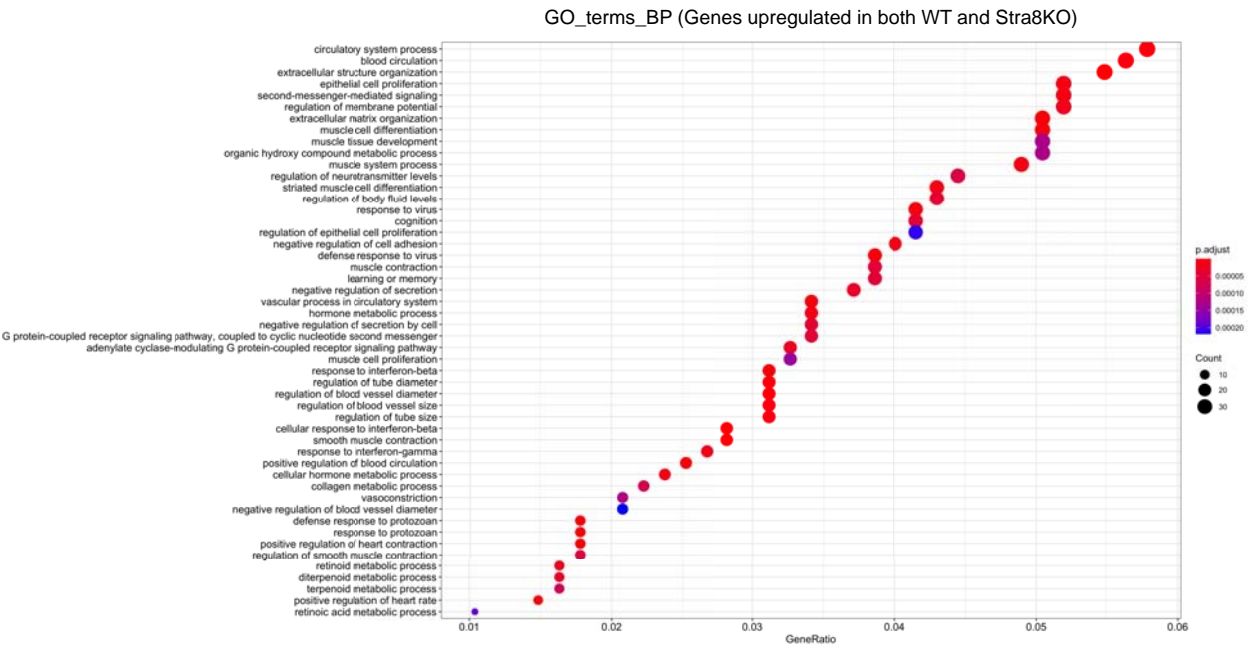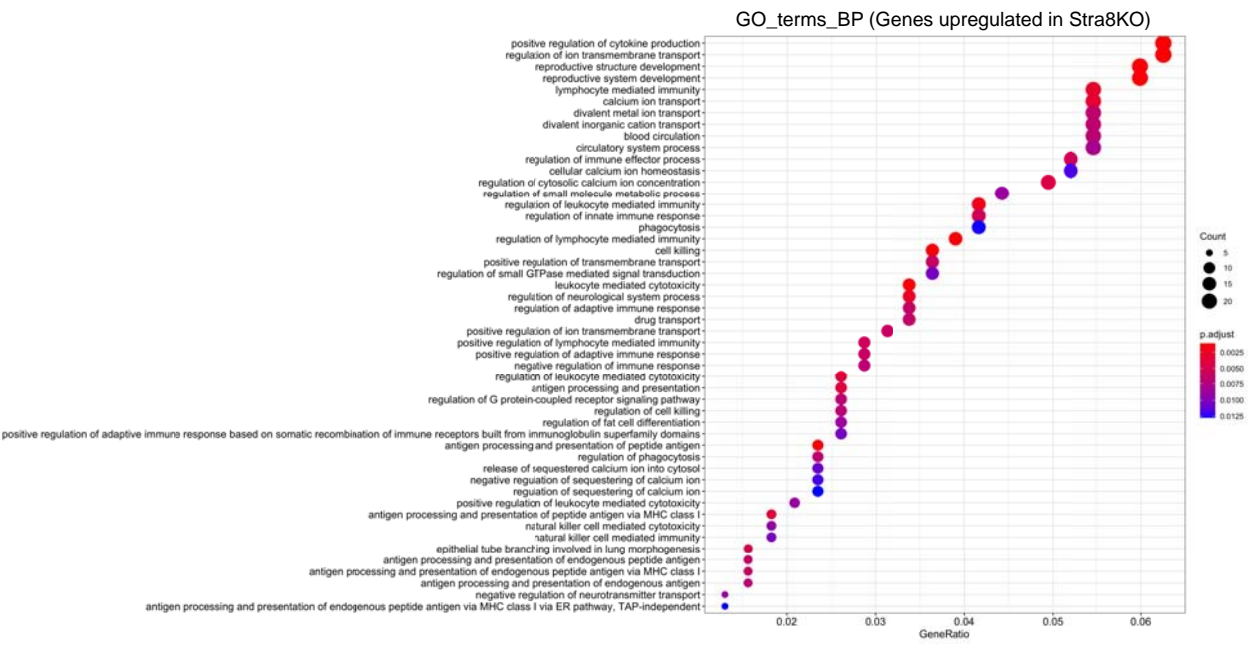

**fig. S20. GO function analysis for upregulated genes in WT and *Stra8*<sup>-/-</sup> SSC cultures.**

(A) The bubble plots show GO enrichment analysis for genes upregulated in WT only. (B) The bubble plots show GO enrichment analysis for genes upregulated in both WT and *Stra8*KO. (C) The bubble plots show GO enrichment analysis for genes upregulated in *Stra8*KO only.

fig. S21

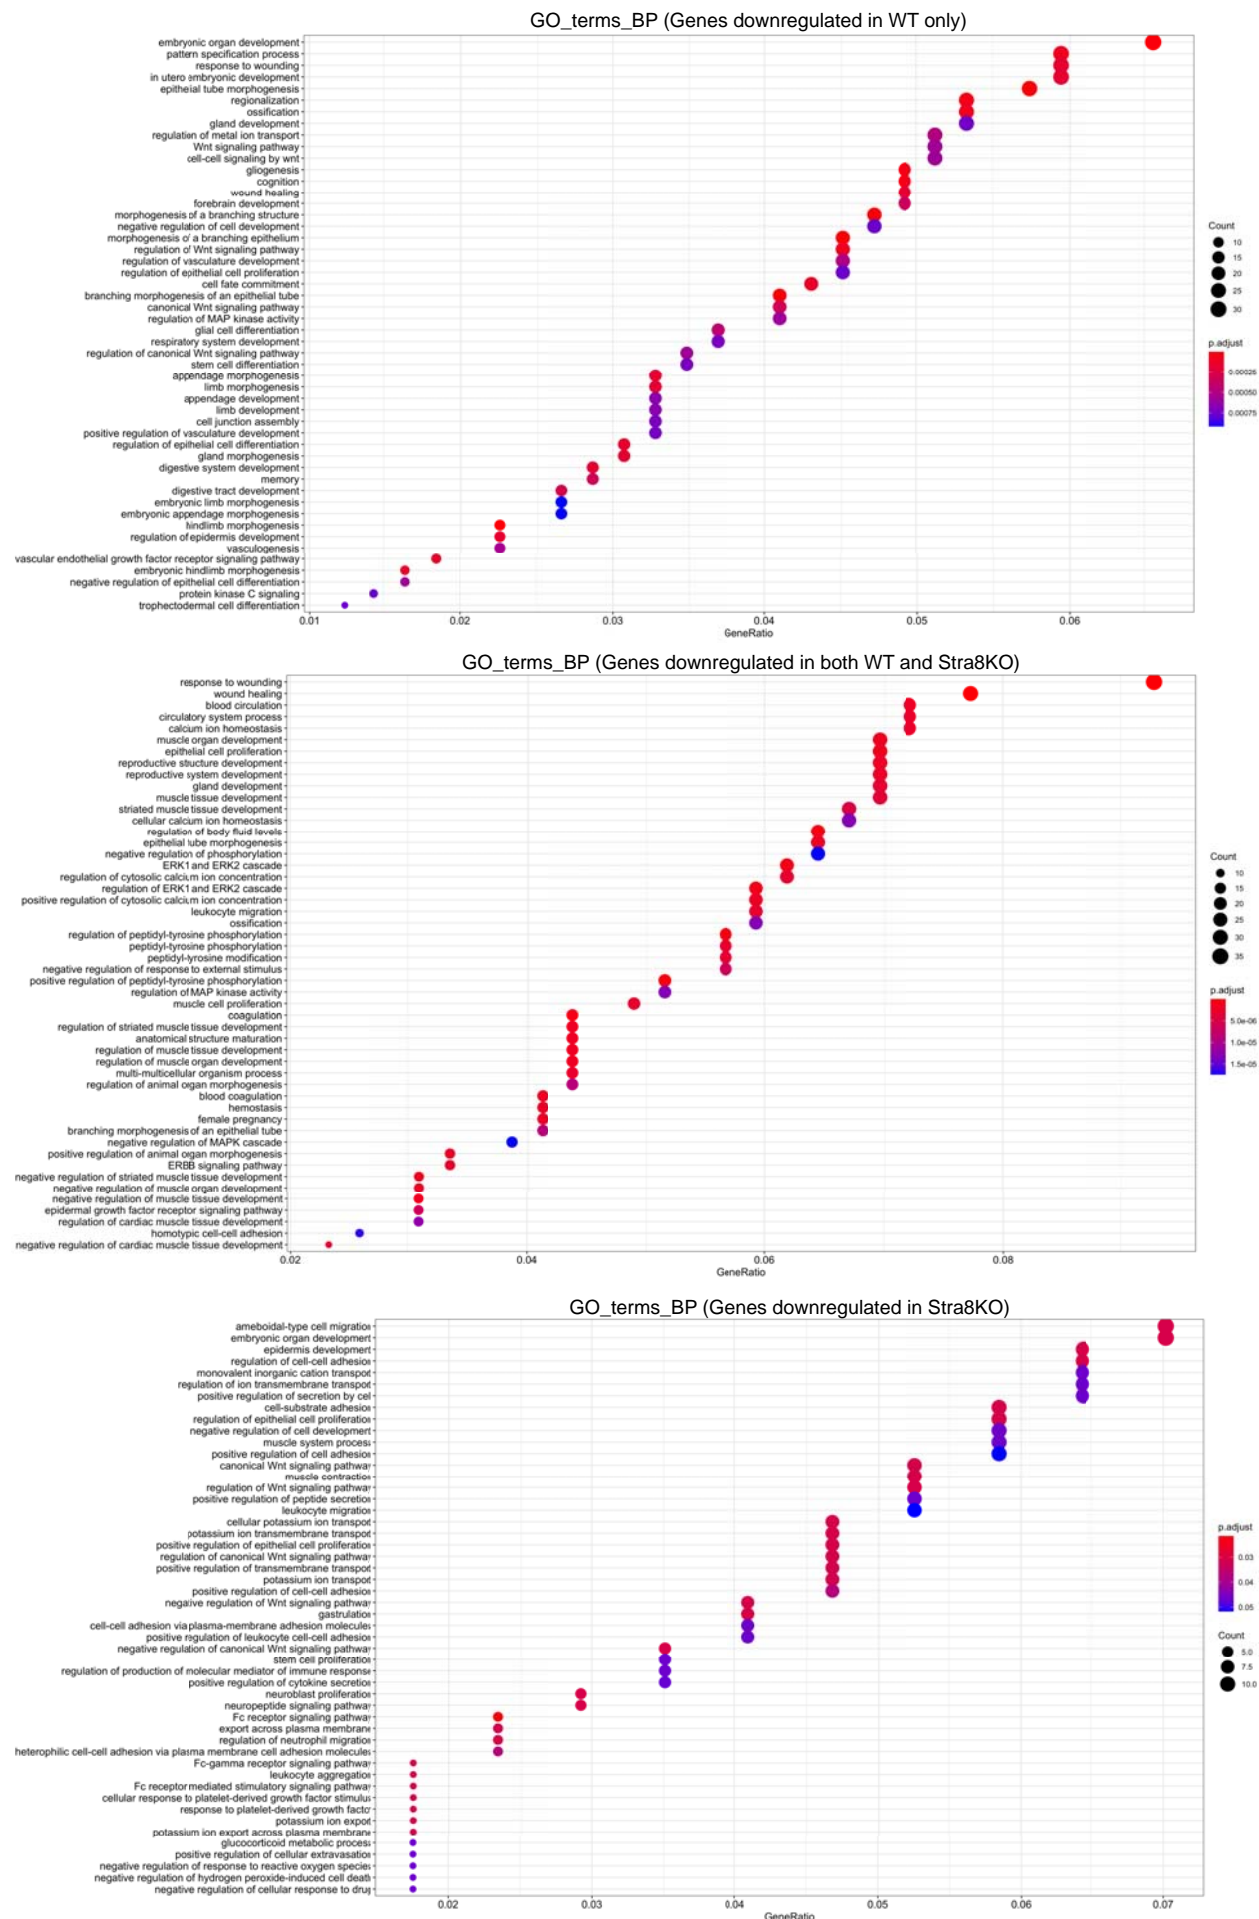

**fig. S21. GO function analysis for downregulated genes in WT and *Stra8*<sup>-/-</sup> SSC cultures.**

(A) The bubble plots show GO enrichment analysis for genes downregulated in WT only. (B) The bubble plots show GO enrichment analysis for genes downregulated in both WT and *Stra8*KO. (C) The bubble plots show GO enrichment analysis for genes downregulated in *Stra8*KO only.

fig. S22

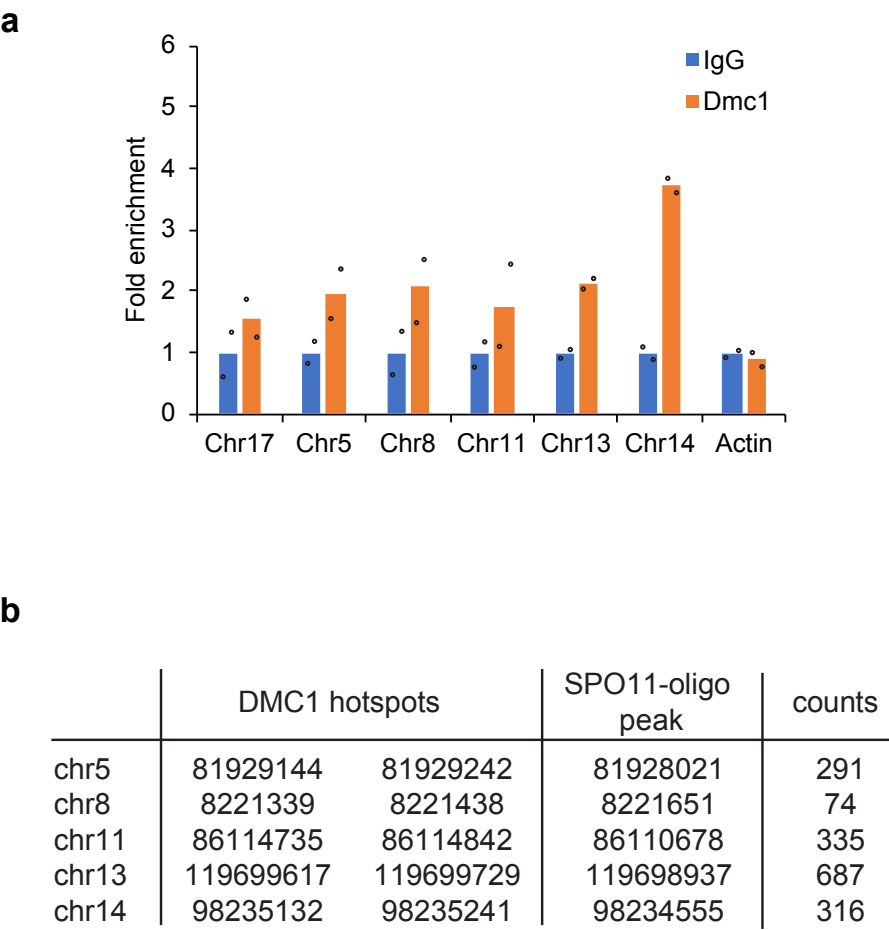

**fig. S22. Recombination hotspots *in vivo*.**

- a.** Enrichment of the DNA corresponding to several published hotspots by anti-DMC1 ChIP estimated by qPCR. ChIP was performed from juvenile testis extracts. Enrichment of the DNA corresponding to genomic regions on Chr17, Chr5, Chr8, Chr11, Chr13, Chr14, and the  $\beta$ -actin gene was estimated by qPCR. n = 2 (duplicate PCR reaction).
- b.** The recombination hotspots are adjacent to SPO11 cleavage sites. Note: SPO11-oligo dataset reported by Lange *et al*, which was mapped to mm10 as reference genome, has been converted to mm9 as reference genome. Data are representative of (A) two independent experiments.

fig. S23

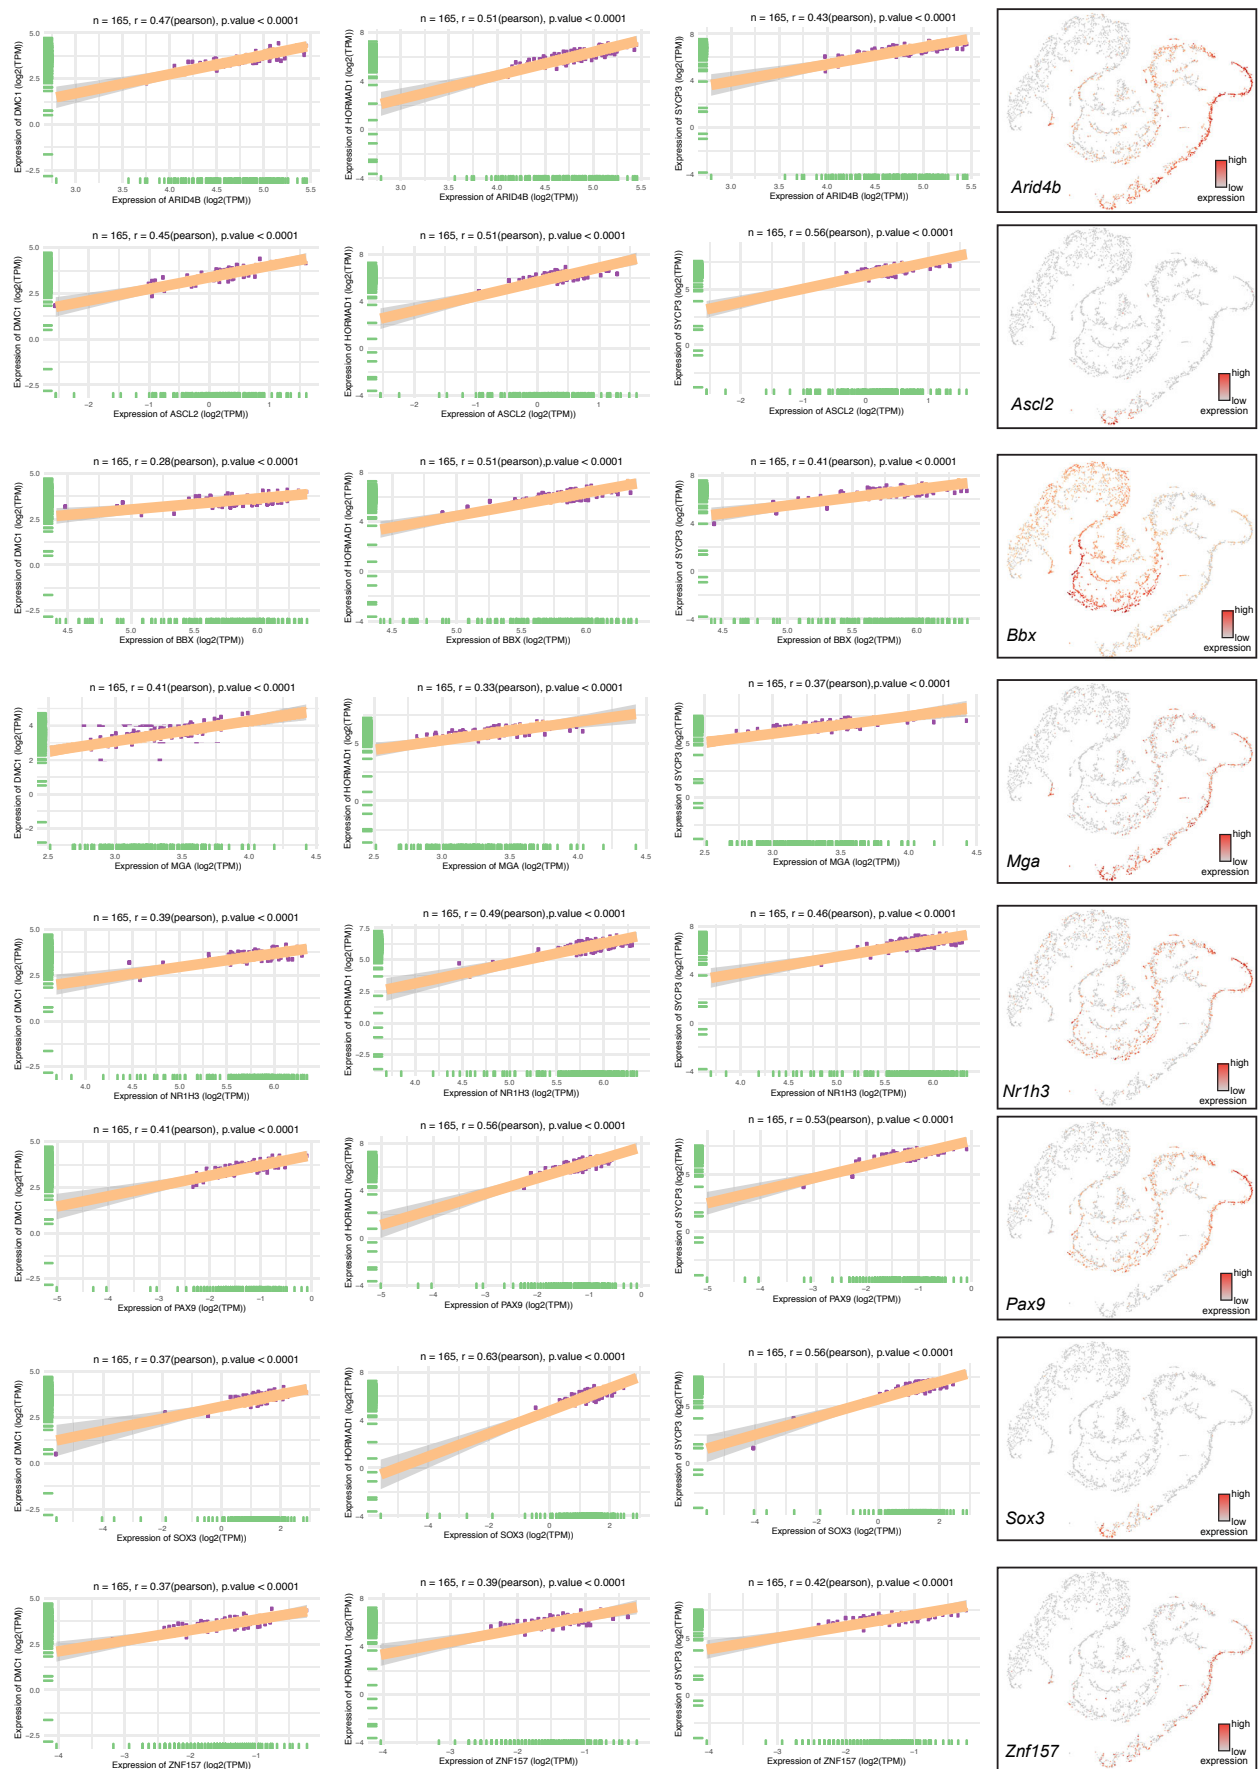

**fig. S23. Correlation of NR-induced TF genes with representative meiotic genes.**

Scatter plots showing correlation of representative TF genes with selected meiotic genes in 165 testis tissues based on the data from Genotype Tissue Expression (GTEx). Note that every dot represents one tissue type. Correlation coefficient ( $r$ ) and  $P$  values were calculated by Pearson's correlation analysis. The linear regression curve is demonstrated. 95% confidence interval (shaded area) is shown in each panel. The range of confidence interval is provided in the Source Data. Two tailed t-statistic  $P$ -value and coefficient ( $R$ ) of Pearson's correlation is shown on the top. The expression pattern of each TF genes in scRNA-seq dataset during *in vivo* spermatogenesis is shown on the right.

fig. S24

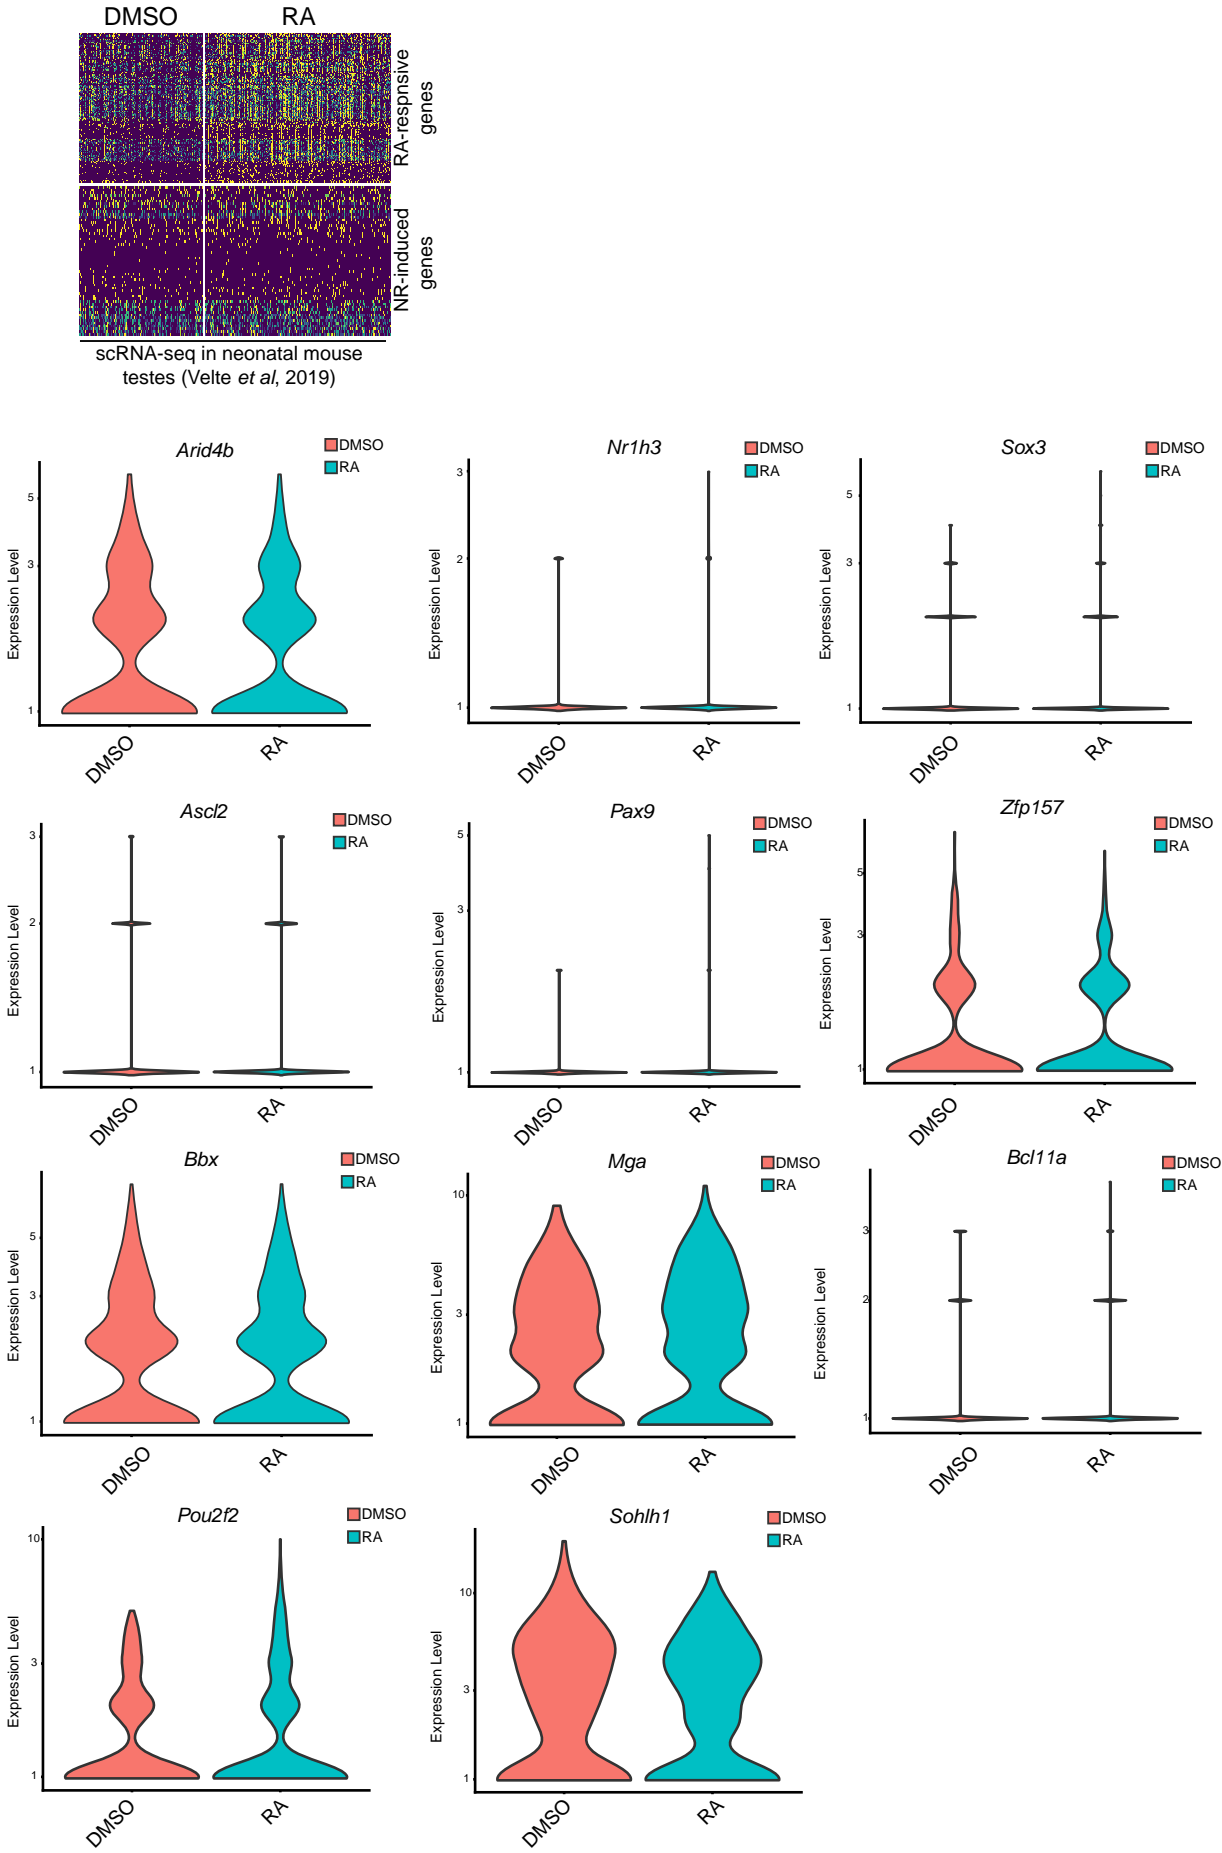

**fig. S24. NR-induced TF genes do not respond to RA treatment *in vivo*.**

(A) Heatmap describing the expression levels of RA-responsive genes and NR-induced TF genes in DMSO and RA treatment in testes at day 5 of age (Velte *et al*, 2019). (B) Violin plots showing NR-induced TF genes profiles in DMSO and RA treatment in *in vivo* (Velte *et al*, 2019).

fig. S25

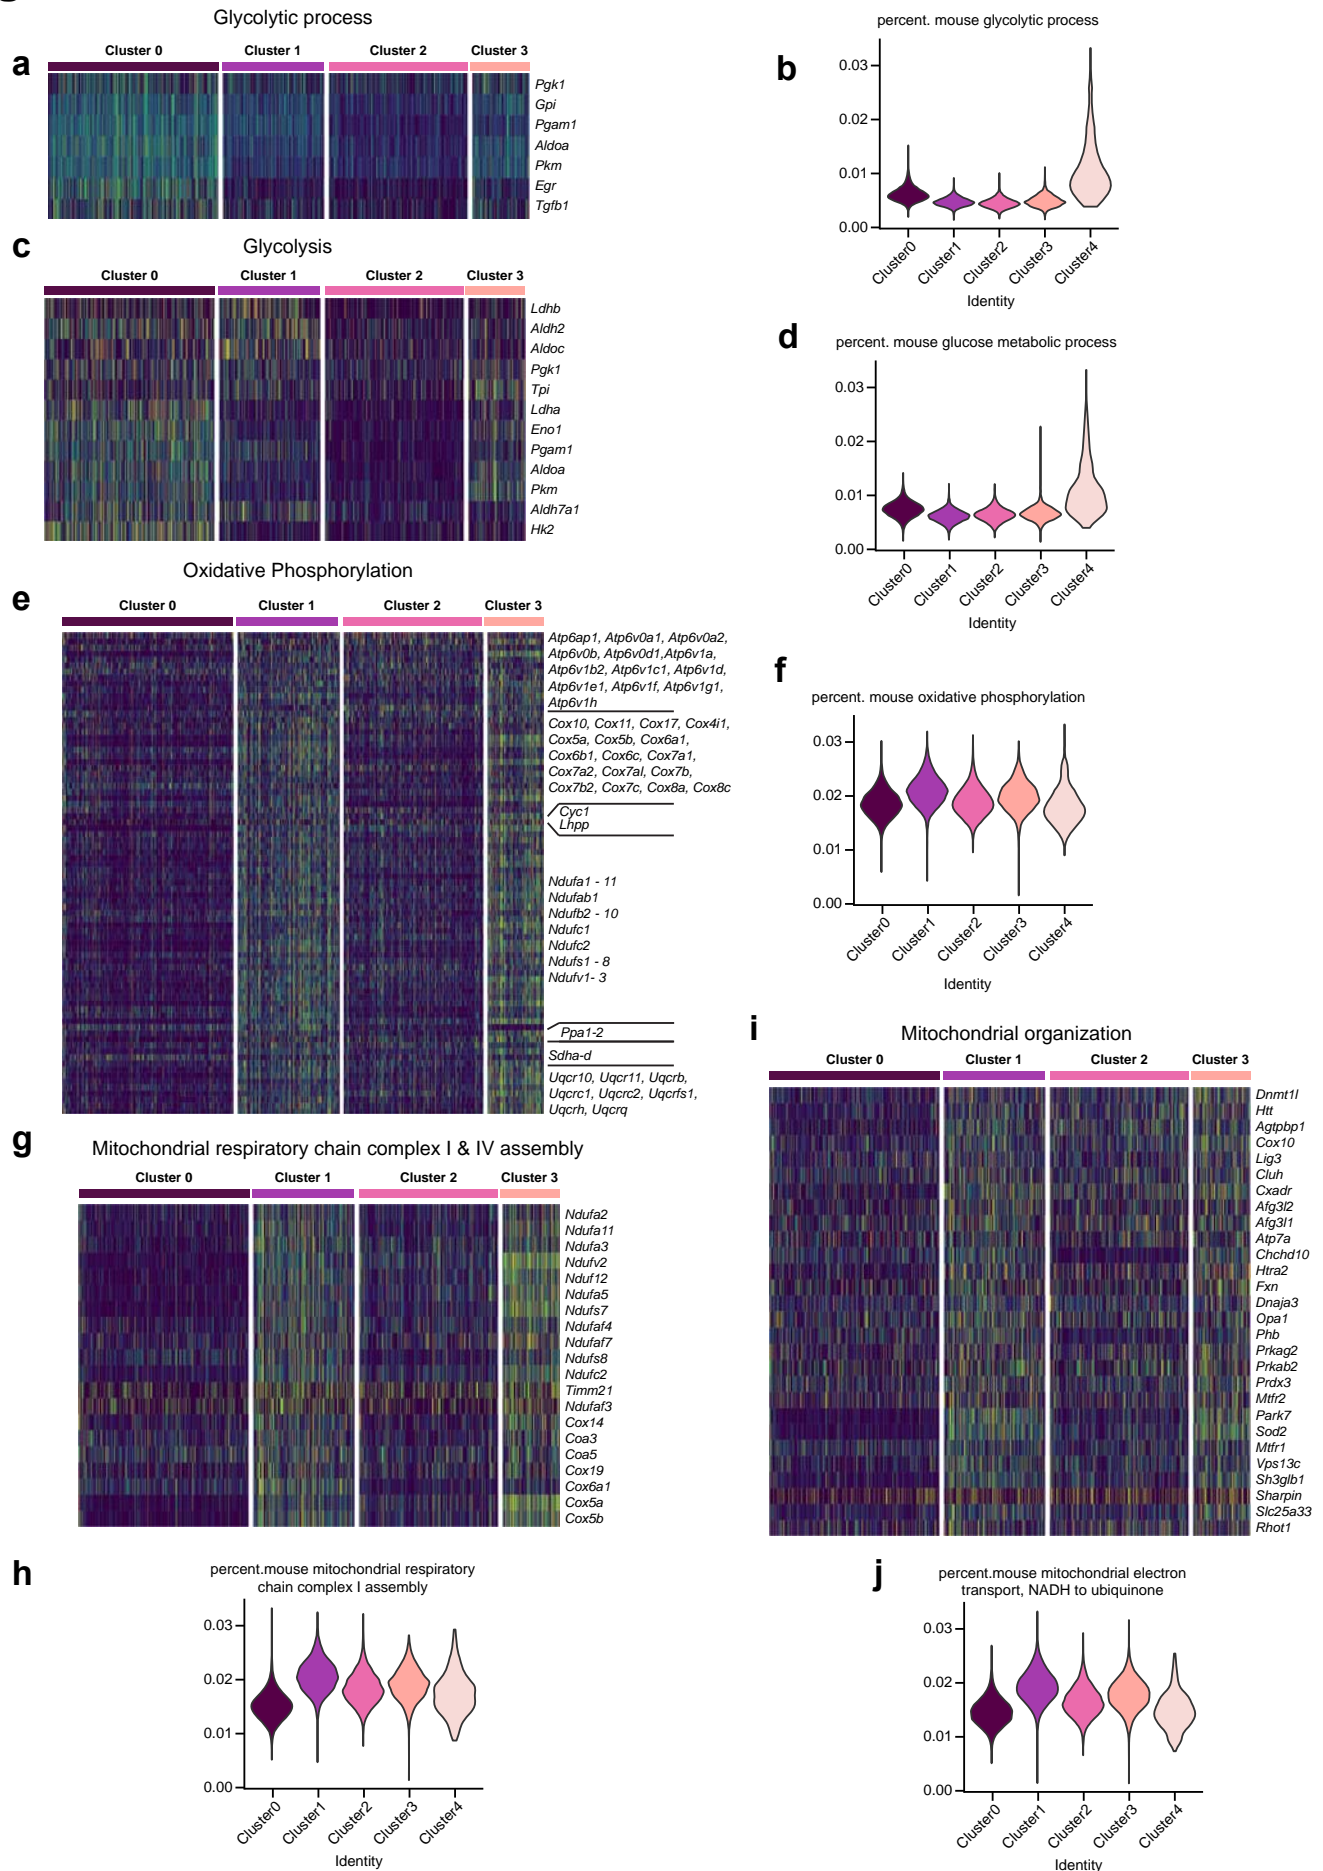

**fig. S25. Analysis of metabolic pathways enriched in GO function terms in Clusters 0 – 3.**

(a-f) Heatmap (left) and violin plot (right) of the enriched glycolytic process, glycolysis and oxidative phosphorylation related genes. Violin plot showing the relative percentage expression levels of glycolytic process, glucose metabolic process, and oxidative phosphorylation related genes versus all the genes in each cluster. (g-j) Heatmap (upper) and violin plot (lower) of the enriched mitochondrial respiratory chain complex I & IV assembly and mitochondrial organization related genes. Violin plot showing the relative percentage expression levels of mitochondrial respiratory chain complex I & IV assembly and mitochondrial electron transport NADH to ubiquinone related genes versus all the genes in each cluster.

**Table S1. Composition of media used in this study**

|                   | Company       | Catalog#   | SSC medium           | "Meiotic progression" medium |
|-------------------|---------------|------------|----------------------|------------------------------|
| N2                | R&D           | AR-009     | 1 X                  | 1 X                          |
| Pyruvic Acid      | Sigma         | P2256      | 200 µg/ml            | 200 µg/ml                    |
| D- (+)-glucose    | Sigma         | G7021      | 6 mg/ml              | 6 mg/ml                      |
| DL-Lactic Acid    | Sigma         | L4263      | 1 µl/ml              | 1 µl/ml                      |
| BSA               | MPBiomedicals | 810661     | 5 mg/ml              | 5 mg/ml                      |
| L-Glutamine       | Sigma         | G7513      | 2 mM                 | 2 mM                         |
| 2-Mercaptoethanol | Sigma         | M3148      | 5X10 <sup>-5</sup> M | 5X10 <sup>-5</sup> M         |
| MEM Vitamin       | Invitrogen    | 11120-052  | 1 X                  | 1 X                          |
| NEAA              | Invitrogen    | 11140-050  | 1 X                  | 1 X                          |
| Ascorbic Acid     | Sigma         | A4544      | 10 <sup>-4</sup> M   | 10 <sup>-4</sup> M           |
| d-Biotin          | Sigma         | B4501      | 10 µg/ml             | 10 µg/ml                     |
| Beta-Estradiol    | Sigma         | E2758      | 30 ng/ml             | 30 ng/ml                     |
| FBS               | Hyclone       | SH30396.03 | 10 µl/ml             | 10 µl/ml                     |
| KSR               | Invitrogen    | 10828-028  | 50 µl/ml             | 100 µl/ml                    |
| Human FGF2        | Peprtech      | 100-18B    | 10 ng/ml             | -                            |
| Rat GDNF          | Peprtech      | 450-51     | 15 ng/ml             | -                            |
| TGF beta          | Peprtech      | 100-21     | -                    | 10 ng/ml                     |
| Melatonin         | Sigma         | M5250      | -                    | 10 <sup>-7</sup> M           |
| DHT               | Sigma         | D-073      | -                    | 10 <sup>-6</sup> M           |
| BPE               | Gibco         | 13028014   | -                    | 50 ng/ml                     |
| FSH               | Sigma         | F4021      | -                    | 200 ng/ml                    |

**Note:**

**Nutrient restriction (NR) medium** is composed of 10% SSC medium plus 90% EBSS.

**RA medium** is composed of SSC medium plus 100 nM RA (Sigma R2625; dissolved in DMSO).

**Nutrient restriction plus RA (NRRA) medium** is composed of NR medium plus 100 nM RA.

## Supplementary Table 2. Primers used in this study.

### A. Primers used for qPCR analysis

|                | Forward primer           | Reverse primer               |
|----------------|--------------------------|------------------------------|
| <i>Dmc1</i>    | ATCGGGATTCCAAGATGATG     | TGCAGAGGGCTCTTCTTGTT         |
| <i>Sycp3</i>   | ACATGGAAAGAAAAGATCTGCTG  | CTGGCTTTGAAAGAAGCTTTG        |
| <i>Spo11</i>   | TTGATTGCTGGCAACTTGAG     | GAAATGTTGCATCCTTCTCG         |
| <i>Actin</i>   | CTGCCGCATCCTCTTCCTC      | GCCACAGGATTCCATACCCA         |
| <i>Gfra1</i>   | CACTCCTGGATTGCTGATGT     | AGTGTGCGGTACTTGGTGC          |
| <i>Zbtb16</i>  | ATAAGTAGATCTGCTTTTCTCCCA | ATGTCGACGTTCTTCCGCCCTCAGAACG |
| <i>Id4</i>     | CAGTGCATATGAACGACTGC     | GACTTTCTTGTTGGGCGGGAT        |
| <i>Pou5f1</i>  | CACGAGTGGAAGCAACTCA      | AGATGGTGGTCTGGCTGAAC         |
| <i>Nanos2</i>  | TTCTTGGCAGTGACGATCAG     | TGAGGTACCTGTCACCCACA         |
| <i>Meiob</i>   | GGCCCGGAAGTATCCGATT      | GCCTTTGACATCTGTTTCCCA        |
| <i>Spata22</i> | GCTGAAGGAGGCGAGGTTTAG    | CAATGGCACAGGCAAACAGC         |

### B. Primers used for ChIP-qPCR analysis

|                | Forward 5' → 3'             | 5' end coordinates | Reverse 5' → 3'             | 5' end coordinates |
|----------------|-----------------------------|--------------------|-----------------------------|--------------------|
| H2ea/<br>Chr17 | GCAAGAGCAGTCAGTGTCTTAACGAA  | 34480167           | GAGGAGATGTCAGTTGATGTTGTAGGA | 34480054           |
| Chr5           | ATAGATTCATAGCAAGGGTTCCTAC   | 81929144           | CAAATGCATGCCTGAAGTAAG       | 81929242           |
| Chr8           | GAGAGACAGTGTGAAAGAGCCCTAT   | 8221339            | TGGGTTGTTGATTCTCCGTTAC      | 8221438            |
| Chr11          | TGCTGTGTCCACACTACCGTATTCT   | 86114735           | GCAGACCTCCACAAAATGTACCC     | 86114842           |
| Chr13          | GGTAAGTGGGGAATCTGTTGCAT     | 119699617          | GGCCAGCCTAGAATTTTCTACACAT   | 119699729          |
| Chr14          | ATATATAGTCCAGGATTTGAACTGTCG | 98235132           | CATACAATTTTGGGCAAGACTGA     | 98235241           |
| ActB/<br>Chr5  | CACCCATCGCCAAAACCTCTTCATCCT | 143665170          | CGCACAGTGCAGCATTTTTTTACC    | 143665301          |
| Gapdh/<br>Chr6 | GCTCACTGGCATGGCCTTCCGTG     | 125113572          | TGGAAGAGTGGGAGTTGCTGTTGA    | 125113289          |

# Supplementary material for: Nutrient restriction synergizes with retinoic acid to induce mammalian meiotic initiation in vitro
**Source:** Nat Commun. 2021 Mar 19;12:1758. doi: 10.1038/s41467-021-22021-6
**Supplement:** Supplementary file 10 — Description of Additional Supplementary Files

**Supplementary Data 1.**

**Description:** Genes regulated by normal medium, RA treatment, NR treatment, NRRA treatment detected by RNA-seq.

**Supplementary Data 2.**

**Description:** GO terms for clusters 1 to 4 in RNA-seq.

**Supplementary Data 3.**

**Description:** GSEA analysis.

**Supplementary Data 4.**

**Description:** Clustering information for the 165 meiosis genes.

**Supplementary Data 5.**

**Description:** GO terms for Cluster 0 to 3 in scRNA-seq.

**Supplementary Data 6.**

**Description:** Clustering information for RNA-seq analysis in WT, *Stra8*-deficient, and *Spo11*-deficient SSC cultures under normal medium and NRRA treatments.

**Supplementary Data 7.**

**Description:** Differentially expressed genes in WT and *Stra8*-deficient SSC cultures.

# Supplementary material for: Nutrient restriction synergizes with retinoic acid to induce mammalian meiotic initiation in vitro
**Source:** Nat Commun. 2021 Mar 19;12:1758. doi: 10.1038/s41467-021-22021-6
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

scRNA-seq UMI counts were estimated from the raw data using the Cell Ranger v.1.3. Confocal images were captured using Nikon NIS Elements (version 5.21). QuantStudio Software was used for qPCR data collection.

#### Data analysis

Images were processed using Nikon NIS Elements (version 5.21) and Adobe Photoshop 2021.

All data analyses were done using custom R code:  
 STAR (v.2.5.2b) was used for read mapping.  
 Sequence data is converted from .bcl file format to fastq file format using bcl2fastq software.  
 Pheatmap R packages was used to plot heatmaps.  
 ggplot2 R package (v3.1.0) was used for data visualization.  
 Cell Ranger(v1.13) was used to generate the single-cell expression raw counts.  
 Seurat R package (v3.1) was mainly used to analyze the scRNA-seq data, in addition to some custom R code.  
 Monocle package (v2.10.0) was used for pseudotime construction.  
 The R/Bioconductor sva package (3.30.1) was used to remove batch effect between scRNA-seq and bulk RNA-seq data.  
 Differentially expressed genes (DEGs) were calculated by DESeq2.  
 Trajectories were calculated by using the diffusion map results as an input data and using the Slingshot R package.  
 Gene Ontology (GO) analysis of genes were analyzed by clusterProfiler package.  
 GSVA heatmap was generated by R package GSVA.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. FastQ files of RNA-seq and single-cell RNA-seq are available on Gene Expression Omnibus (GEO) database under accession code: GSE153300. Files used to generate the results are available on Zenodo: <https://doi.org/10.5281/zenodo.4535405>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size calculation was not performed in this study. Sample size was determined based on previous studies and literatures, e.g., EMBO J (2017) 36:3100-3119, Nat Cell Biol (2019) 21:835-844. Sample sizes are detailed in the figure legends.               |
| Data exclusions | Quality filtering of single-cell transcriptional profile follows standard procedure ( <a href="https://satijalab.org/seurat/articles/pbm3k_tutorial.html">https://satijalab.org/seurat/articles/pbm3k_tutorial.html</a> ) and is explicitly described in Method. |
| Replication     | All the sequencing experiments includes two independent biological replicates; all of other experiments includes at least two or three biological replicates and were repeated independently at least three times with reproducible results.                     |
| Randomization   | Animals were randomized into the experimental groups. For cell culture experiments, randomization was not used, because cells were maintained and handled in the same way by the same researcher regardless of the treatments.                                   |
| Blinding        | No blinding was used, because genotyping for mice and cell culture treatment are needed to be conducted by the researcher.                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | DMC1 Sigma HPA001232 diluted 1:100<br>SYCP3 Santa Cruz Biotechnology Sc-74569 diluted 1:400<br>SPATA22 Proteintech 16989-1-AP diluted 1:100<br>MEIOB Gift from Jeremy Wang lab diluted 1:100<br>RAD51 Millipore PC-130 diluted 1:200<br>γH2AX Millipore 05-636 diluted 1:800<br>DDX4 Abcam Ab13840 diluted 1:500<br>GFRA1 R&D AF560 diluted 1:200 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

CDH1 BD 610181 diluted 1:800

Secondary donkey anti-mouse, anti-rabbit or anti-goat antibodies conjugated to AlexaFluor-488, AlexaFluor-546 or AlexaFluor-647 were purchased from Thermo Fisher and used at 1:500 dilution.

## Validation

All of the antibodies used in this study are commercially available and validated for the application and species by the manufacturers, whose data are described at the manufacturer's website.

DMC1 Sigma HPA001232 (validation: DOI: 10.1016/s1097-2765(04)00218-7)

SYCP3 Santa Cruz BioSc-74569 (validation: DOI: 10.1126/sciadv.abb1660)

SPATA22 Proteintech 16989-1-AP (validation: DOI: 10.1038/ncomms3788)

MEIOB Gift from Jeremy Wang (validation: DOI: 10.1038/ncomms3788)

RAD51 Millipore PC-130 (validation: DOI: 10.1242/jcs.046706)

γH2AX Millipore 05-636 (validation: DOI: 10.1038/ncomms9036)

DDX4 Abcam Ab13840 (validation: DOI: 10.1093/biolre/ioaa042)

GFRA1 R&D AF560 (validation: DOI: 10.1016/j.celrep.2019.11.100)

CDH1 BD 610181 (validation: DOI: 10.1016/j.chom.2020.10.002)

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

The WT, Stra8KO, Spo11KO mouse primary spermatogonia cell cultures in C57BL/6XDBA2 F1 backgrounds were generated by the our laboratory. The mouse primary spermatogonia cell cultures in CD1 background was generated by the our laboratory.

### Authentication

Validated by staining using antibodies against marker protein expression in undifferentiated spermatogonia. RNA-seq and scRNA-seq results further confirmed global gene expression pattern that is consistent with undifferentiated spermatogonia.

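In vehicle-treated cultures, genes of undifferentiated spermatogonia named in the paper were expressed at 179 ± 11.8 CPM (*Etv5*; SD, n = 2), 164 ± 10.8 (*Zbtb16*), 143 (*Bcl6b*), 101 (*Gfra1*), 89.8 (*Sall3*), 63.0 (*Barhl2*), 58.1 (*Lhx1*), 40.8 (*Pou5f1*), 33.9 (*Tcl1*), 14.3 (*Id4*) and 3.46 (*Nanos2*), while the differentiation markers *Kit*, *Stra6* and *Cyp26a1* were at 6.32, 1.43 and 0.456 CPM. With *Nanos3*, the 12 undifferentiated genes fell by a median of 2.11 on the log2 scale in RA vs Veh (camera, adjusted p = 4.06e-62) and by 3.32 in NRRA vs Veh (adjusted p = 2.12e-47), and their median in NR was -0.28 (adjusted p = 0.0237). The response to RA was stronger under nutrient restriction, with a median interaction of -0.75 (adjusted p = 4.47e-14), or -0.439 without NRRA replicate 2. GDNF and FGF2, which the paper names as maintaining stem cell renewal, were also diluted there, so this cannot be assigned to nutrients alone. *Zbtb16* fell by 2.36 in RA (SE 0.0573, edgeR adjusted p = 3.55e-21) and fell by 2.21 in NRRA (SE 0.0551, adjusted p = 8.85e-22), and *Gfra1* fell by 0.42 in RA (SE 0.0534, adjusted p = 4.71e-07) and fell by 1.90 in NRRA (SE 0.0583, adjusted p = 7.25e-20). *Nanos2* had at most 3 counts in each RA and NRRA library and was at least 26.9-fold lower in RA and at least 34-fold lower in NRRA. *Gm45058* overlaps 49% of its exon bases on the opposite strand. *Id4* fell by 1.85 in RA (SE 0.125, adjusted p = 4.68e-12) and did not differ from Veh in NRRA (0.091, SE 0.0949, adjusted p = 0.431, or -0.15 without the trend with GC content and gene length). The remaining 8 genes fell in RA and in NRRA, from -0.81 (*Etv5*) to -4.02 (*Barhl2*) in RA and from -1.91 (*Pou5f1*) to -5.40 (*Barhl2*) in NRRA.

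Among differentiation markers, *Kit* rose by a log2 fold change of 5.03 in RA (SE 0.0685, edgeR adjusted p = 9.37e-27), 1.91 in NR (SE 0.0877, adjusted p = 7.97e-16) and 5.82 in NRRA (SE 0.0667, adjusted p = 1.26e-28). *Cyp26a1* rose by 8.00 in RA (SE 0.12, adjusted p = 6.99e-26) and 7.57 in NRRA (SE 0.124, adjusted p = 1.45e-25), and did not differ from Veh in NR (-0.61, SE 0.452, adjusted p = 0.337). *Stra6* rose by 4.73 in RA (SE 0.146, adjusted p = 5.24e-19) and 3.32 in NRRA (SE 0.169, adjusted p = 3.66e-15), and fell by 1.81 in NR (SE 0.38, adjusted p = 0.000335). *Ccnb1* fell by 0.26 in RA (SE 0.0533, adjusted p = 0.00025), by 0.39 in NR (SE 0.0538, adjusted p = 1.12e-06) and by 0.40 in NRRA (SE 0.0528, adjusted p = 3.99e-07). Together with *Sohlh1*, these 5 genes had a median of 4.73 in RA (camera, adjusted p = 1.67e-45), 3.32 in NRRA (adjusted p = 1.81e-18) and -0.39 in NR, where *Kit* and *Sohlh1* rose and the list test pointed upwards (adjusted p = 0.177, or 0.00044 with fry).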

### Mycoplasma contamination

Tested negative by Sigma mycoplasma detection kit.

### Commonly misidentified lines (See [ICLAC](#) register)

None of the cell lines used in this study is listed in the database of commonly misidentified cell lines maintained by ICLAC.

How the deposited data were processed for this re-analysis (not part of the article)

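RNA-seq libraries of cultured spermatogonial stem cells were analysed in 4 conditions, namely Veh, RA, NR and NRRA, with 2 libraries each, which the paper describes as independent biological replicates. Conditions and replicate numbers were taken from the sample labels and checked against the paper. The knockout, testis, quantitative PCR and single-cell experiments of the paper were not analysed here.

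The authors mapped the reads with STAR and deposited a table of counts, the number of reads assigned to each gene in each library, as whole numbers without normalization. The paper's text does not name the counting program, the genome build or the use of the strand. The stranded library protocol allows counting by strand, which could not be checked, so counts of genes that overlap another gene are uncertain. The share of exon bases that overlaps is given beside some of the named genes. Among members of the lists it was 24% for *Ecsit* (with *Gm16845*), 23.8% for *Ddb2* (*Acp2*), 21.2% for *Psmc3ip* (*Mlx*), 15.4% for *Rad54l* (*Lrrc41*), 14.1% for *Pou5f1* (*Gm19553*), 14.1% for *Mrpl10* (*Gm11574*), 13.3% for *Gna12* (*Amz1*) and 12.8% for *Cox5a* (*Gm26631*), all on the opposite strand. The share was also 70.2% for *Cntd1* (*Becn1*), 62.4% for *Tagln* (*Gm48529*), 20.1% for *Fbn1* (*Gm9913*) and 18.3% for *Spdya* (*Trmt61b*), on the opposite strand. For *S100a4* it was 51.7% (*Gm42674*), on the same strand. Smaller shares are not given for each gene. Each of the 8 columns of counts was matched to a library by its label, and 0 columns of the table had no sample. Gene identifiers were matched to GENCODE M21, which gave coordinates on GRCm38, exon overlaps, GC content and gene length. Of 55421 identifiers, 55240 were found in that annotation. GC content and gene length were known for 20448 of the 20477 tested genes and for all genes of the meiosis list described below.

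All computations were made in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and figures in Python 3.11.15 with matplotlib 3.10.9. Counts were filtered with edgeR's filterByExpr by condition and normalized with TMM, and a quasi-likelihood model with 1 coefficient per condition was fitted to all 8 libraries, so that all comparisons share 1 estimate of the spread. The 6 pairwise comparisons and the interaction of RA and nutrient restriction were tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment within each comparison. Genes were called at an adjusted p under 0.05 and a fold change of at least 2. CPM values were computed with TMM-scaled library totals. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. For genes with at most 3 counts in each library of a condition, the fold was computed against 3 counts and is given as a bound.

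With total counts between 19261333 and 30023585 per library, 1 CPM stands for about 20 to 30 reads, and genes near 1 CPM have wide errors. The edgeR model was tested on simulated data, with counts drawn from the means and library totals of the real genes and 200 genes changed by known folds. It recovered 195 of the 200 (97.5%) with 5 false calls among 20477 genes, while DESeq2 recovered 185 (92.5%) with 0 false calls. For the interaction, edgeR recovered 187 and DESeq2 170. All 200 genes were changed by more than 2-fold, so the recovery of smaller changes or smaller interactions was not tested. A contrast without change gave 0 calls in both.

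Gene lists were tested with camera (correlation preset to 0.01), with fry and with camera using an estimated correlation. The lists were the 165 genes of Supplementary Data 4 with *Gm4969*, genes named in the text, Fig. 1e, Fig. 1h and Fig. 7b, genes of the synaptonemal axis and of meiotic recombination, markers of undifferentiated and differentiating spermatogonia, germ cells and fibroblasts, *Xist* and 4 Y chromosome genes, and genes of the amino acid response, sterol synthesis, lysosome and autophagy, interferon response, ribosome biogenesis, glycolysis and oxidative phosphorylation. *Gcna*, a germ cell marker, had no match in the table and was left out, so 5 germ cell markers were tested. Hierarchical clustering of the tested genes used z-scores of log2 CPM, Euclidean distance, complete linkage and 4 clusters. The paper names the pheatmap package and no scale, distance or linkage, and its clusters hold 14728 genes against the 20477 used here, so neither the settings nor the genes are known to be those of the paper. The GO, hallmark and transcription factor annotations were not used here.

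The grouping of samples, the tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The genes named are those in the paper's sentences and lists and, for NRRA vs Veh and for the interaction, the 5 called genes with the largest positive and the 5 with the largest negative log2 value among those with a mean of at least 50 counts, for NRRA vs Veh also without overlap between the libraries of both conditions. The alternatives fixed then were DESeq2 in place of edgeR, DESeq2 size factors or library totals in place of TMM, no filter or at least 10 counts in every library, an adjusted p alone or with a fold change of 1.5, the replicate number as a block, a fit of the compared conditions alone, each library left out in turn, fry and the estimated correlation for lists, and Ward linkage, k-means, z-scores of CPM or a restriction to genes that differ among conditions for the clusters. A correction for the trend with GC content and gene length, thinning of counts to the smallest library total and the excess of NRRA on the linear scale were added after the values were seen. Supplementary Data 1 and 2 were held in part, with 1052 and 1999 genes, and no set test was run on them.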

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

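The tests of retinoid signalling and of feeder cells in this part were chosen only after the results were seen.

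The effect of RA on the log scale was larger under nutrient restriction than in complete medium for 161 genes and smaller for 298 genes (edgeR's interaction test, adjusted p under 0.05 and a difference of at least 2-fold). The paper does not report a test of this difference gene by gene. One technical explanation is noise in the Veh libraries, which enter the RA and the NR effect alike, so that a gene low in Veh by chance appears raised by both and has a negative interaction. Of the 172 genes called higher in both RA and NR, 95.3% had a negative interaction value. In 20 data sets simulated without any interaction the share was between 78.4% and 85.3%, with a median of 82.1%, so shared noise may account for much of the negative share and left part of it unexplained. Removing the trend with GC content and gene length gave 160 larger and 330 smaller effects, and thinning all libraries to the smallest total gave 132 and 303, which argues against either as the whole source. DESeq2 gave 100 and 168. At a 1.5-fold difference the numbers were 416 and 612, and with an adjusted p under 0.05 and no fold threshold 1304 and 1348, so the excess of smaller effects lay among the larger differences. A response to RA and nutrient restriction that is less than multiplicative for genes raised by both remains a hypothesis.

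The largest fitted positive interactions among called genes with a mean of at least 50 counts were those of *Csn3*, *Prss35*, *Pcdh10*, *A730049H05Rik* and *Gm16499*, none of which the paper names in its text. *Prss35* had 13.5 ± 0.196 CPM (SD, n = 2) in Veh, 9.13 ± 0.373 in RA, 6.55 ± 0.945 in NR and 50.3 ± 0.193 in NRRA, an interaction of 3.48 (SE 0.137, adjusted p = 2.32e-15). *Pcdh10* had 1.70, 1.21, 1.53 and 7.63 CPM in the same order, an interaction of 2.78 (SE 0.319, adjusted p = 4.82e-07). *A730049H05Rik*, with 1.43, 1.66, 2.58 and 16.8 CPM, had an interaction of 2.50 (SE 0.312, adjusted p = 1.87e-06), and *Adamts9* overlaps 36.9% of its exon bases on the opposite strand. *Gm16499*, with 2.16, 0.480, 2.94 and 3.60 CPM, had 2.46 (SE 0.352, adjusted p = 1.41e-05), and *Tril* overlaps 39.4% of its exon bases on the opposite strand. Reads shared with these neighbours could add to either value. The interaction of *Tril* was 2.41, with log2 fold changes of -2.08 in RA and 0.81 in NR, near those of *Gm16499* (-2.17 and 0.45). *Adamts9* had an interaction of 0.90 and fell by 0.65 in RA, where *A730049H05Rik* had 0.20. Counts of *Gm16499* may therefore stem from *Tril*, which was not tested read by read, and thinning left its interaction at 2.36. *Csn3* had 0 counts in both NR libraries, so its fitted interaction of 4.58 (SE 1.52, adjusted p = 0.0476) depends on the prior count. It was at least 38.9-fold higher in NRRA than in NR, which with NR set at the detection floor gives an interaction of -0.0719, so the counts do not establish a positive one. Its adjusted p was 0.0877 with DESeq2, 0.0546 with library totals and 0.0723 after thinning. Across all its alternatives, the adjusted p of *Csn3* lay between 0.0217 and 0.0877. For the other 4 genes, each alternative that gave a call kept it.

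The largest negative interactions were those of *Lgr5*, *Chl1* and *Agtr2*, together with *Stra8* and *Dio3*. *Lgr5* rose from 0.207 ± 0.223 CPM in Veh to 12.3 ± 0.911 in NR and was at 0.301 ± 0.065 in RA and 0.871 ± 0.221 in NRRA, an interaction of -4.40 (SE 0.726, adjusted p = 0.000101), or -6.37 without Veh replicate 2. *Chl1* rose from 4.42 ± 0.302 CPM to 32.6 ± 0.844 in NR and had 2.77 ± 0.919 in RA and 1.83 ± 0.22 in NRRA, an interaction of -3.41 (SE 0.254, adjusted p = 2.4e-10). *Agtr2* rose from 10.9 ± 0.824 CPM to 37.3 ± 2.27 in RA and 48.0 ± 0.416 in NR, and had 16.6 ± 0.445 in NRRA, an interaction of -3.30 (SE 0.109, adjusted p = 5.88e-17). *Dio3* had an interaction of -2.54 (SE 0.359, adjusted p = 1.18e-05), or -3.00 without Veh replicate 1. Without Veh replicate 1 the interaction was -3.61 for *Lgr5*, -3.38 for *Chl1* and -3.26 for *Agtr2*, and without Veh replicate 2 that of *Agtr2* was -3.41, so of these 3 only *Lgr5* depended strongly on 1 Veh library. No technical explanation specific to these 3 genes was tested. Whether RA opposes a response to nutrient restriction at these genes is a hypothesis.

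*Stra8* had an interaction of -2.90, since it rose by 3.44 in NR without added RA and by 8.92 in RA. A candidate explanation is retinoid signalling in NR cultures, which would also raise other genes that respond to RA. The 251 genes that RA raised at least 4-fold, *Stra8* left out, had a median log2 fold change of 0.688 in NR vs Veh, above the limit of 0.5 set for this explanation, with 67 genes higher and 23 lower at an adjusted p under 0.05. These genes were chosen against the same Veh libraries, where their median count was 3.5, and 20 simulated data sets with NR unchanged gave medians from 0.151 to 0.31. When genes were chosen against 1 Veh library and measured against the other, the median was 0.273 over 203 genes and 0.25 over 212 genes, above the 0.2 set as no response and below the 0.5 set for the explanation. *Kit* rose in NR by 1.90 (adjusted p = 7.97e-16), while *Cyp26a1* had -0.61 (adjusted p = 0.337) and *Stra6* -1.81 (adjusted p = 0.000335, or -2.83 without NR replicate 2). Retinoid signalling in NR and a direct effect of nutrient restriction on *Stra8* cannot be told apart here, because the split test lies between both limits.

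*Sprr3* (at least 61.3-fold), *Ogn* (log2 fold change 6.83) and *Dio3* (6.80) were among the largest increases in NRRA vs Veh, and the paper names none of them in its text, though its Supplementary Data 1 lists all 3. A larger share of feeder cells in NRRA would bring the abundant transcripts of fibroblasts along. The largest increase of any of the 24 fibroblast markers in NRRA was 3.46 on the log2 scale, below each of the values of *Ogn* and *Dio3* and below the bound of *Sprr3*, and 9 of the markers fell, which argues against more feeder cells as the source. A change of expression within the feeder cells may still be part of it and was not tested. For *Dio3*, leaving out Veh replicate 1 gave 7.22. *Ogn* and *Dio3* stayed between 6.22 and 6.95 in the other settings that used all libraries. Induction in germ cells remains a hypothesis, as reads of germ cells and feeder cells are counted together.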

How the results depend on the processing

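Of 1515 values of 172 results on named genes under alternatives that used both replicates, 1449 kept their direction and their side of the threshold, 40 no longer reached an adjusted p of 0.05, 5 newly reached it and 21 changed sign. The 40 came from DESeq2 (16), removal of the trend with GC content and gene length (13), thinning (4), at least 10 counts in every library (2), library totals (2), DESeq2 size factors (1), no filter (1) and the fit of 2 conditions (1). No fold change that changed sign was above 0.7 on the log2 scale before. The cause of a change was not tested unless given below.

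The sign changes after removal of the trend with GC content and gene length, added after the values were seen, were *Rad21l* in NRRA (-0.27), *Sycp1* in NR (-0.082) and its interaction (0.15), the interaction of *Sycp3* (0.13), *Hormad1* in NR (-0.14), *Ugt8a* in NRRA vs RA (-0.077), *Sohlh1* in RA (0.096), *Id4* in NRRA (-0.15), *Eif2s3y* in NR (-0.088) and NRRA (-0.091), *Uty* in NRRA (-0.047) and *Taf4b* in NRRA (-0.015). *Ugt8a* in NRRA vs RA was also negative with DESeq2 (-0.016), DESeq2 size factors (-0.019), at least 10 counts in every library (-0.015) and the fit of 2 conditions (-0.0092). *Sohlh1* in RA was positive with at least 10 counts in every library (0.010), thinning (0.027) and library totals (0.072), and *Taf4b* in NR with at least 10 counts in every library (0.0011) and library totals (0.00074).

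Without a fold threshold, genes higher and lower rose to 4048 and 4789 in RA vs Veh, 4443 and 4542 in NR vs Veh, 6171 and 5880 in NRRA vs Veh, 5026 and 4873 in NR vs RA, 4283 and 3971 in NRRA vs RA, 4353 and 4535 in NRRA vs NR, and 1304 and 1348 for the interaction. Then 1603 genes were higher and 1718 lower in NRRA than in each other condition. For the meiosis list, 74 and 25 were higher and lower in RA, 57 and 27 in NR, 100 and 23 in NRRA, 65 and 18 in NRRA vs RA, and 23 and 14 for the interaction. Of the undifferentiated markers, 7 were lower in NR, against 1 at 2-fold. At 1.5-fold the counts were 1912 and 1195 in RA, 2136 and 1210 in NR, 3564 and 2293 in NRRA, 2389 and 1969 in NR vs RA, 1803 and 1286 in NRRA vs RA, 1784 and 1553 in NRRA vs NR, 416 and 612 for the interaction, and 448 and 388 in NRRA against each other condition. For the meiosis list they were 35 and 3 in RA, 17 and 8 in NR, 59 and 7 in NRRA, 10 and 5 in NRRA vs RA, and 2 and 5 for the interaction, with 4 undifferentiated markers lower in NR. These changes follow from the thresholds themselves.

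With at least 10 counts in every library, which leaves 17035 genes and drops genes absent from 1 condition, 502 and 328 genes were higher and lower in RA, 717 and 373 in NR, 929 and 665 in NR vs RA, and 466 and 536 in NRRA vs NR. The count higher was 1289 in NRRA and 585 in NRRA vs RA. In NRRA against each other condition it was 63 higher and 125 lower, and the median of the undifferentiated markers in RA was -1.81. DESeq2 called 622 genes higher in RA, of which and of its 461 lower genes 1073 in all were also called by edgeR, and it gave 100 and 168 for the interaction, 103 higher in NRRA than in each other condition and 1 negative interaction in the meiosis list. In the other counts, DESeq2 differed from edgeR by less than 1.5 times, and the self-test calls of DESeq2 were also fewer (185 against 195 of 200). No filter on low counts (38638 genes) and the fit of 2 conditions, which gave no interaction, moved no count by 1.5 times.

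After removal of the trend with GC content and gene length, 10 genes of the meiosis list were higher and 1 lower in RA, and the medians of the list were 0.114 in RA, 0.0533 in NR, 0.197 in NRRA and 0.161 in NRRA vs NR. The median of the 11 transcription factor genes in NRRA was 0.477, and 0 of them were higher in RA at an adjusted p under 0.05, and 0 of the 4 called before at an unadjusted p under 0.05. Scaling by library totals shifted the median of all genes in NRRA vs Veh to 0.143, and relative to that shift the meiosis list moved little, with medians of 0.427 in NRRA, 0.281 in RA and 0.299 in NRRA vs NR and 0.905 for the transcription factors in NRRA. No scaling moved the share of higher genes by over 10 percentage points, the largest move being in RA, from 63.2% to 71.4% with library totals.

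On the linear scale, 6 of the 10 genes *Sycp1*, *Sycp3*, *Mei1*, *Msh5*, *Stag3*, *Dmc1*, *Smc1b*, *Ugt8a*, *Hormad1* and *Gm4969* were above the sum of both effects by more than the replicate SD, against 0 with a positive interaction at an adjusted p under 0.05 on the log scale and 1 at an unadjusted p under 0.05. A sum is exceeded more easily than a product when both effects are positive. With the correlation between genes estimated from the data, 7 of the 105 list tests kept an adjusted p under 0.05. Among genes that differ among conditions, the cluster with most of the meiosis list and of the Cluster 2 examples held 3380 genes, with Ward linkage the cluster with most Cluster 1 examples held 3674, and with z-scores of CPM that with most Cluster 3 examples held 8094.

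Across the fits that each left out 1 library, which give no calls, the median of the meiosis list ranged from 0.19 to 0.27 in RA, 0.152 to 0.166 in NR, 0.293 to 0.37 in NRRA, 0.126 to 0.164 in NRRA vs RA, 0.183 to 0.228 in NRRA vs NR and -0.0032 to 0.0785 for the interaction. The highest value in RA came without Veh replicate 2. The transcription factors ranged from -0.145 to 0.391 in RA, 0.685 to 1.0 in NR and 0.777 to 0.897 in NRRA, and the lowest value in RA came without RA replicate 2. The undifferentiated markers ranged from -2.14 to -2.03 in RA, -0.286 to -0.236 in NR, -3.49 to -3.2 in NRRA, -1.44 to -1.12 in NRRA vs RA and -0.878 to -0.439 for the interaction, which was -0.439 without NRRA replicate 2. Of 756 such values of named genes, 14 changed sign, those of *Rad21l*, *Zfp541*, *Msh5*, *Sycp1*, *Ugt8a*, *Ascl2*, *Sohlh1*, *Dnd1* and *Taf4b*. *Ascl2* in RA was -0.14 without RA replicate 2, *Dnd1* in NR was -0.080 without Veh replicate 2, and *Taf4b* in NR was 0.057 without Veh replicate 2 and 0.0043 without NR replicate 2.

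Replicate numbers are shared between conditions, and the correlation of the deviations of same-numbered libraries lay between -0.033 and 0.023 over the 6 pairs of conditions, so the libraries share only a number. With the replicate number as a block, 955 and 563 genes were higher and lower in RA, 1089 and 601 in NR, 2021 and 1232 in NRRA, 1393 and 1140 in NR vs RA, 936 and 745 in NRRA vs RA, 928 and 843 in NRRA vs NR, and 296 were lower for the interaction, with a count of higher genes also within 1.5 times. Of the named genes, the block changed the call of *Ugt8a* in NR (-0.34, adjusted p = 0.0484) and no other.

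With 19261333 to 30023585 counts per library, genes near 1 CPM rest on few counts, such as *Spo11* with 24 and 27 in the Veh libraries, which limits the precision of their fold changes. Thinning to the smallest total, added after the values were seen, left 3149 genes called in NRRA vs Veh.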

Differences from the paper's values

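The numbers of differentially expressed genes were smaller than those drawn in the paper's Supplementary Fig. 3. Its caption gives a 2-fold change and names no adjusted p, while the counts here also required an adjusted p under 0.05. Counts by fold change alone were not made, so unlike thresholds remain a possible source of the gaps. In RA vs Veh, 970 genes were higher and 564 lower, against the paper's about 1900 and about 2100 in Supplementary Fig. 3, read by eye. In NR vs Veh the counts were 1092 and 606, against the paper's about 1900 and about 2500 in Supplementary Fig. 3, read by eye. In NRRA vs Veh, 1233 genes were lower, against the paper's about 3400 in Supplementary Fig. 3, read by eye. In NR vs RA the counts were 1406 and 1150, against the paper's about 2500 and about 2100 in Supplementary Fig. 3, read by eye. In NRRA vs RA they were 944 and 753, against the paper's about 1700 and about 1900 in Supplementary Fig. 3, read by eye. In NRRA vs NR they were 933 and 848, against the paper's about 1700 and about 2100 in Supplementary Fig. 3, read by eye.

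With a fold change of at least 1.5 in place of 2, all of these counts came within 1.5 times of the paper's except the lower genes of RA vs Veh (1195) and NR vs Veh (1210). The other alternatives set before the data were examined closed none of these gaps.

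Of the meiosis list, 33 genes were called in any of the 6 comparisons, against the paper's 165. With an adjusted p under 0.05 and no fold threshold the count was 151, which closed the gap, and the other alternatives set before the data were examined gave 31 to 78 and did not close it.

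The cluster with most Cluster 3 examples held 3969 genes, against the paper's 2338, and 3016 when restricted to genes that differ among conditions, which closed the gap. Ward linkage (3800), k-means (5015) and z-scores of CPM (8094) did not close it. The cluster with most Cluster 4 examples held 5945 genes, against the paper's 3446. The restriction to genes that differ (4190) and k-means (4732) closed this gap, while Ward linkage (5189) and z-scores of CPM (7691) did not.

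The paper gives *Rad21l* as induced by nutrient restriction. Its log2 fold change in NR vs Veh was 0.23 (adjusted p = 0.176), and no setting brought the adjusted p under 0.05 (range 0.125 to 0.753). The paper gives *Zfp541* as activated by nutrient restriction. Its value in NR was 0.52 (adjusted p = 0.0383), under 2-fold, with an adjusted p of 0.186 with DESeq2 and from 0.0181 to 0.0434 in the other settings.

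The paper gives *Sycp1*, *Sycp3*, *Mei1*, *Msh5* and *Stag3* as synergistic. Their interactions on the log scale were -0.09 (adjusted p = 0.682), -0.13 (adjusted p = 0.567), 0.52 (adjusted p = 0.0904), 0.15 (adjusted p = 0.72) and 0.10 (adjusted p = 0.288), and no log-scale setting brought any of them under 0.05. On the linear scale, a measure chosen after seeing the values, NRRA was above the sum of both effects by more than the replicate SD for *Sycp3*, *Mei1* and *Stag3*. The paper gives *Ugt8a* as raised further by nutrient restriction on top of RA. Its log2 fold change in NRRA vs RA was 0.00072 (adjusted p = 0.996), and no setting called it. For *Msh5* the value in NRRA vs RA was 0.26 (adjusted p = 0.142), and no setting called it.

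In the paper's quantitative PCR, *Spo11*, *Dmc1* and *Sycp3* responded to NRRA and not to RA or NR alone. In the RNA-seq libraries, *Dmc1* had log2 fold changes of 0.88 in RA (edgeR adjusted p = 6.34e-07) and 0.24 in NR (adjusted p = 0.133). *Sycp3*, whose counts can in part come from *Chpt1*, rose by 1.00 in RA (adjusted p = 7.73e-09) and 0.99 in NR (adjusted p = 6.51e-09). Both were higher in NRRA than in RA, *Dmc1* by 0.49 (adjusted p = 9.56e-05) and *Sycp3* by 0.86 (adjusted p = 5.9e-10). The log2 fold changes of *Spo11* were 0.80 in RA (adjusted p = 0.0214), 0.92 in NR (adjusted p = 0.00742) and 0.76 in NRRA (adjusted p = 0.017), with DESeq2 adjusted p values of 0.104, 0.0566 and 0.111. The NRRA value was 0.39 without NRRA replicate 1 and 1.08 without NRRA replicate 2. The paper describes the 11 transcription factor genes as not regulated by RA. In RA vs Veh *Mga* (0.38), *Arid4b* (0.50), *Bbx* (0.30) and *Zfp157* (0.40) were higher and *Pax9* (-0.51), *Atoh8* (-1.30) and *Sox3* (-0.39, or -0.24 without Veh replicate 1) lower at an adjusted p under 0.05. The adjusted p of *Pax9* was 0.0486, with a range of 0.0456 to 0.138 over its alternatives, and was above 0.05 with DESeq2 (0.138), library totals (0.12), no filter (0.0689), at least 10 counts in every library (0.07), the fit of 2 conditions (0.096) and thinning (0.127), the last chosen after seeing the values. After removal of the trend with GC content and gene length, chosen after seeing the values, 0 of the 4 higher genes had an adjusted p under 0.05, and 0 an unadjusted p under 0.05.

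The upper group of genes drawn as raised by NRRA in Fig. 1h had a median interaction of -0.40 (camera adjusted p = 0.00117, fry adjusted p = 0.0106).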

Other observations

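The tests of cell shares and those of GC content for the meiosis list, the transcription factor genes, *Xist* and the Y chromosome genes were chosen only after the results were seen.

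The 24 fibroblast markers had medians of -0.341 in RA (camera adjusted p = 8.42e-11), 0.834 in NR (adjusted p = 9.48e-38) and 0.412 in NRRA (adjusted p = 2.99e-09). Whether germ cells also express these markers was not tested. A larger share of feeder cells in NR could raise such genes and would lower germ cell markers. In NR, 19 markers were higher and 3 lower at an adjusted p under 0.05, from -1.48 (*Twist2*) to 2.73 (*Timp3*). On the opposite strand, *Gm29100* overlaps 46.5% of the exon bases of *Twist2* and *Syn3* 21.3% of those of *Timp3*. The abundant *Col1a1* rose by 1.07 and *Fn1* by 0.14. Of 5 germ cell markers 3 were higher and 0 lower, with 0 lower at an unadjusted p under 0.05. This argues against a larger feeder share as the sole source, and a changed expression within feeder cells stays open.

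The median of the interferon genes was 0.877 in NR and 0.906 in NRRA, while that of the fibroblast markers went from 0.834 to 0.412. In NRRA, 15 of the fibroblast markers were higher and 9 lower, so their median does not settle a change in feeder share. A larger feeder share and an interferon response within cells cannot be told apart. The interaction of the interferon list was 0.145 (camera adjusted p = 0.00654, fry adjusted p = 0.22).

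The germ cell markers *Ddx4*, *Dnd1*, *Tdrd9*, *Rnf17* and *Taf4b* had medians of -0.0832 in RA (adjusted p = 0.71), 0.403 in NR (camera adjusted p = 0.133, fry 0.00123) and 0.405 in NRRA (camera adjusted p = 0.206, fry 0.000953). A larger share of germ cells in NRRA could raise meiotic genes. The 10 genes given as synergistic or augmented had a median of 1.26, above each germ cell marker (-0.281 to 0.787), which argues against it as the source of that median. For 3 of the 10, *Sycp1* (0.79, SE 0.0853), *Hormad1* (0.99, SE 0.126) and *Msh5* (0.35, SE 0.146), the value lay within 2 SE of the highest marker (*Rnf17*) or below it, so for them the 2 cannot be told apart. For the whole meiosis list, with a median of 0.313 against 0.405 for the markers, a larger germ cell share and induction cannot be told apart, since the markers moved in both directions and number 5.

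More genes were called in NRRA vs Veh than in RA or NR vs Veh, and NRRA libraries were among the largest. After thinning to the smallest total, 3149 genes were called in NRRA (1960 higher and 1189 lower), against 927 higher and 511 lower in RA and 1083 and 562 in NR, so larger libraries are an unlikely source. Fold changes fell with GC content, with rank correlations of -0.291 in RA, -0.209 in NR and -0.245 in NRRA, and of -0.35 between the Veh replicates. This trend could add to the excess of higher genes, but 1817 higher and 1275 lower genes were called in NRRA after its removal. The median of the meiosis list in NRRA was then 0.197, above its replicate SD of 0.0534, so the trend may be part of the change and is not all of it. Of the 4 transcription factor genes higher in RA, 0 kept an adjusted p under 0.05 (0 at an unadjusted p under 0.05), so the trend is a candidate source of their increase.

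Of the 10 genes given as synergistic or augmented, 6 were above the sum of both effects on the linear scale by more than the replicate SD, but the paper chose these genes on the same libraries. Replicate spread, enlarged by that choice, and a real excess cannot be told apart. A combination of effects that is more than additive and not more than multiplicative remains a hypothesis.

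*Xist*, a marker of female feeder cells, had 203 CPM in Veh, 258 in RA (log2 fold change 0.35), 322 in NR (0.67, adjusted p = 3.78e-10) and 302 in NRRA (0.57, adjusted p = 2.82e-09). The Y chromosome genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* were higher too, with 0.50, 0.26, 0.52 and 0.39 in NR and 0.77, 0.46, 0.64 and 0.42 in NRRA. After removal of the trend with GC content and gene length, *Xist* was at 0.28 in NR (adjusted p = 1.6e-08) and 0.022 in NRRA (adjusted p = 0.62). *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* were then at 0.087, -0.088, 0.076 and 0.12 in NR and 0.11, -0.091, -0.047 and 0.0067 in NRRA, none at an adjusted p under 0.05 (0.194 to 0.949). The trend may therefore account for the increases of the 4 Y chromosome genes in NR and NRRA and of *Xist* in NRRA. *Tsix*, on the opposite strand, overlaps 11% of the exon bases of *Xist*.

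The amino acid response genes had medians of -0.201 in RA (adjusted p = 0.000383), -0.194 in NR (adjusted p = 0.187, or 0.0176 with fry) and -0.3 in NRRA (adjusted p = 0.00285). Sterol synthesis genes had -0.0633 (adjusted p = 0.756), -0.364 (adjusted p = 0.000624) and -0.173 (adjusted p = 0.17, or 0.00144 with fry) in the same order and an interaction of 0.244 (adjusted p = 0.00175). Lysosome and autophagy genes had -0.25 (adjusted p = 0.00223), -0.138 (adjusted p = 0.0181) and -0.22 (adjusted p = 0.0313) and an interaction of 0.152 (adjusted p = 0.000337). No biological explanation was tested for these lists.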
